# A crucial role for the ubiquitously expressed transcription factor Sp1 at early stages of hematopoietic specification

**DOI:** 10.1242/dev.106054

**Published:** 2014-06

**Authors:** Jane Gilmour, Salam A. Assi, Ulrike Jaegle, Divine Kulu, Harmen van de Werken, Deborah Clarke, David R. Westhead, Sjaak Philipsen, Constanze Bonifer

**Keywords:** Sp1 transcription factor, Hematopoiesis, Transcriptional network, Mouse

## Abstract

Mammalian development is regulated by the interplay of tissue-specific and ubiquitously expressed transcription factors, such as Sp1. *Sp1* knockout mice die *in utero* with multiple phenotypic aberrations, but the underlying molecular mechanism of this differentiation failure has been elusive. Here, we have used conditional knockout mice as well as the differentiation of mouse ES cells as a model with which to address this issue. To this end, we examined differentiation potential, global gene expression patterns and Sp1 target regions in Sp1 wild-type and Sp1-deficient cells representing different stages of hematopoiesis. *Sp1^−/−^* cells progress through most embryonic stages of blood cell development but cannot complete terminal differentiation. This failure to fully differentiate is not seen when Sp1 is knocked out at later developmental stages. For most Sp1 target and non-target genes, gene expression is unaffected by Sp1 inactivation. However, Cdx genes and multiple Hox genes are stage-specific targets of Sp1 and are downregulated at an early stage. As a consequence, expression of genes involved in hematopoietic specification is progressively deregulated. Our work demonstrates that the early absence of active Sp1 sets a cascade in motion that culminates in a failure of terminal hematopoietic differentiation and emphasizes the role of ubiquitously expressed transcription factors for tissue-specific gene regulation. In addition, our global side-by-side analysis of the response of the transcriptional network to perturbation sheds a new light on the regulatory hierarchy of hematopoietic specification.

## INTRODUCTION

Changes in gene expression programs during cell differentiation are regulated by the interplay of ubiquitous and tissue-specific transcription factors, and the epigenetic regulatory machinery. A large number of tissue-specific transcription factors have been described in whose absence a specific cell lineage is not, or is less efficiently, formed. In the hematopoietic system, this includes factors such as GATA1 and PU.1, which are crucial regulators of erythropoiesis or myelopoiesis, respectively (Orkin and Zon, 2008). The effect of removing tissue-specific regulators for a specific pathway leads to dramatic alterations in gene expression and often a block in differentiation at the point where this factor is crucially needed. The reason for this could be that such factors nucleate shifts in transcription factor assemblies to alter cell fates (Heinz et al., 2010; Lichtinger et al., 2012). However, many widely expressed genes are regulated by factors that are also more or less ubiquitously expressed and that cooperate with tissue-specific factors to activate specific gene expression programs. An interesting observation is that knockout of such genes can have surprisingly tissue-specific effects. This is true, for example, for the individual knockouts of NF1 family members (Gronostajski, 2000). A reason for this phenomenon could be compensation by other family members. However, the knockout of factors such as Sp1 or Oct1 arrests development at an early developmental stage (Marin et al., 1997; Sebastiano et al., 2010). We currently know very little of the molecular mechanisms underlying the impact of ubiquitously expressed transcription factors on tissue-specific gene expression. The Sp transcription factor family is a branch of the Krüppel family of zinc-finger proteins (Philipsen and Suske, 1999) with Sp1 as the founding family member. Sp1 is ubiquitously expressed and binds to a GC-rich consensus sequence that is found at most housekeeping genes regulated by CpG island promoters, but also in many tissue-specific genes (Wierstra, 2008). The effect of rendering Sp1 inactive in mice is dramatic. Sp1-deficient embryos die very early in development with variable phenotypes that range from developmental arrest as an amorphous cell mass to retarded embryos with a number of recognizable structures (Marin et al., 1997). Such a pleiotropic phenotype that affects multiple cell types is seen in a number of knockout mice carrying mutations in global regulators, but to actually investigate the molecular mechanisms that underlie how such factors are involved in the regulation of multiple genes in specific tissues is an extremely difficult task. The binding of ubiquitously expressed factors may be to a large extent invariant and the effect of crippling their activity on development may be dictated by tissue-specific factors or by changes in their binding during development. Moreover, the impact of a lack of factor activity on gene expression control during development may be progressive and may only accumulate over many different developmental stages, making it difficult to pinpoint the actual cause of the developmental defect. To date, neither of these scenarios has been investigated.

Here, we address these issues by differentiating mouse embryonic stem cells that carry a DNA binding-deficient Sp1 variant into hematopoietic cells. We purified differentiating cells at successive stages of hematopoietic development and measured global gene expression profiles, as well as differentiation capacity. We also determined the direct target genes of Sp1 using ChIP sequencing. Our data show that *Sp1^−/−^* cells are capable of progressing through all early embryonic stages of blood cell development up to the progenitor stage, but are then unable to progress further. This failure of terminal differentiation is not seen when Sp1 is knocked out at later developmental stages. We demonstrate that the underlying mechanism of this inability to complete differentiation is a progressive deregulation of gene expression over multiple cell generations, with multiple developmental pathways involved in hematopoietic stem cell specification and myeloid differentiation being affected. All four Hox gene clusters, as well as their upstream regulators, the Cdx genes, are targets of Sp1 at an early, but not at a later, differentiation stage and the regulation of a subset of these genes is affected by Sp1 inactivation, providing a molecular explanation for the multiple developmental defects in Sp1-deficient mice.

## RESULTS

### The absence of Sp1 DNA binding activity affects multiple hematopoietic lineages

In the past decade, a number of attempts have been made to dissect the molecular mechanism of the developmental arrest caused by lack of Sp1 DNA-binding activity, using conditional knockout mice and CRE-recombinase enzyme expressed from different types of tissue-specific promoters. Although such experiments confirmed the severe defects in mice where Sp1 activity was removed in all tissues, other phenotypes were surprisingly mild, if at all visible (D. I. Kulu, PhD Thesis, Erasmus University, Rotterdam, The Netherlands, 2013). This indicates that the timing of the knockout is of essence and that cells have to undergo a number of differentiation stages for it to be visible. Remarkably, ES cells carrying two copies of the mutant Sp1 allele expressing a truncated protein lacking the entire DNA-binding domain (*Sp1*^−/−^; Fig. 1A, supplementary material Fig. S1A) were indistinguishable from wild-type cells in culture, and contributed efficiently to chimeras until E9.5, after which contribution of the mutant cells rapidly declined to undetectable levels (Marin et al., 1997). This opened the possibility of using the differentiation of such cells *in vitro* to obtain molecular insights into the molecular mechanisms of differentiation perturbed by the lack of Sp1 activity. We first tested whether *Sp1*^−/−^ ES cells were capable of differentiating into hematopoietic cells by performing macrophage release assays where ES cells are cultured in the presence of interleukin 3 and colony-stimulating factor 1 (Csf1). This drives the formation of embryoid bodies (EBs) containing macroscopically visible blood islands that release macrophages at later stages of differentiation (Faust et al., 1994; Clarke et al., 2000). *Sp1^−/−^* cells had a greatly reduced ability to form blood islands and macrophages in embryoid bodies compared with wild-type cells (Fig. 1B). Moreover, gene expression analysis with RNA prepared from developing EBs showed reduced levels of mRNA for genes important for myelopoiesis, such as *Spi1* (previously *Sfpi1*, *PU.1*), *Cebpa* and *Csf1r* (supplementary material Fig. S1B). Other hematopoietic lineages, such as erythroid cells, were also affected, as shown by colony assays demonstrating a near complete lack of colony-forming ability (Fig. 1C). This impediment of differentiation was not due to a proliferative defect, as shown by CFSE assays (supplementary material Fig. S1C). We used colony assays to show that mutant phenotypes were a direct result of Sp1 deficiency and not clonal variation of ES cells. Expression of Sp1 cDNA in the same *Sp1^−/−^* clone rescued both macrophage development and colony-forming ability (Fig. 1B,C). However, primitive erythropoiesis producing nucleated erythrocytes occurred at wild-type levels (Fig. 1D and supplementary material Fig. S1D). In addition, embryonic globin was expressed, but was up- and downregulated with delayed kinetics (Fig. 1D and supplementary material Fig. S1D), indicating that this developmental pathway was largely independent of Sp1.

**Fig. 1.**
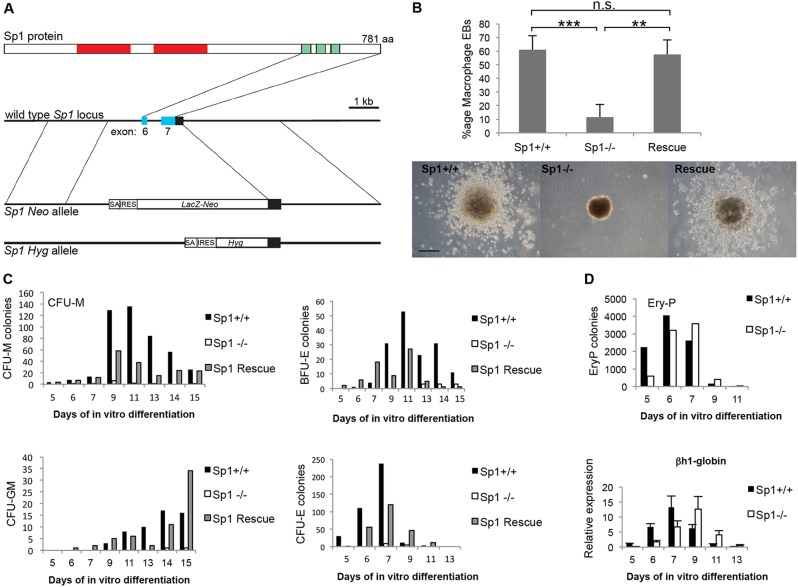
**Absence of Sp1 binding affects the developmental potential of multiple hematopoietic lineages.** (A) The Sp1 deletion mutant. (B) Macrophage release assay. Embryoid bodies were allowed to form in methylcellulose under macrophage-promoting conditions. *Sp1*^−/−^ cells show a reduced capacity to form macrophage-releasing EBs, whereas this capacity is restored in Sp1-rescue cells. *n*=3, error bars represent s.d., **P<0.01, ***P<0.005. (C) Colony assays demonstrating that the re-expression of Sp1 rescues hematopoietic development. Embryoid bodies in methylcellulose were dispersed at different time-points and re-plated in methylcellulose under hematopoietic colony-forming conditions. *Sp1^−/−^* cells show reduced colony forming capacity in all lineages but especially to CFU-M and CFU-GM. A representative graph out of three independent experiments is shown for each colony type. (D) Top: Ery-P colony assay. Embryoid bodies in methylcellulose were dispersed at different time-points and re-plated in methylcellulose supplemented with erythropoietin. Graph shows combined data from two independent experiments performed in duplicate. Bottom: gene expression analysis showing expression of embryonic βh1-globin during EB differentiation, error bars indicate s.e.m. (*n*=3).

### Hematopoietic development in Sp1-deficient cells is progressively impaired

In both ES cells and in the whole organism, hematopoietic cells originate from mesodermal cells that form a precursor with hematopoietic, cardiac and endothelial potential: the hemangioblast (Fehling et al., 2003). This precursor cell type differentiates into specialized adherent endothelial cells forming a hemogenic endothelium (HE), which gives rise to the actual hematopoietic progenitor cells via a two-step process called the endothelial-hematopoietic transition (Chen et al., 2009; Lancrin et al., 2009) (Fig. 2A). Morphological inspection of *Sp1^+/+^* and *Sp1^−/−^* cultures demonstrated they were undistinguishable (supplementary material Fig. S2A) and contained similar numbers of cells (supplementary material Fig. S2B). We also employed a blast colony assay (Kennedy et al., 1997) to show that the development of the earliest stage of hematopoietic development, the hemangioblast, was not disturbed and similar numbers of colonies were formed (supplementary material Fig. S2C). To examine in detail how and at which developmental stage the lack of Sp1 affected hematopoietic development, we measured levels of the stem cell factor receptor KIT, the endothelial marker TIE2 and the integrin CD41 on the cell surface during differentiation by flow cytometry (Fig. 2B-D, supplementary material Fig. S2D). The latter, together with CD45 is a marker of definitive hematopoietic progenitor cells (Mikkola et al., 2003). These experiments show that the proportion of KIT- positive cells and KIT expression levels were progressively reduced during differentiation of *Sp1^−/−^* cells. Interestingly, the proportion of CD45-positive cells was not altered, indicating that HE and progenitor cells were still formed albeit at slightly reduced numbers (supplementary material Fig. S2E). *Sp1^−/−^* progenitors were impaired in colony formation (supplementary material Fig. S2F) and in macrophage development, with only a few adherent cells expressing macrophage surface markers being formed (Fig. 2E). However, the phenotype of these cells was aberrant as the expression of important myeloid regulators in these cells was strongly reduced (Fig. 2F).

**Fig. 2.**
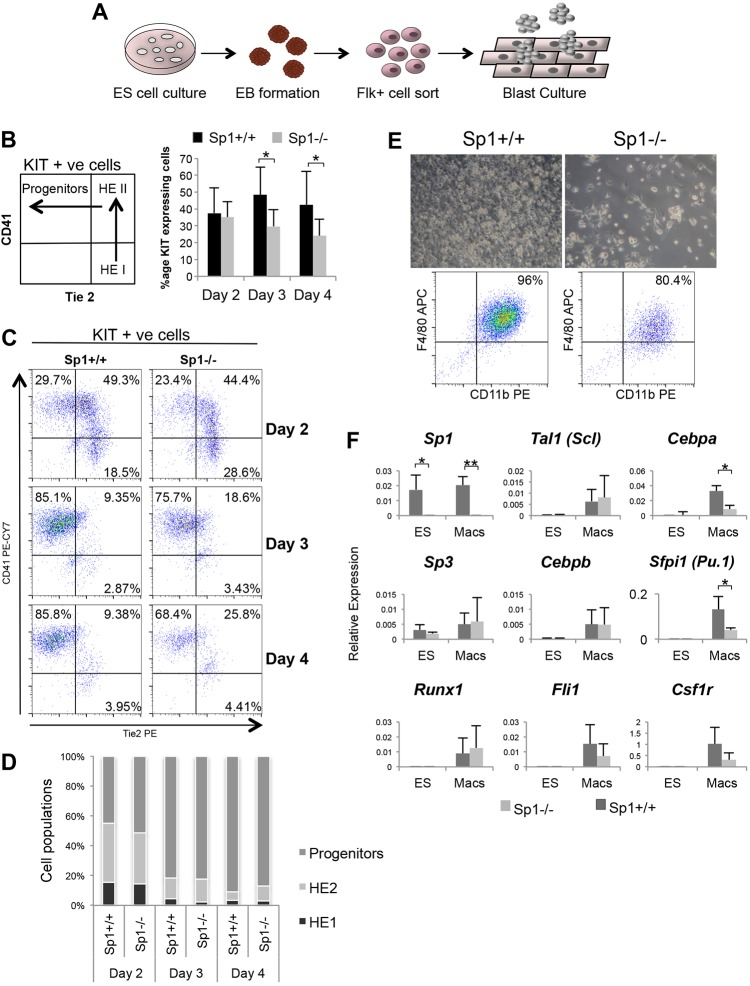
**Abolition of Sp1 DNA binding has a progressively deleterious effect on hematopoietic development.** (A) The hematopoietic differentiation assay used to generate cell populations for microarrays and ChIP-seq. (B) Left: graph depicting FACS analysis of cell populations throughout blast culture differentiation. Cells were stained with antibodies to KIT, CD41 and Tie2. Right: average proportion of KIT-expressing cells as measured by FACS analysis at day 2, 3 and 4 of blast culture (for details, see supplementary material Fig. S2D) (*n*=4, error bars represent s.d., *P<0.05). (C) Representative FACS analysis demonstrating that HE1, HE2 and progenitors are formed in both differentiating wild-type and *Sp1^−/−^* cells, albeit with a slightly reduced frequency. (D) Graphical depiction of C (*n*=4). (E) Differentiation of progenitors to macrophages is dramatically reduced in Sp1 KO cells. Progenitors were seeded under macrophage-promoting conditions. Macrophage markers F4/80 and CD11b were assayed by FACS analysis after 7+ days of differentiation. (F) Gene expression analysis measuring the expression of the indicated hematopoietic regulator genes using RNA prepared from wild-type and *Sp1^−/−^* ES and macrophage cells (*n*=4, error bars represent s.d., *P<0.05, **P<0.01.).

We next tested whether we could recapitulate this defect in myeloid maturation by removing Sp1 activity at an early myeloid progenitor stage. To this end, we generated mice carrying two floxed Sp1 alleles on an *Sp3^+/−^* heterozygous background. These mice were crossed with lysozyme-Cre mice, which excise the conditional allele at the common myeloid progenitor stage when lysozyme expression is upregulated (Tagoh et al., 2002). We prepared bone marrow cells from these mice and tested their ability to form colonies and generate macrophages. Supplementary material Fig. S2G shows that, although myeloid colony-forming activity in such progenitors was slightly reduced, they were still capable of efficiently producing macrophages even with the additional reduction of Sp3 levels (supplementary material Fig. S2H) and in spite of high levels of CRE activity (supplementary material Fig. S2I). Taken together, these experiments show: (1) that *Sp1^−/−^* cells are able to progress through multiple differentiation steps but are unable to complete terminal differentiation from myeloid progenitors; and (2) that the effect of Sp1 deficiency is cumulative rather than progenitor type specific.

### Gene expression in differentiating Sp1-deficient cells becomes progressively deregulated

We next examined how Sp1 deficiency deregulated gene expression. To this end, we used the blast culture system to produce pure populations of differentiating cells by cell sorting as previously described (Lancrin et al., 2009; Lichtinger et al., 2012). We isolated Flk1^+^ cells containing hemangioblasts, plated those cells into blast culture and purified two successive stages of hemogenic endothelium development before and after the EHT as well as floating progenitor cells (supplementary material Fig. S3A) using cell sorting as outlined in Fig. 2B. 

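Gene expression was measured in Sp1+/+ ES cells and in Sp1-/- ES cells, whose mutated Sp1 locus yields a truncated protein without the DNA-binding domain. The RNA came from 4 cell populations, which are Flk1+ cells, the CD41- and CD41+ stages of the hemogenic endothelium (HE1 and HE2) and KIT+ CD41+ Tie2- progenitors. HE1, HE2 and progenitors were sorted from blast cultures after floating and adherent cells had been combined. Each of the 8 combinations of genotype and population was hybridized in 2 replicates to one-color Agilent arrays, 16 arrays in all, and their number limits the precision of every comparison. The deposited record describes the replicates as independent biological replicates, and the paper's main text speaks of biological replicates for Fig. S3C. The legend of Fig. S3B, however, speaks of technical replicates. Whether the replicates come from separate differentiations is thus open, and with it what each SD and p covers. The authors deposited the scanner's intensity of each spot and a table of processed log2 values. Their Supplementary Methods name limma with normexp background correction at an offset of 16, quantile normalization, p of 0.01 or less, a log2 intensity of 6 or more on at least 1 array and a change of at least 2-fold. These settings were applied to the median intensity of each spot and its local background, without control spots and spots marked as outliers. Each gene was read from its brightest probe, and 28689 genes passed the minimum. A single limma model with all 8 groups gave the log2 fold change, Sp1-/- minus Sp1+/+, in each population. A gene is called deregulated here at an unadjusted p of 0.01 or less and a change of at least 2-fold, because the paper's text does not name an adjustment of p. Adjusted p-values are Benjamini-Hochberg values over all genes tested. Between 67.0% and 77.1% of the spots on an array were well above background, with a median of 70.8% on the Sp1+/+ arrays and 72.8% on the Sp1-/- arrays, and 0 spots were saturated. Where no array of a group was well above background for a gene, its change is given as a bound ("at least"), taken against the gene's own signal or the lowest normalized signal of a probe well above background on the array, whichever is higher. That lowest signal was a log2 value between 4.56 and 5.39. All Sp1+/+ arrays lay on 1 slide and all Sp1-/- arrays on another, so slide and genotype cannot be told apart. In Flk1+ cells, the normalized log2 intensity of Sp1 was 12.52 ± 0.02 (SD, n = 2) in Sp1+/+ cells and 10.21 ± 0.03 (n = 2) in Sp1-/- cells, a log2 fold change of -2.30 (standard error 0.19, adjusted p = 0.000116). The means of Sp1 were 12.38 ± 0.02 and 9.02 ± 0.14 in HE1, 12.28 ± 0.24 and 9.68 ± 0.45 in HE2, and 12.22 ± 0.12 and 9.26 ± 0.09 in progenitors. The corresponding log2 fold changes were -3.36, -2.60 and -2.96, and the remaining signal was well above background on all 8 Sp1-/- arrays. Where the Sp1 probe lies relative to the mutated part of the gene was not determined, so the fall may not measure the whole transcript. Leaving out the array of Sp1-/- HE2 replicate 2 moved a value of Sp1 most, to -2.93 in HE2. Sp3 was not called in any population, with log2 fold changes between -0.35 and -0.01 (standard error 0.44). Sp4 was higher in Sp1-/- cells in all 4 populations, by 1.72, 1.49, 1.55 and 1.63 on the log2 scale from Flk1+ cells to progenitors (standard error 0.16), with adjusted p-values between 9.43e-05 and 0.000397. Sp5 was higher in Flk1+ cells (log2 fold change 1.94, adjusted p = 0.0355). It lost this call without Sp1+/+ Flk1+ replicate 2 (1.03), without Sp1-/- Flk1+ replicate 1 (1.63), with the scanner's processed signal (unadjusted p of 0.0515) and with only the Flk1+ arrays in the fit (0.0264), and was 2.83 without Sp1+/+ Flk1+ replicate 1.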

We then prepared RNA from these cells and measured global mRNA expression by microarray analysis (supplementary material Tables S1 and S2). 

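Changes from one population to the next were tested within each genotype, and so within 1 slide. From Flk1+ cells to HE1, 1988 genes rose and 1761 fell in Sp1+/+ cells, and 2051 rose and 2199 fell in Sp1-/- cells. From HE1 to HE2, 525 genes rose and 957 fell in Sp1+/+ cells, and 982 rose and 1542 fell in Sp1-/- cells. From HE2 to progenitors, 469 genes rose and 333 fell in Sp1+/+ cells, and 1170 rose and 1320 fell in Sp1-/- cells. The p threshold alone would pass about 287 genes by chance in each comparison. Of the genes that changed in Sp1+/+ cells, between 71.4% and 83.8% changed in the same direction in Sp1-/- cells, depending on the transition and the direction. From HE2 to progenitors, 825 genes rose and 1049 fell in Sp1-/- cells only, against 124 and 62 in Sp1+/+ cells only. The Methods name Student's t-test for comparing Sp1+/+, Sp1-/- and Sp1-rescue samples. For the arrays, the Supplementary Methods name limma. Run on 2 arrays against 2 at the same thresholds, this methods' t-test called 106 genes from HE2 to progenitors in Sp1+/+ cells. With adjusted p it called 0, where limma at the unadjusted threshold called 802. With limma, without the array of Sp1+/+ progenitor replicate 2, that count was 495, and without Sp1+/+ HE2 replicate 1 it was 1200.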

Several hundreds of genes change their expression at each differentiation stage in wild-type cells and this was also true for *Sp1^−/−^* cells (Fig. 3A) whereas the majority of genes in wild-type and *Sp1^−/−^* cells in the different cell populations showed highly similar gene expression profiles (supplementary material Fig. S3B). This was confirmed by Pearson correlation analysis of biological replicates (supplementary material Fig. S3C), indicating a high level of correlation of gene expression profiles between *Sp1^−/−^* and wild-type cells at the start of blast culture in Flk1^+^ cells. However, gene expression patterns progressively deviated during differentiation (compare yellow frames, supplementary material Fig. S3C). This deviation occurred on a background of highly similar gene expression in each cell type, as demonstrated by principal component analysis (Fig. 3B) and analysis of fold-change in gene expression during differentiation (Fig. 3C). 

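In Flk1+ cells, the Pearson correlation between 1 Sp1+/+ array and 1 Sp1-/- array had a mean of 0.987 over the 4 possible pairs, with a range from 0.982 to 0.99. It was taken across 40014 probes, which are not independent replicates. Replicates of one genotype in these cells had correlations of 0.993 (Sp1+/+) and 0.994 (Sp1-/-). The scanner's processed signal, scaled to the 75th percentile, moved the value between genotypes most, to 0.980.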

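The mean correlation between the genotypes was 0.981 in HE1, 0.984 in HE2 and 0.978 in progenitors, so the order over the populations was not a steady fall. The ranges over the 4 pairs of arrays were 0.974 to 0.988 in HE1, 0.980 to 0.987 in HE2 and 0.974 to 0.982 in progenitors. The range in HE1 overlapped that in every other population, whereas progenitors did not overlap Flk1+ cells at the unrounded values. Replicates correlated at 0.991 and 0.984 in HE1, 0.99 and 0.991 in HE2, and 0.995 and 0.996 in progenitors (Sp1+/+ and Sp1-/-, respectively). The Sp1-/- HE1 pair had the lowest value, and the correlation between genotypes in HE1 was 0.986 without its replicate 2 and 0.976 without its replicate 1.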

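Principal components were computed over the 28662 genes with no missing value, each gene centered and scaled across the 16 arrays. The first component held 24.6% of the variance, the second 22.7% and the third 15.2%. The lowest correlation between any 2 of the 16 arrays, across populations and genotypes, was 0.925.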

Differentiation-directed gene expression changed for most genes as in wild-type cells, indicating little variation between ES cell clones (see also supplementary material Fig. S3C), but a subset of genes was progressively deregulated and wild-type and *Sp1^−/−^* cells could be clearly distinguished. 

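Across all genes tested, the log2 fold changes from one population to the next were correlated between Sp1+/+ and Sp1-/- cells, with Pearson's r of 0.837 from Flk1+ cells to HE1, 0.762 from HE1 to HE2 and 0.634 from HE2 to progenitors. Genes are not independent replicates, so no p is given. At most 2 genes per transition and direction were called in opposite directions in the 2 genotypes.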

In total, 2220 genes changed expression more than twofold (up or down) as a result of Sp1 deficiency, with 564 deregulated genes in Flk1^+^ cells and 1374 deregulated genes in progenitors (Fig. 3D).

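Between Sp1-/- and Sp1+/+ cells, 3186 of the 28689 genes tested were called in at least 1 population, 2470 of which have a gene symbol. In Flk1+ cells, 795 genes were called, and in progenitors, 1911 genes were called. Of these, 627 and 1551 have a gene symbol. The largest adjusted p among the called genes was 0.0867 in Flk1+ cells and 0.0576 in progenitors. At an adjusted p of 0.01 or less and the same fold threshold, 471 genes passed in Flk1+ cells and 1500 in progenitors. The methods' t-test, which the paper does not name for the arrays, called 214 genes in Flk1+ cells and 680 in progenitors at an unadjusted p of 0.01. With adjusted p it called 0 in each. Without the array of Sp1+/+ Flk1+ replicate 1, the count in Flk1+ cells was 1276. In simulated data with 200 changed genes per population, the same fit and thresholds recovered 97.5% of them in Flk1+ cells with 76 false calls, and 96% in progenitors with 48 false calls. The simulated changes were all set well past 2-fold, with independent noise for each gene. Recovery of genes near the threshold was thus not measured.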

**Fig. 3.**
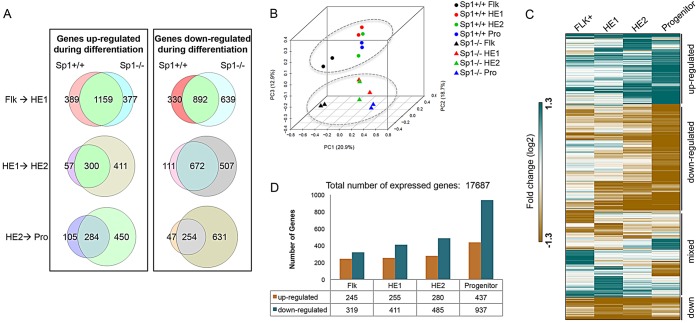
**Gene expression becomes progressively deregulated during hematopoiesis.** (A) Venn diagrams showing the overlap in genes either up- or downregulated during transition from one cell population to the next during differentiation in *Sp1^−/−^* cells relative to wild type. (B) Principal component analysis using the three largest principal components. Although the first two components separate the cell populations, i.e. Flk1^+^, HE1, HE2 and progenitors, the third component separates the wild-type and *Sp1^−/−^* samples, and is indicated by a gray ellipse. (C) Hierarchical clustering of gene expression fold changes for genes that are differentially expressed in *Sp1^−/−^* cells compared with wild type. (D) Graph indicating the numbers of up- and downregulated genes, as defined in C in *Sp1^−/−^* cell populations compared with the same wild-type cell population, indicating that the highest number of deregulated genes is found in the progenitor cell population.

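The difference between the genotype means on the third component was 1.86 SD of the component's values (exact permutation of the genotype within populations, p = 0.00154, the smallest that the number of splits allows). In each of the 4 populations the values of the Sp1-/- arrays did not overlap those of the Sp1+/+ arrays on that component. On the first and second components, the difference was 0.0592 SD (the same exact permutation test, p = 0.727) and 0.108 SD (exact permutation, p = 0.494). The small difference on the first component is a mean over opposite directions, since there too the genotypes did not overlap in 3 of 4 populations, with the Sp1-/- arrays lower in Flk1+ cells and HE1 and higher in progenitors. With genes centered but not scaled, the difference on the third component was 1.84 SD, and without the array of Sp1-/- Flk1+ replicate 1 it was 1.66 SD, its lowest value over all settings. Slide follows genotype, so the component separates the 2 slides as well.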

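In Flk1+ cells, 368 genes were higher and 427 lower in Sp1-/- cells. In HE1, 446 genes were higher and 578 lower, 1024 in all, and in HE2, 373 were higher and 559 lower, 932 in all. In progenitors, 711 genes were higher and 1200 lower. Without the array of Sp1-/- HE1 replicate 1, the count in HE1 was 2266, above the count in progenitors. The median SD over genes between the replicates of Sp1-/- HE1 was 0.20 on the log2 scale, the highest of the 8 groups. Progenitor replicates had the lowest, 0.09 in Sp1+/+ and 0.10 in Sp1-/- cells. Flk1+ cells and progenitors shared 274 called genes, 255 of them in the same direction, and HE2 and progenitors shared 574, 572 of them in the same direction.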

### Sp1 deficiency affects multiple developmental pathways in a cell type-specific fashion

In order to identify which developmental pathways were deregulated in *Sp1^−/−^* differentiating cells, we clustered gene expression changes according to patterns of expression throughout differentiation (Fig. 4A, supplementary material Fig. S4A,B and Table S3). This analysis yielded 23 clusters and identified a large number of genes whose expression was unchanged, but also many genes whose expression pattern during differentiation was altered at specific time points of differentiation. 

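No population called 25503 of the genes tested, and 2239 genes were called in exactly 1 population. Genes called in a single population were most numerous in progenitors, where 715 were lower and 452 higher in Sp1-/- cells. The numbers were 199 lower and 206 higher in Flk1+ cells, 189 and 256 in HE1, and 86 and 136 in HE2. A gene called in 1 population only is not thereby shown to differ from the other populations. In all 4 populations, 109 genes were lower and 38 were higher, and 46 genes were higher in one population and lower in another. Of the called genes whose array holds further probes above the intensity minimum, those probes went in the same direction for between 90.7% and 94.7% of probes, depending on the population.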

Manual validation of expression changes for selected genes by real-time PCR is shown in supplementary material Fig. S4C. In all cell types, most genes were downregulated. 

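Of the called genes, 53.7% were lower in Sp1-/- cells in Flk1+ cells, 56.4% in HE1, 60.0% in HE2 and 62.8% in progenitors. The median log2 fold change of all genes tested lay between 0.02 and 0.03 in the 4 populations. With the scanner's processed signal, scaled to the 75th percentile, the direction changed in Flk1+ cells (48.2% lower), HE1 (38.3%) and HE2 (47.5%), but not in progenitors. The median of all genes was then -0.014, 0.128, 0.065 and 0.096 from Flk1+ cells to progenitors, so the counts in the last 3 stand against a shifted center. It also changed in Flk1+ cells without the array of Sp1+/+ Flk1+ replicate 1 (48.0% lower) and in HE1 without Sp1-/- HE1 replicate 1 (46.8%).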

Deregulation of gene expression by Sp1 deficiency affected multiple differentiation pathways and gene sets, some of which were common between cell types (Cluster 1, 2), but others were unique for each cell type, as demonstrated by clustering of their GO-terms according to *P* values (Fig. 4B and supplementary material Table S5). Fig. 4C lists selected genes deregulated in *Sp1^−/−^* cells, many of which are known developmental regulators. 

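In Flk1+ cells, Cdx1 had a log2 intensity of 8.27 ± 0.01 (SD, n = 2) in Sp1+/+ and 7.00 ± 0.34 (n = 2) in Sp1-/- cells, a log2 fold change of -1.27 (standard error 0.17, adjusted p = 0.00198). Leaving out Sp1-/- Flk1+ replicate 2 moved that value most, to -1.02. Cdx2 measured 10.44 ± 1.01 and 8.40 ± 0.07, a log2 fold change of -2.04 (standard error 0.43, adjusted p = 0.0173). The Sp1+/+ replicates of Cdx2 differed, and its log2 fold change was -2.75 without Sp1+/+ Flk1+ replicate 1 and -1.33 without replicate 2. Cdx4 was below background on both Sp1-/- arrays, at least 1.75-fold lower (adjusted p = 0.0220), and was not called. It was called only without Sp1+/+ Flk1+ replicate 1, at a log2 fold change of -1.08. Adjusted over the list alone, 2 of the 3 Cdx genes passed p of 0.01 and the fold threshold, and 1 passed when adjusted over all genes. Neither Cdx1 nor Cdx2 was called in HE1 or HE2 (log2 fold changes -0.25 and -0.13 for Cdx1, -0.35 and -0.94 for Cdx2), a difference from Flk1+ cells that was not tested.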

At early stages of differentiation, expression of genes encoding the caudal related transcription factors *Cdx1* and *Cdx2*, which are known to regulate early hematopoiesis (Wang et al., 2008; Lengerke and Daley, 2012), was reduced. In addition, multiple Hox genes were downregulated. 

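Of the 4 Hox clusters, 10 genes of HoxA, 9 of HoxB, 5 of HoxC and 7 of HoxD passed the intensity minimum. In Flk1+ cells, 2 HoxA genes and 2 HoxD genes were called lower, and 2 HoxB genes were called lower and 1 higher. No HoxC gene was called by limma, and 1 of the 5 had an unadjusted p of 0.05 or less. Adjusted over the list alone, 1, 3, 0 and 2 genes of HoxA, HoxB, HoxC and HoxD passed p of 0.01 and the fold threshold, and 0, 1, 0 and 1 passed when adjusted over all genes. Lower values without a call were common, since 8 of 10, 8 of 9, 4 of 5 and 7 of 7 genes had a negative log2 fold change, among them 2 HoxA genes below background on all arrays of these cells. The median log2 fold change was -0.21 in HoxA (-0.20 with genes below background at their bound), -1.31 in HoxB, -0.42 in HoxC and -1.38 in HoxD. Clusters were tested as sets with limma's camera at a preset correlation of 0.01 between genes, with 24 tests over lists and populations. In Flk1+ cells the set test gave an adjusted p = 0.000155 for HoxD, 0.0339 for HoxB, 0.169 for HoxA and 0.284 for HoxC. With limma's fry, which estimates the correlation, the unadjusted p was 0.0092 for HoxD and 0.117 for HoxB, so that of the 4 clusters only HoxD passed 0.05 in both tests in these cells. The Sp1+/+ Flk1+ replicates differed in many Hox genes, and without replicate 2 the HoxB median was -0.40 with a camera p of 0.240. Without replicate 1 it was -2.23. HoxB also lost its camera p of 0.05 without Sp1-/- Flk1+ replicate 1 (0.0517).

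**Figure D1:**
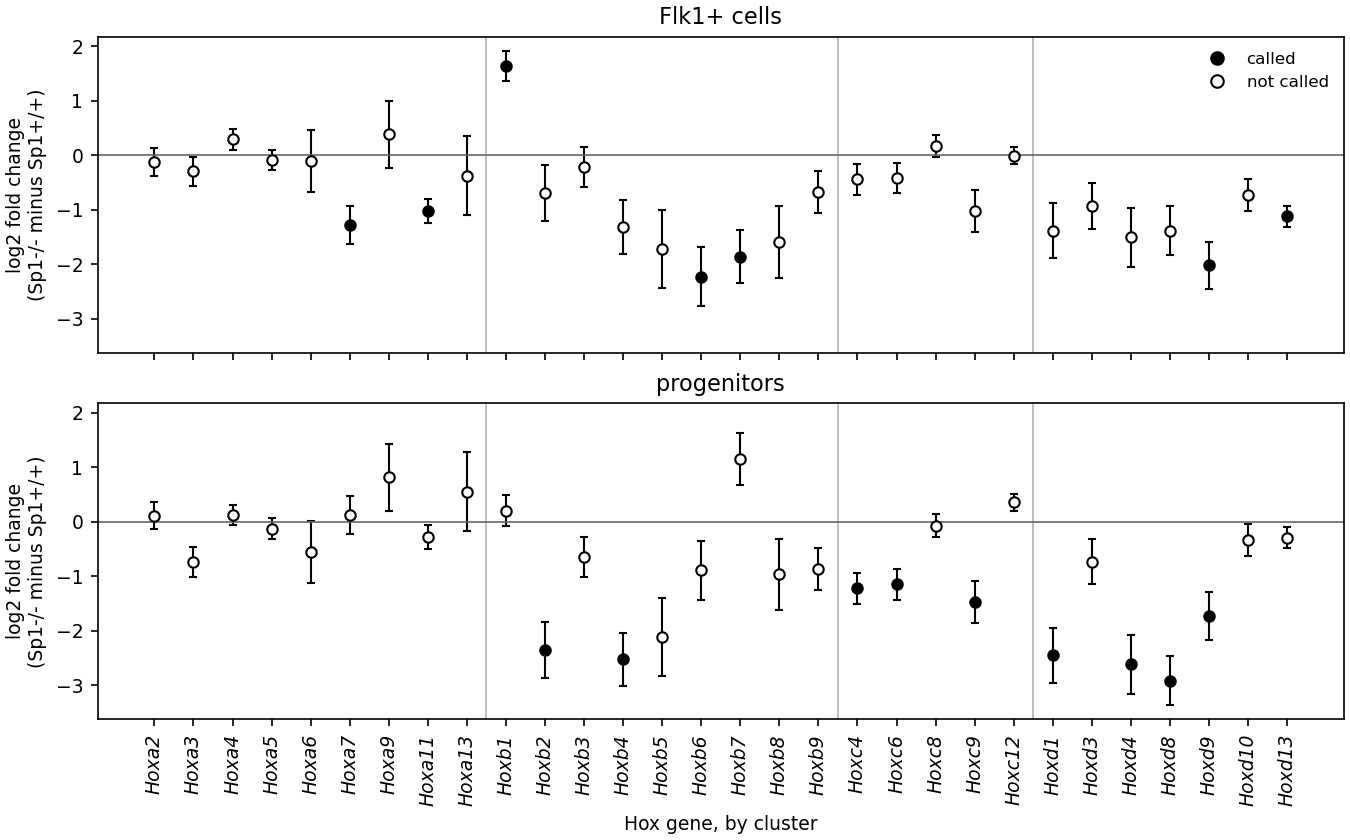
Log2 fold change, Sp1-/- minus Sp1+/+, of Hox genes, by cluster, in Flk1+ cells and in progenitors. Bars are standard errors of the limma model, filled symbols are called genes and open symbols are genes not called. Genes below background on all arrays of a population, such as Hoxd13 in progenitors, are drawn as well, and their direction there is not a measured one.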

In progenitor cells, Hox gene regulation was also affected but in addition we observed a strong downregulation of multiple genes known to impact on early hematopoietic stem cell specification, including genes in the BMP and Wnt pathways such as *Bmp4*, *Lef1* and *Wnt9a* (Lengerke et al., 2008; Nostro et al., 2008), and also genes that regulate stem cell function (*Myb* and *Fli1*) and myelopoiesis (*Cebpe*) (Verbeek et al., 2001; Mucenski et al., 1991; Spyropoulos et al., 2000). In addition, the expression of *Kit* was downregulated in *Sp1^−/−^* progenitor cells, explaining the reduction of KIT protein on their surface. 

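Among the HoxB, HoxC and HoxD genes, 2, 3 and 4 were called in progenitors, all lower, and the same numbers passed when adjusted over the list alone. Adjusted over all genes at 0.01, the numbers were 2, 0 and 3. Hoxb2 had a log2 fold change of -2.36, -1.38 without Sp1+/+ progenitor replicate 1 and -3.33 without replicate 2, and Hoxb4 of -2.52. With only the progenitor arrays in the fit, Hoxb2 was not called (unadjusted p of 0.0133). As a set, HoxB had a median of -1.30 in HE2, with 1 gene called (camera adjusted p = 0.00106, fry p of 0.0234), and the values were 0.144 and 0.242 in HE1 and 0.05 and 0.0556 in progenitors. Bmp4 had a log2 intensity of 12.90 ± 0.32 (SD, n = 2) in Sp1+/+ and 9.37 ± 0.18 (n = 2) in Sp1-/- progenitors, a log2 fold change of -3.53 (standard error 0.26, adjusted p = 1.58e-05). Lef1 measured 8.09 ± 0.19 and 5.22 ± 0.45, the latter with 1 of 2 arrays above background, a log2 fold change of -2.86 (adjusted p = 0.000547). Wnt9a was below background on both Sp1-/- arrays and at least 3.25-fold lower (adjusted p = 0.00186). It was also called lower in HE1 (log2 fold change -1.71) and HE2 (at least 3.20-fold lower). Cebpe measured 8.41 ± 0.08 and 6.91 ± 0.22, a log2 fold change of -1.50 (adjusted p = 0.000755). Myb and Fli1 were lower in progenitors but not called, with log2 fold changes of -1.04 (unadjusted p of 0.0775, adjusted p = 0.220) and -0.78 (unadjusted p of 0.0184, adjusted p = 0.0880). Myb was called when only the progenitor arrays entered the fit (unadjusted p of 0.00311). Fixed lists of endothelial and mesenchymal genes fell in the same comparison, with median log2 fold changes of -2.14 and -2.61.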

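Kit had a log2 intensity of 13.02 ± 0.23 (SD, n = 2) in Sp1+/+ and 11.79 ± 0.28 (n = 2) in Sp1-/- progenitors, a log2 fold change of -1.24 (standard error 0.35, unadjusted p of 0.00495, adjusted p = 0.0353). The call was lost without Sp1+/+ progenitor replicate 1 (log2 fold change -1.07), without Sp1+/+ replicate 2 (-1.40, unadjusted p of 0.0104) and without Sp1-/- replicate 1 (-1.04). In Flk1+ cells, HE1 and HE2, Kit was not called, with log2 fold changes of -0.60, -0.44 and -0.12. In Flk1+ cells it was called without Sp1+/+ Flk1+ replicate 1 (-1.18). The difference between progenitors and Flk1+ cells was not significant (adjusted p = 0.533).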

An interesting finding was that upregulated genes in progenitor cells contained many genes involved in heme biosynthesis and erythroid biology (including *Klf1*, *Gata1* and adult globin genes), in spite of the fact that these cells are unable to form definitive erythroid colonies.

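All 8 enzymes of heme biosynthesis were called higher in Sp1-/- progenitors, and all 8 passed an adjusted p of 0.01 both over all genes and adjusted over the list alone. Alas2, which encodes the first enzyme of the pathway in erythroid cells, had a log2 intensity of 11.40 ± 1.13 (SD, n = 2) in Sp1+/+ and 14.41 ± 0.10 (n = 2) in Sp1-/- progenitors, a log2 fold change of 3.02 (standard error 0.60, adjusted p = 0.00609). Without Sp1+/+ progenitor replicate 1 it was 2.22, and without replicate 2 it was 3.81. Among the other enzymes, the largest log2 fold changes were 2.28 for Uros and 1.98 for Ppox, and the smallest were 1.11 for Urod and 1.22 for Fech. Without Sp1+/+ progenitor replicate 1, Urod (0.95) and Fech (0.91) fell below 2-fold. The median was 1.64, with a camera adjusted p = 2.04e-08 and a fry p of 6.59e-06, and leaving out Sp1+/+ progenitor replicate 2 moved it most, to 2.02. Klf1 was higher but not called (11.72 ± 1.01 and 13.63 ± 0.01, log2 fold change 1.91, unadjusted p of 0.0187, adjusted p = 0.0889). It was called without Sp1+/+ progenitor replicate 2 (log2 fold change 2.62), at an offset of 50 (unadjusted p of 0.00787), with no background correction (0.0093), with the deposited processed values (0.00795) and with only the progenitor arrays in the fit (0.00897). Gata1 was not called (14.22 ± 0.59 and 15.61 ± 0.05, log2 fold change 1.39, unadjusted p of 0.0834, adjusted p = 0.230), except with only the progenitor arrays in the fit (0.00437). Its spread in the main fit is shared over all 8 groups and takes in the Sp1+/+ HE1 replicates, which differed widely. The missing call thus does not rest on the progenitor arrays alone. Klf1 lies on chromosome 8, whose genes had a median log2 fold change of -0.29 in progenitors. Of the adult globins, Hbb-bs was called higher (log2 fold change 2.95, adjusted p = 0.0109), and Hba-a1 was higher by 2.69 without a call (adjusted p = 0.223). Hbb-bs lost its call without Sp1+/+ progenitor replicate 1 (log2 fold change 1.97, unadjusted p of 0.0125), and had a value of 3.91 without replicate 2. Hba-a1 was called with only the progenitor arrays in the fit (0.00818). Probes cannot tell near-identical globin copies apart.

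**Figure D2:**
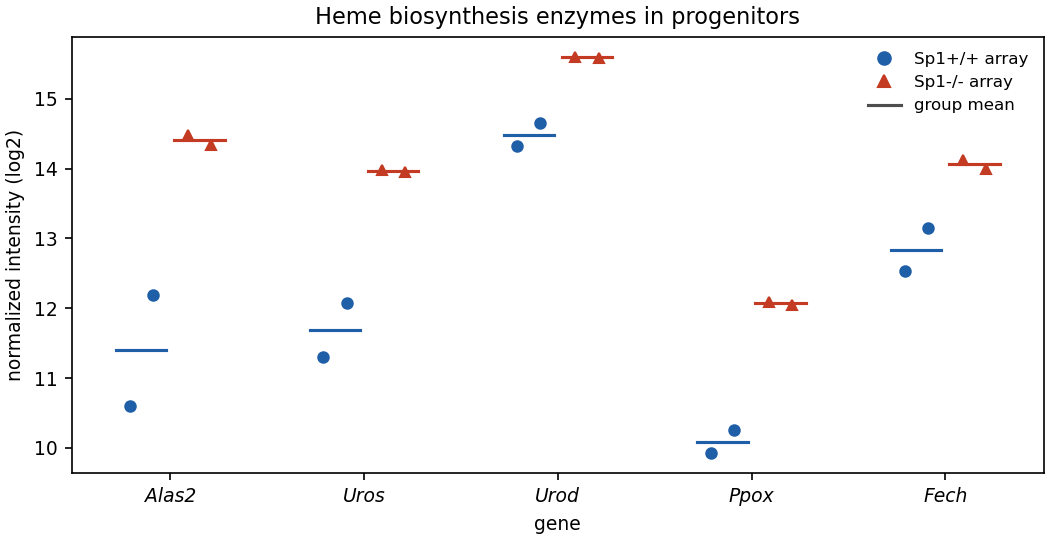
Normalized log2 intensity of 5 heme biosynthesis enzymes in progenitors. Points are arrays (blue circles Sp1+/+, red triangles Sp1-/-) and lines are group means. For each enzyme, both Sp1-/- arrays lie above both Sp1+/+ arrays.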

**Fig. 4.**
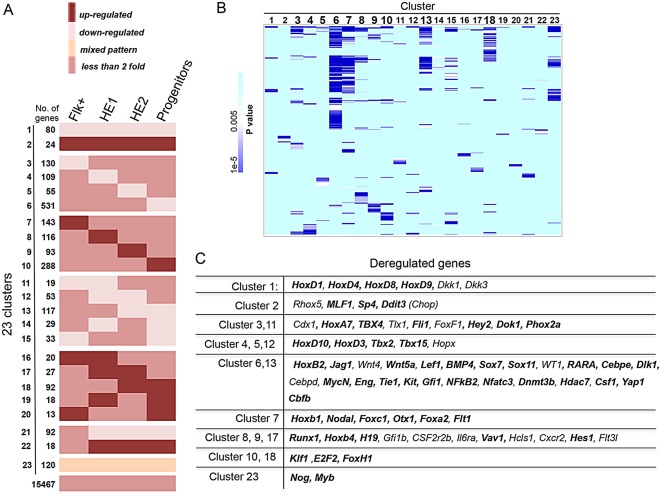
**Analysis of gene expression changes throughout differentiation.** (A) Clustering of genes more than twofold up- or downregulated by Sp1 inactivation during differentiation. Up- and downregulated genes could be separated into 23 clusters according to changes in expression levels during differentiation, as defined in supplementary material Fig. S4A,B. The progenitor population shows the highest number of deregulated genes. (B) Clustering of GO terms after gene ontology analysis of the up- and downregulated genes in *Sp1^−/−^* cells relating to the clustering depicted in A, showing that the different clusters identified are enriched for different patterns of gene ontology terms. (C) List of known developmental regulator genes within the different clusters that are deregulated during the differentiation of *Sp1^−/−^* cells. Direct target genes of Sp1 at any developmental stage are indicated in bold.

### Sp1 binds to different targets during hematopoietic specification

We next performed ChIP-sequencing in wild-type Flk1^+^ cells and progenitor cells to test which of the deregulated genes were direct targets of Sp1 and to examine whether Sp1 shifted position during differentiation and targeted different genes. Sp1 bound to a large number of sites (supplementary material Fig. S5A), most of which were promoters (Fig. 5A). As predicted from *in vitro* experiments, more than one-third of Sp1-binding sites were located in CG islands (Fig. 5A, bottom panel). The comparison of binding sites between Flk1^+^ cells and progenitors demonstrated that Flk1^+^ cells contained twice as many binding sites as progenitor cells and the expression level of Sp1 in the two cell types differed slightly (supplementary material Fig. S5B). There was a large overlap between binding sites (supplementary material Fig. S5C), and most of these sites (58%) coincided with CG islands, indicating that Sp1 is indeed involved in the regulation of ubiquitously expressed genes. By contrast, the Flk1^+^ and the progenitor-specific peaks contained only 6% and 18% CG islands, respectively. However, there were also many cell type-specific sites, even when only peaks with high tag count were compared (supplementary material Fig. S5D). Such differential binding is exemplified in Fig. 5B, which shows a screenshot of the *Sp1* locus itself that was bound in both Flk1^+^ cells (upper panel) and progenitors compared with the *Spi1* (*PU.1*) locus, which was only bound by Sp1 in progenitors (lower panel). Other examples were the four Hox gene clusters (A-D), which contained a large number of binding sites across each cluster and were specifically bound in Flk1^+^ cells (supplementary material Fig. S5F), indicating that Sp1 cooperates with different factors at tissue-specific genes. This notion was confirmed by analyzing enriched motifs surrounding Sp1 peaks (Fig. 5C, supplementary material Fig. S5E). At promoters, Sp1 colocalized with binding motifs of widely expressed factors such as NFY and CREB in both Flk1^+^ cells and progenitors. However, at distal elements it colocalized with different types of motifs, reflecting the activity of tissue-specific distal elements, with GATA motifs being prominent in Flk1^+^ cells, and highlighting the important role of GATA2 at this stage (Lugus et al., 2007). Sp1 also colocalized with RUNX/ETS/GATA motifs, reflecting the importance of these factors in driving hematopoietic development (Wilson et al., 2010). Approximately half of the promoter sites contained Sp1 consensus motifs, but only a small fraction of the distal sites, indicating the possibility that such peaks originate from the association of Sp1 with upstream factors (Fig. 5D).

**Fig. 5.**
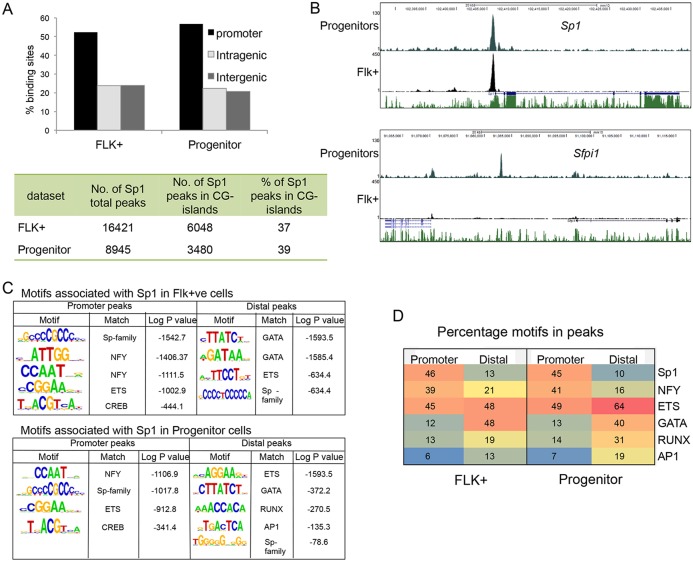
**ChIP-seq analysis of Sp1 binding in wild-type ES, Flk1^+^ and progenitor cells.** (A) Graph showing peak annotations, indicating that the majority of peaks in Flk1^+^ and progenitor cells are in promoter regions. Table shows the percentage of Sp1-binding sites that are within CpG islands for each data set. (B) Screenshots showing examples of Sp1 binding at target loci. Shown are the *Sp1* locus, where Sp1 binds the promoter in both cell populations, and the *Spi1* (*PU.1*) locus where Sp1 binding increases as differentiation progresses. (C) Sp1 colocalizes with motifs for ubiquitously expressed factors at promoters and with motifs for tissue-specific factors at distal elements. Analysis of enriched binding motifs associated with regions of Sp1 binding in each of the cell populations in promoter and distal sites. This shows that motifs associated with the promoter remain relatively consistent, whereas motifs associated with distal binding sites change as differentiation progresses. (D) Table showing percentage of promoter and distal peaks that have the indicated motifs in Flk1^+^ and progenitor populations ±200 bp from peak center.

The integration of gene expression and ChIP-seq data showed that the majority of Sp1 binding sites were found at genes that were unaffected by the absence of Sp1 activity (supplementary material Fig. S6A). However, in Flk1+ cells more than two-thirds of the deregulated genes were direct Sp1 targets (Fig. 6A, supplementary material Fig. S6A) but this was true for only one-third of the deregulated genes in progenitor cells. There was little overlap between the two gene sets, again showing that Sp1 deficiency affected different gene sets depending on the cellular context (Fig. 6B, see also supplementary material Fig. S6B). A summary of all affected pathways in the different populations is depicted in supplementary material Fig. S7A-E. We found that deregulated Sp1 target genes were involved in multiple pathways, including metabolism, focal adhesion and signaling processes. Furthermore, genes involved in early hematopoietic specification and stem cell development pathways were also affected, and are highlighted in more detail in Fig. 6 and supplementary material Fig. S7.

**Fig. 6.**
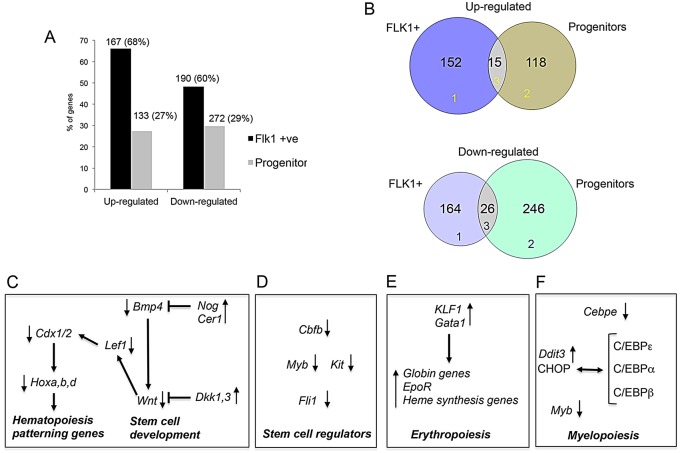
**Integration of ChIP-seq and microarray data.** (A) Graph showing the percentage of genes that are up- or downregulated in *Sp1^−/−^* cells in Flk1^+^ and progenitor cells and that are Sp1 target genes. A hyper-geometric distribution was used to calculate the significance of enrichment of direct Sp1 target genes in Flk1+ and progenitor cells. Enrichment of both up- and downregulated Sp1 target genes was found to be significant, with *P*-values of 4.7e–133 and 3.6e–208 in Flk1^+^ cells and 4.3e–18 and 9.3e–46 in progenitor cells, respectively. (B) Venn diagrams showing the overlap between Sp1 target genes from the ChIP-Seq versus differentially expressed genes in Flk1+ and progenitor cells (upregulated, upper panel; downregulated, lower panel). (C) Schematic outline of the interaction between genes and factors during hematopoietic specification from mesoderm depicting the downregulation of the BMP/Wnt pathway after Sp1 inactivation. (D) Downregulation of stem cell regulators after Sp1 inactivation. (E) Upregulation of regulators of erythropoiesis and globin expression and heme biosynthesis after Sp1 inactivation. (F) Downregulation of myeloid regulators and upregulation of CHOP, which inhibits C/EBP activity after Sp1 inactivation.

Our analysis uncovered a clear hierarchy of progressive deregulation events impacting on hematopoiesis. The four Hox clusters A-D and *Cdx1* were major Sp1 targets in Flk1+ cells (supplementary material Table S4), but not in progenitor cells (Fig. 4C, supplementary material Fig. S5F), indicating that Sp1 activity is directly required for correct activity of early regulators of hematopoietic specification at this specific developmental stage (Fig. 6C). However, Sp1 did not only act as an activator, but also as repressor as many targets were upregulated in *Sp1^−/−^* cells (supplementary material Table S4). Two of the most interesting of these genes were *Nog* and *Cer1*, which encode inhibitors of BMP signaling (Smith et al., 1993) with the latter being upregulated 11-fold (supplementary material Table S1), reinforcing the idea that the BMP4/WNT signaling pathway is impaired in the absence of Sp1 DNA-binding activity. This pathway was also affected in progenitor cells (Fig. 4, cluster 6, 13), with a further reduction of *Bmp4*, *Lef1* and *Cdx1/3* expression (supplementary material Table S4).

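In Flk1+ cells, Cer1 had a log2 intensity of 5.39 ± 0.45 (SD, n = 2) in Sp1+/+ cells, where 1 of 2 arrays was above background, and 9.69 ± 0.69 (n = 2) in Sp1-/- cells. It was 19.7-fold higher (log2 fold change 4.30, standard error 0.28, adjusted p = 2.17e-05), and it was below background on all arrays of the other populations. The background correction moved this value most, to log2 fold changes of 3.50 at an offset of 50 and 6.85 with the scanner's processed signal. Nog was 2.19-fold higher in Flk1+ cells (9.69 ± 0.28 and 10.83 ± 0.09, unadjusted p of 0.0127, adjusted p = 0.0996), just short of a call. With only the Flk1+ arrays in the fit, it was called (unadjusted p of 0.00165). Nog was called higher in HE2 (log2 fold change 1.43), but lost the call without Sp1+/+ HE2 replicate 2 (0.86), without Sp1-/- HE2 replicate 1 (unadjusted p of 0.0144) or replicate 2 (0.0162), and with only the HE2 arrays in the fit (0.0185). It was also called higher in progenitors (log2 fold change 1.72, adjusted p = 0.0110). In progenitors it lost the call without Sp1+/+ replicate 1 (log2 fold change 1.30).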

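The change in progenitors was compared with the change in Flk1+ cells by an interaction term of the limma model, in which an offset between the slides cancels. Bmp4 was not called in Flk1+ cells (log2 fold change 0.04), and its change differed between progenitors and Flk1+ cells by -3.57 on the log2 scale (standard error 0.37, adjusted p = 0.000994). The intermediate log2 fold changes were -0.31 in HE1 and -0.93 in HE2. In HE2, Bmp4 was called without Sp1+/+ HE2 replicate 2 (-1.07), without Sp1-/- HE2 replicate 1 (-1.12) and with the scanner's processed signal (-1.14). Lef1 was higher without a call in Flk1+ cells (0.50), and the difference was -3.36 (standard error 0.54, adjusted p = 0.00571). For Wnt9a, whose signal in Sp1-/- progenitors was below background, the fitted difference was -1.50 (adjusted p = 0.0496), and it passed the thresholds of a call except without Sp1+/+ progenitor replicate 1 (-1.33), without Sp1-/- progenitor replicate 2 (-1.44), at an offset of 50 (-0.97) and with the deposited processed values (-0.98). Cdx1 was not called in progenitors (log2 fold change -0.22, adjusted p = 0.429), and its change there was smaller than in Flk1+ cells, a difference of 1.05 (standard error 0.25, adjusted p = 0.0323). This difference was under 2-fold without Sp1+/+ progenitor replicate 2 (0.86), without Sp1-/- Flk1+ replicate 2 (0.81), at an offset of 50 and with the deposited processed values (0.94 in each), with no background correction (0.96) and with the scanner's processed signal (0.93). Cdx2 was at least 4.36-fold lower in progenitors, where it was below background on both Sp1-/- arrays (adjusted p = 0.00321), and the fitted difference from Flk1+ cells, which rests on that signal, was -0.38 (adjusted p = 0.786), past the thresholds only with the scanner's processed signal (-2.79). Genes of the endothelial and mesenchymal lists fell in progenitors as well.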

In progenitors, downregulated Sp1 targets also contained a large number of genes known to be crucial for correct stem cell formation and myeloid differentiation (Fig. 4, supplementary material Table S4). This included transcription factor genes *Myb*, *Fli1*, *Cebpe* and *Cbfb*. 

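Cbfb had a log2 intensity of 14.12 ± 0.14 (SD, n = 2) in Sp1+/+ and 12.93 ± 0.20 (n = 2) in Sp1-/- progenitors, a log2 fold change of -1.18 (standard error 0.17, adjusted p = 0.000935). In Flk1+ cells, HE1 and HE2 the log2 fold changes were -0.29, -0.63 and -0.44, without a call. The difference between progenitors and Flk1+ cells was -0.89 (adjusted p = 0.0561), and it passed 2-fold without Sp1-/- Flk1+ replicate 1 (-1.01) and without Sp1-/- progenitor replicate 2 (-1.03). Cbfb lies on chromosome 8, whose genes as a whole were lower in Sp1-/- cells. For Cebpe, the difference between progenitors and Flk1+ cells was -1.20 (adjusted p = 0.0391), -1.04 without Sp1-/- progenitor replicate 2 (unadjusted p of 0.0106) and -1.42 with the scanner's processed signal (0.0294).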

*Cbfb* encodes the binding partner (CBFβ) for the master regulator of stem cell development RUNX1 (North et al., 1999) (Fig. 6D, supplementary material Table S4). Again, also in this cell type, Sp1 appeared to be able to act as a repressor, as evidenced by the upregulation of a number of genes, including the WNT inhibitors *Dkk1* and *Dkk3*, as well as *Klf1* and *Ddit3* (Fig. 6E,F)*. 

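In progenitors, Dkk1 was lower in Sp1-/- cells, without a call (log2 fold change -0.86, adjusted p = 0.139). Dkk3 was at least 9.78-fold lower, with both Sp1-/- arrays below background (adjusted p = 0.000127). Dkk3 was also called lower in Flk1+ cells (log2 fold change -1.99), HE1 (-1.70) and HE2 (-1.53). Dkk1 was called lower in HE1 (-1.59, adjusted p = 0.0200) and had log2 fold changes of -0.50 in Flk1+ cells and -0.86 in HE2, without a call. In HE1, both genes lost the call without Sp1+/+ HE1 replicate 1 (Dkk1 -1.17, Dkk3 -1.37) and without Sp1-/- HE1 replicate 2 (-1.31 and -1.23), and Dkk1 also with the scanner's processed signal (unadjusted p of 0.0578). In HE2, Dkk3 lost it without Sp1+/+ HE2 replicate 1 (-1.05), without Sp1-/- HE2 replicate 2 (-1.37) and with only the HE2 arrays in the fit (0.0102). In progenitors, the scanner's processed signal moved the log2 fold change of Dkk1 most, to -1.81, without a call. No setting run gave either gene a higher value in Sp1-/- progenitors.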

Klf1*, which encodes the transcription factor KLF1 (EKLF), is an important activator of erythroid genes and controls multiple aspects of terminal erythropoiesis (Tallack et al., 2010; Pilon et al., 2011). In addition to KLF1, another important erythroid regulator, GATA1, was also upregulated in *Sp1^−/−^* progenitors, which together may explain the upregulation of genes involved in heme biosynthesis as well as fetal and adult globin genes. 

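All 11 globin genes tested were higher in Sp1-/- progenitors, with a median log2 fold change of 2.53, a camera adjusted p = 0.000183 and a fry p of 0.00712. Of these, 5 were called, 5 passed p of 0.01 adjusted over the list alone and 3 passed when adjusted over all genes. Besides Hbb-bs, the called genes were Hbb-b2 (log2 fold change 2.89, adjusted p = 0.0208), Hbb-bh2 (1.41), Hbq1a (2.27) and Hbq1b (2.53). Hbq1a was at 1.54 and Hbq1b at 1.89 without Sp1+/+ progenitor replicate 1, and Hbq1b was at 3.15 and Hbq1a at 3.00 without replicate 2. Hbb-b2 lost its call without Sp1+/+ progenitor replicate 1 (1.98, unadjusted p of 0.0322) and without Sp1-/- progenitor replicate 1 (unadjusted p of 0.0169), and measured 3.80 without Sp1+/+ replicate 2. With the scanner's processed signal, Hbb-b2 and Hbb-bs were not called (unadjusted p of 0.0135 and 0.0245). Hbb-bh1 (0.68), Hba-a2 (1.49) and Hbb-bt (1.55) were higher without a call. A fixed list of other erythroid genes rose in the same comparison, with a median of 1.59.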

*Ddit3* was upregulated more than fourfold (supplementary material Table S2) and encodes the C/EBP family member CHOP, which has been shown to repress the transcriptional activity of other C/EBP proteins (Ron and Habener, 1992). 

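In progenitors, Ddit3 had a log2 intensity of 9.00 ± 0.08 (SD, n = 2) in Sp1+/+ and 11.15 ± 0.37 (n = 2) in Sp1-/- cells, 4.46-fold higher (log2 fold change 2.16, standard error 0.29, adjusted p = 0.000543). The gap exceeded the variation between replicates of either genotype, and Ddit3 was called in progenitors under every alternative setting that tests single genes. Cebpa was not called in progenitors (log2 fold change 0.40).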

C/EBP family members, in particular C/EBP α and ε are essential for myelopoiesis beyond the GMP stage (Friedman, 2007), which may provide one explanation why this differentiation pathway is blocked later than the multipotent progenitor stage.

Collectively, we conclude that the initial downregulation of the Sp1 target loci Cdx and Hox is followed by progressively deregulated expression of genes involved in the control of hematopoiesis over multiple differentiation stages. These early deregulation events set a cascade in motion that culminates in a catastrophic failure of terminal differentiation.

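The change between the genotypes differed between Flk1+ cells and progenitors for 1728 genes at an unadjusted p of 0.01 and 2-fold, 654 with a higher and 1074 with a lower change in progenitors. At an adjusted p of 0.01 or less, 504 genes passed, and at 0.05, 1328. Of 1637 genes called in progenitors and not in Flk1+ cells, the change differed for 956. Of 521 genes called in Flk1+ cells and not in progenitors, it differed for 227. The paper concludes that early loss of Sp1 targets leads on to increasing deregulation of genes that control hematopoiesis. It draws on the fall of Cdx and Hox genes in Flk1+ cells, the wider changes in later populations and Sp1 binding in ChIP experiments. Its case for a cumulative effect also includes colony assays, flow cytometry and deletion of Sp1 at the myeloid progenitor stage. After that deletion macrophages still formed. Re-expression of Sp1 in the Sp1-/- clone restored colony formation.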

## DISCUSSION

In this study, we perturbed hematopoietic development by inactivating a single, ubiquitously expressed transcription factor (Sp1) and analyzed the effects of this perturbation on the dynamics of differential gene expression and cell differentiation. In addition to dissecting a so far unknown role of Sp1 in blood cell development, our study uncovered a number of novel aspects of the hierarchical control of blood cell development and homeostatic mechanisms maintaining cellular function.

### Sp1 binds to developmental regulator genes in a cell-type specific fashion

Fifty percent of Sp1-binding sites reside in promoters, one-third of which are CG islands, many of which are shared between the two cell types analyzed. Sp1 differentially occupied distal cis-regulatory elements in Flk1^+^ cells and progenitors, and colocalized with different sets of motifs for cell-type specific transcription factors. This cell-type specific occupancy profile was particularly apparent in Flk1^+^ cells with the Hox genes being a prominent example. Many such genes are expressed throughout differentiation, suggesting that at the progenitor stage they are regulated by a set of factors that do not depend on Sp1. The difference in the occupancy profile is reflected in the sensitivity of target genes to Sp1 depletion. 

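In each population, between 2.77% (Flk1+ cells) and 6.66% (progenitors) of the genes tested were called, with 3.57% in HE1 and 3.25% in HE2. Over the 4 populations together, 88.9% of the genes tested were called in none. With 2 arrays per group, a gene that is not called is not shown to be unchanged.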

The vast majority of genes was not influenced by the absence of Sp1 during cell differentiation, indicating that robust mechanisms exist that compensate for the absence of this protein, even in the face of a changing cis-regulatory environment. Compensating factors are likely to be other Sp-family members such as Sp3 as indicated by the finding that mice heterozygous for either *Sp1* or *Sp3* are viable, but compound heterozygous are not (Kruger et al., 2007). However, the absence of Sp1 strongly affected the expression of distinct subsets of cell type-specific genes, demonstrating that, for such genes, Sp1 cooperates with cell type-specific factors and is a crucial component of stable transcription factor complexes regulating such genes.

The deregulation of gene expression patterns during ES cell-derived hematopoietic differentiation starts with a small number of genes in Flk1^+^ cells, most of which are direct Sp1 targets and this number increases as differentiation progresses, although the proportion of direct targets goes down. Remarkably, although many genes are deregulated in differentiating *Sp1^−/−^* cells and their number increases at later stages of differentiation, many others are not and, up to a point, cell identity is preserved as measured by the ability of these cells to give rise to specific progeny and expressing the majority of genes correctly. Albeit with reduced efficiency, Flk1^+^ cells still differentiate into hemogenic endothelium cells, which are able to undergo the endothelial-hematopoietic transition and thereafter express first CD41 and then CD45, indicating that powerful feedback mechanisms must exist that preserve cellular function. So far the nature of these mechanisms is unknown, but they are likely to involve post-transcriptional regulation mechanisms by, for example, miRNAs, which could buffer the effect of shifts in the transcriptional network on the proteome. Our data clearly show that the deregulation of gene expression after Sp1 inactivation is cumulative and progressive, providing a molecular explanation for: (1) the heterogeneity of the Sp1 knockout phenotype as individual animals will differentially accumulate defects, depending on how well their transcriptional network can compensate; and (2) the lack of effect of knocking out Sp1 at later stages of development.

### Multiple pathways driving hematopoietic development are impaired in Sp1-deficient cells

Our perturbation study also provides profound insights into the hierarchical control of multipotent hematopoietic progenitor cell specification and defines several interlinked pathways involved in the control of this process in an unbiased fashion. This discussion will not be able to cover all aspects of deregulation, but will highlight a few important pathways. The first steps towards hematopoiesis involve the interplay of BMP and WNT signaling, and the activation of Cdx and Hox genes in cells of mesodermal origin (Lengerke et al., 2008; Nostro et al., 2008; Lengerke and Daley, 2012). Our data show that Sp1 is crucially involved in activating these pathways after the hemangioblast stage (Fig. 6C), as both *Cdx1* and some of its downstream Hox target genes are downregulated in the absence of Sp1. Interestingly, the BMP and WNT inhibitors Noggin/Cerberus and Dickkopf (*Nog*, *Cer1*, *Dkk1*, *Dkk3*) are upregulated, suggesting that they may be part of a negative-feedback loop within this pathway that enforces hematopoietic specification. Although all Hox gene clusters are Sp1 targets, not all of the individual genes responded equally to Sp1 knockout. Of the genes in the HoxA cluster, only *HoxA7* was downregulated more than twofold in Flk1+ cells, which raises the possibility that at this stage this gene may contribute to the defects in hematopoiesis and also to the hematopoietic defects observed in mice lacking the entire *HoxA* cluster (Di-Poi et al., 2010). 

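In Flk1+ cells, Hoxa7 had a log2 intensity of 7.47 ± 1.01 (SD, n = 2) in Sp1+/+ and 6.20 ± 0.04 (n = 2) in Sp1-/- cells, a log2 fold change of -1.27 (standard error 0.35, unadjusted p of 0.00378, adjusted p = 0.0492). Without Sp1+/+ Flk1+ replicate 2 it was -0.56 and not called, and without replicate 1 it was -1.98. It also lost the call without either Sp1-/- replicate, at an unadjusted p of 0.0159 and 0.0198. Hoxa11 was called at a log2 fold change of -1.01 (6.19 ± 0.55 and 5.17 ± 0.07, adjusted p = 0.0187), with 1 of 2 Sp1-/- arrays above background. It lost the call without Sp1-/- Flk1+ replicate 1 (-0.96), at an offset of 50 (-0.62), with the deposited processed values (-0.62) and with no background correction (-0.68). With only the Flk1+ arrays in the fit, neither gene was called (unadjusted p of 0.0439 for Hoxa7 and 0.0153 for Hoxa11). The other 8 HoxA genes tested had log2 fold changes of less than 2-fold in these cells.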

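In Flk1+ cells, Hoxb1 had a log2 intensity of 8.35 ± 0.84 (SD, n = 2) in Sp1+/+ and 9.98 ± 0.03 (n = 2) in Sp1-/- cells, a log2 fold change of 1.63 (standard error 0.28, adjusted p = 0.00635). Leaving out Sp1+/+ Flk1+ replicate 1 gave 2.22 and leaving out replicate 2 gave 1.03, both called. Hoxb6 measured 10.24 ± 1.44 and 8.01 ± 0.25 (log2 fold change -2.22, adjusted p = 0.0306), and Hoxb7 7.73 ± 1.04 and 5.87 ± 0.06 (-1.86, adjusted p = 0.0400), both called lower. Without Sp1+/+ Flk1+ replicate 2, Hoxb6 was at -1.21 (unadjusted p of 0.0149) and Hoxb7 at -1.13 (0.0378), without a call, and without replicate 1 they were at -3.24 and -2.59. Hoxb6 also lost the call without Sp1-/- Flk1+ replicate 1 (-2.05), and Hoxb7 without Sp1-/- replicate 1 (-1.90) or replicate 2 (-1.81). With only the Flk1+ arrays in the fit, neither was called (unadjusted p of 0.0214 and 0.0125). Hoxb4 (-1.31, unadjusted p of 0.0212, adjusted p = 0.133), Hoxb5 (-1.71, 0.0362, adjusted p = 0.179) and Hoxb8 (at least 3.02-fold lower, 0.0336, adjusted p = 0.172) were not called. All of these were called without Sp1+/+ Flk1+ replicate 1, at log2 fold changes of -2.23, -2.64 and -2.48, respectively. Hoxb8 was also called with the scanner's processed signal (unadjusted p of 0.00751). Hoxb3 was not called (log2 fold change -0.21, adjusted p = 0.781).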

Interestingly, the *HoxB* cluster responded differentially, with *HoxB4*-*HoxB8* being downregulated and *HoxB1* being upregulated in Flk1^+^ cells, consistent with the role of these genes in blood cell development (Bijl et al., 2006) and also confirming that HOXB3 is a repressor of *HoxB1* (Wong et al., 2011). The *HoxC* cluster was mostly unaffected by Sp1 knockout. 

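In Flk1+ cells, Hoxc9 was at least 1.96-fold lower and not called (adjusted p = 0.143), and without Sp1+/+ Flk1+ replicate 1 it was called at a log2 fold change of -1.61. The other 4 HoxC genes tested had log2 fold changes between -0.44 and 0.17 there. No HoxC gene was called in HE1 or HE2 by limma, where 2 of 5 in each had an unadjusted p of 0.05 or less. All 5 were lower in both, and the set had a camera adjusted p = 0.0639 and a fry p of 0.0304 in HE1, and 0.05 and 0.0363 in HE2. In progenitors, Hoxc4, Hoxc6 and Hoxc9 were called lower, each with both Sp1-/- arrays below background, at least 1.88-fold, at least 2.22-fold and at least 2.78-fold lower, so the bound of Hoxc4 lies under 2-fold. The median log2 fold change of the cluster in progenitors was -1.15 (-0.91 with genes at their bound), with a camera adjusted p = 0.12 and a fry p of 0.0265. Hoxc4 and Hoxc6 lost their calls without Sp1+/+ progenitor replicate 1 (-1.05 and -0.93) and without Sp1-/- progenitor replicate 2, Hoxc9 without Sp1+/+ replicate 1 (unadjusted p of 0.0213) or without either Sp1-/- replicate (0.012 and 0.0181), and all of them at an offset of 50 and with the deposited processed values. Hoxc4 and Hoxc6 were also not called with no background correction.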

The most dramatic effect of Sp1 inactivation on expression was seen with the *HoxD* cluster, where basically all genes except *HoxD13* were strongly downregulated at all developmental stages. 

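All 7 HoxD genes tested had a negative log2 fold change in each population, though that of Hoxd13 in HE2 and progenitors rests on signal below background, and 2, 5, 5 and 4 of the 7 were called lower in Flk1+ cells, HE1, HE2 and progenitors. As a set, HoxD had a camera adjusted p = 0.000155 in HE1, 5.36e-06 in HE2 and 0.0013 in progenitors, with a fry p of 0.00616, 0.00278 and 0.00908. The medians in these populations were -1.72, -2.32 and -1.73. In Flk1+ cells, Hoxd9 had a log2 intensity of 8.51 ± 0.89 (SD, n = 2) in Sp1+/+ and 6.49 ± 0.11 (n = 2) in Sp1-/- cells (log2 fold change -2.02, adjusted p = 0.0194), and Hoxd13 6.63 ± 0.18 and 5.51 ± 0.14 (-1.12, adjusted p = 0.00645). Hoxd9 lost the call without Sp1+/+ Flk1+ replicate 2 (-1.39, unadjusted p of 0.0109), and Hoxd13 did so too (-0.99). Hoxd13 was also under 2-fold at an offset of 50 and with the deposited processed values (-0.74 in each) and with no background correction (-0.79). Hoxd1, Hoxd3, Hoxd4, Hoxd8 and Hoxd10 had log2 fold changes between -1.51 and -0.74 in Flk1+ cells, not called, and all of them were called without Sp1+/+ Flk1+ replicate 1, at values between -2.28 and -1.12. Hoxd8 was also called there with the mean over probes, with no filter on intensity, with probes well above background only and with the scanner's processed signal, and Hoxd1 at an offset of 50 and with the deposited processed values. In HE1, Hoxd1, Hoxd4, Hoxd8, Hoxd9 and Hoxd10 were called, at log2 fold changes between -2.23 and -1.33, and in HE2, Hoxd1, Hoxd3, Hoxd4, Hoxd8 and Hoxd9. Without Sp1+/+ HE1 replicate 1, Hoxd1 (-1.23), Hoxd4 (-1.07), Hoxd8 (-1.32) and Hoxd10 (-1.08) were not called in HE1, and without replicate 2, Hoxd1 was at -2.57 and Hoxd4 at -2.68. These 4 genes also lost the call in HE1 without Sp1-/- HE1 replicate 2 (-1.65, -1.82, -1.42 and -1.04), and Hoxd4 without Sp1-/- replicate 1 (-1.96). Hoxd1 and Hoxd4 were not called with only the HE1 arrays in the fit (unadjusted p of 0.0103 and 0.0164), nor were Hoxd4 (0.0396) and Hoxd10 (0.0314) with the scanner's processed signal. In progenitors, Hoxd8 was called at -2.91 and Hoxd4 at -2.61, and Hoxd1 and Hoxd9 were at least 5.45-fold and at least 3.32-fold lower. Hoxd9 lost this call without Sp1+/+ progenitor replicate 1 (-1.18) or without either Sp1-/- replicate (unadjusted p of 0.0141 and 0.0101), and Hoxd8 was at -2.31 without Sp1+/+ progenitor replicate 1. Hoxd3 and Hoxd10 were not called in progenitors (at least 1.66-fold lower and a log2 fold change of -0.33, which was 0.01 without Sp1+/+ progenitor replicate 1), and Hoxd13 was below background on all arrays of HE2 and progenitors.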

So far, a role of HoxD proteins in hematopoiesis has not been described (Alharbi et al., 2013), although a leukemogenic version of *HoxD13* was discovered (Pineault et al., 2003). However, Abd-related *Hox* proteins are able to form heterodimers with another protein, MEIS1 (Shen et al., 1997), which also plays an important role in hematopoiesis (Hisa et al., 2004) and cooperates with Hox genes in leukemogenesis (Argiropoulos et al., 2007). 

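In Flk1+ cells, Meis1 had a log2 intensity of 8.28 ± 0.02 (SD, n = 2) in Sp1+/+ and 9.23 ± 0.06 (n = 2) in Sp1-/- cells, 1.93-fold higher (log2 fold change 0.95, standard error 0.17, adjusted p = 0.00734). In progenitors it measured 12.75 ± 0.07 and 11.82 ± 0.10, 1.91-fold lower (log2 fold change -0.94, adjusted p = 0.00312). Neither change reached 2-fold, except for a log2 fold change of 1.02 in Flk1+ cells with the scanner's processed signal and a change just past 2-fold in progenitors without Sp1-/- progenitor replicate 1 (unadjusted p of 0.000801). The direction in Flk1+ cells was the same under every setting. The difference between progenitors and Flk1+ cells was -1.88 (standard error 0.23, adjusted p = 0.00165).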

*Meis1* was 1.8-fold downregulated after Sp1 knockdown in Flk1^+^ and progenitor cells (supplementary material Table S1), raising the possibility of a combined negative effect on hematopoietic development.

The downregulation of genes involved in hematopoietic specification has a significant knock-on effect on gene expression at the following differentiation stages and affects a number of well-known hematopoietic regulators. 

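Myb had a log2 intensity of 10.08 ± 0.76 (SD, n = 2) in Sp1+/+ and 8.52 ± 0.61 (n = 2) in Sp1-/- Flk1+ cells, a log2 fold change of -1.55 (standard error 0.53, unadjusted p of 0.0141, adjusted p = 0.106). The log2 fold changes were -1.27 in HE1 (adjusted p = 0.146) and -0.27 in HE2. All 4 populations had lower values in Sp1-/- cells, and none reached a call, but in HE2 the value was 0.06 without Sp1+/+ HE2 replicate 1. Myb was called in Flk1+ cells without Sp1+/+ replicate 1 (-2.09) and in HE1 without Sp1+/+ replicate 2 (-2.17).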

Levels of *Myb*, a gene that is absolutely essential for definitive hematopoiesis (Mucenski et al., 1991) and whose expression levels have to be strictly controlled (Taketani et al., 2002), are reduced throughout differentiation. This is also true for levels of *Fli1*, which is essential for fetal liver hematopoiesis (Spyropoulos et al., 2000) and is required for early priming events in blood cell development (Lichtinger et al., 2012). 

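Fli1 was called lower in Flk1+ cells (11.70 ± 0.67 in Sp1+/+ and 10.30 ± 0.48 in Sp1-/- cells, SD, n = 2 each), at a log2 fold change of -1.39 (standard error 0.28, adjusted p = 0.0139). It lost this call without Sp1+/+ Flk1+ replicate 2 (-0.92) and with only the Flk1+ arrays in the fit (unadjusted p of 0.0169). In HE1 and HE2, the log2 fold changes were -0.60 and -0.34, without a call. The difference between progenitors and Flk1+ cells was 0.61 (adjusted p = 0.432).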

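In HE1, Runx1 had a log2 intensity of 9.47 ± 0.70 (SD, n = 2) in Sp1+/+ and 11.06 ± 0.49 (n = 2) in Sp1-/- cells, a log2 fold change of 1.59 (standard error 0.33, adjusted p = 0.0137). Another Runx1 probe rose by 0.88, and with only the HE1 arrays in the fit the change was not called (unadjusted p of 0.0114). In the other populations Runx1 was not called, with log2 fold changes of -0.28 in Flk1+ cells, 0.56 in HE2 and 0.38 in progenitors. Whether HE1 differed from these was not tested. Gfi1 was not called in HE1 (log2 fold change -0.26, adjusted p = 0.691), and Spi1 was below background on all arrays of HE1.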

*Runx1* is prematurely upregulated at the first stage of the hemogenic endothelium (CD41^−^ cells), together with RUNX1-responsive targets *Gfi1* and *Spi1* (supplementary material Table S1) (Lancrin et al., 2012; Lichtinger et al., 2012) which is one of the first signs that hematopoietic differentiation is going astray. A reason for this could be the fact that *HoxA3*, which is specifically expressed at this stage and has been shown to be required for the repression of *Runx1* in the hemogenic endothelium (Iacovino et al., 2011) is 1.6-fold downregulated (supplementary material Table S1). 

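In HE1, Hoxa3 had a log2 intensity of 6.97 ± 0.29 (SD, n = 2) in Sp1+/+ and 5.89 ± 0.12 (n = 2) in Sp1-/- cells, 2.11-fold lower (log2 fold change -1.08, standard error 0.27, unadjusted p of 0.00218, adjusted p = 0.0289). The call was lost without Sp1+/+ HE1 replicate 2 (-0.88) and without Sp1-/- HE1 replicate 1 (-0.99), at an offset of 50 (-0.77), with the deposited processed values (-0.78), with no background correction (-0.86) and with the scanner's processed signal (unadjusted p of 0.0605). The mean log2 intensity in Sp1+/+ cells was 6.22 in Flk1+ cells, 6.12 in HE2 and 5.78 in progenitors.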

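In HE2, Klf1 was 3.35-fold and Gata1 3.62-fold higher in Sp1-/- cells, without a call (unadjusted p of 0.0287 and 0.0273, adjusted p = 0.181 and 0.176). With only the HE2 arrays in the fit, Gata1 was called (unadjusted p of 0.000235). The spread of Gata1 in the main fit takes in the Sp1+/+ HE1 replicates, which differed widely. Of the embryonic globins, Hbb-y had a log2 fold change of 1.56 (adjusted p = 0.465), Hbb-bh1 1.41 (0.502) and Hba-x 2.24 (0.470). All 11 globin genes tested were higher in HE2, with a median of 1.24 and 7 above 2-fold. limma called 0 of them, 1 had an unadjusted p of 0.05 or less, and the set had a camera adjusted p = 0.013 and a fry p of 0.121. Spi1 was called higher, from 7.63 ± 0.36 (SD, n = 2) to 8.67 ± 0.20 (n = 2), a log2 fold change of 1.05 (adjusted p = 0.0194). It lost this call without Sp1+/+ HE2 replicate 2 (0.79), without Sp1-/- HE2 replicate 2 (0.91), at an offset of 50 (0.93), with the deposited processed values (0.93), with no background correction (0.99) and with the scanner's processed signal (unadjusted p of 0.0498), and kept its direction in each. Cebpe was not called in HE2 (log2 fold change -0.13, adjusted p = 0.8).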

At the next stage, after the endothelial-hematopoietic transition (CD41+ cells), the expression of the erythroid regulators *Klf1* and *Gata1*, as well as expression of embryonic globin genes, increases almost fourfold, whereas expression of genes specifying the myeloid lineage, such as *Spi1* and *Cebpe*, is reduced (although normally expression would increase) (Lichtinger et al., 2012) (supplementary material Table S1). This indicates that developing cells pass through the endothelial-hematopoietic transition with an inherent bias for erythropoiesis and that the timing of RUNX1 expression is of the essence for correct myelopoiesis. This bias is further reinforced by the upregulation of *Ddit3* and is even more pronounced at the progenitor stage, explaining the inability of progenitors to form macrophages.

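Ddit3 was called higher in each of the earlier populations, by 1.39 in Flk1+ cells (adjusted p = 0.0153), 1.22 in HE1 (adjusted p = 0.0228) and 2.00 in HE2 (adjusted p = 0.00197) on the log2 scale (standard error 0.29). In HE1 it lost the call without Sp1-/- HE1 replicate 1 (1.04, unadjusted p of 0.0148). The change in progenitors did not differ from that in Flk1+ cells beyond the thresholds (difference 0.77, adjusted p = 0.321).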

Our data demonstrate that primitive erythropoiesis is not affected by the lack of Sp1, but is delayed. In addition, the kinetics of globin regulation is altered as embryonic and adult globin genes and the erythropoietin receptor are upregulated at the same time, together with genes coding for multiple components of the heme biosynthetic pathway. However, definitive cells expressing adult globin genes are not functional erythroblasts, as they are unable to form erythroid colonies. This is consistent with the notion that, together with Sp3, Sp1 is required for the regulation of fetal liver erythropoiesis (Kruger et al., 2007).

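In progenitors, Epor had a log2 intensity of 13.37 ± 0.62 (SD, n = 2) in Sp1+/+ and 15.04 ± 0.04 (n = 2) in Sp1-/- cells, a log2 fold change of 1.67 (standard error 0.27, adjusted p = 0.00171). In Flk1+ cells the log2 fold change was -0.45, and the difference between progenitors and Flk1+ cells was 2.12 (standard error 0.38, adjusted p = 0.00967). The embryonic globins Hbb-y and Hba-x were higher in progenitors by 2.99 (unadjusted p of 0.0183) and 2.59, without a call. Hbb-y was called with only the progenitor arrays in the fit (unadjusted p of 0.00514).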

In summary, our approach of following hematopoietic differentiation of *Sp1^−/−^* ES cells combined with the integration of global RNA expression and ChIP data turned out to be highly useful for dissecting a so far unexplained knockout phenotype. Our strategy may serve as an example on how to delineate molecular explanations for knockout phenotypes of other global regulators that also may be the result of cumulative deregulation events. So far we have focused on pathways known to be involved in hematopoietic specification to build the hierarchies outlined in the discussion and to validate our approach, thereby also discovering novel regulatory interactions. However, it should be noted that additional pathways are affected by Sp1 deficiency (supplementary material Fig. S7). This suggests that our approach could also be used to predict novel regulators of other developmental pathways whose individual role can then be tested experimentally.

## MATERIALS AND METHODS

### ES cell maintenance

*Sp1^+/+^*, *Sp1^−/−^* and Sp1-rescue ES cells (Marin et al., 1997) were maintained on primary mouse embryonic fibroblasts in ES maintenance media: DMEM [high glucose from powder (Sigma D5648)], supplemented with 15% FCS, 1 mM sodium pyruvate, 100 units/ml penicillin and 100 µg/ml streptomycin, 1 mM glutamine, 0.15 mM MTG, 25 mM HEPES buffer, 10^3^ U/ml ESGRO (Millipore) and 1× non-essential amino acids (Sigma). Prior to differentiation, the ES cells were grown without feeder cells for two passages on gelatinized tissue culture-treated plates.

### ES cell differentiation in the blast culture system

*In vitro* differentiation of ES cells was performed essentially as described previously (Lichtinger et al., 2012). A more-detailed description can be found in supplementary Materials and methods.

### Macrophage differentiation and colony assays

#### Macrophage release assays

ES cells were trypsinized and allowed to form embryoid bodies by plating in base methylcellulose (Stem Cell Technologies M3134) supplemented with 10% FCS, 100 units/ml Penicillin and 100 µg/ml Streptomycin, 1 mM glutamine, 0.15 mM MTG, 10 µg/ml insulin (Sigma), 10% M-CSF conditioned media, 5% IL-3 conditioned media, 10 ng/ml recombinant mouse M-CSF (R&D Systems), 100 units/ml IL-1 (Peprotech) at a cell concentration previously determined to give similar numbers of EB. After at least 14 days EB were counted and assessed for the number of EB which were surrounded by a halo of macrophages.

#### Macrophage differentiation from progenitors

Macrophages were generated by plating floating progenitors onto low adherence plates at 0.5-1×10^6^ cells per 3 cm dish in IMDM supplemented with 10% FCS, 100 units/ml Penicillin and 100 µg/ml Streptomycin, 1 mM glutamine, 0.15 mM MTG, 10% M-CSF conditioned media, 5% IL3 conditioned media and 10 ng/ml murine M-CSF (R&D Systems). Macrophages were usually harvested after 7 days by first gently washing the cells with PBS to remove any non-adherent cells and then trypsinizing the adherent layer. Cell purity was checked by FACS for expression of F4/80 (eBioscience 17-4801) and CD11b (eBioscience 12-0112). RNA was prepared by lysing the macrophages in TRIzol.

#### Methylcellulose assays

Methylcellulose assays and RNA preparation from embryoid bodies were performed essentially as described previously (Clarke et al., 2000). For a complete description see supplementary Materials and methods.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation and library preparation were performed essentially as described previously (Lichtinger et al., 2012). For a complete description, see supplementary Materials and methods.

### mRNA expression analysis

RNA was extracted from cells using TRIzol (Invitrogen) according to manufacturer's instruction. First-strand cDNA synthesis was carried out using Superscript II (Invitrogen) according to manufacturer's instructions using 250-500 ng of RNA. Real-time PCR was carried out using ABI SYBR green master mix with 5 µl of diluted cDNA and 0.25 µM primer per 15 µl reaction on an ABI 7900HT machine. Analysis was carried out on samples measured in duplicate. See supplementary material Table S6 for primer sequences. For microarray analysis of sorted populations, a further clean up step was performed using RNeasy Minelute columns (Qiagen).

### Microarrays

Each source sample RNA (25 ng) was labeled with Cy3 dye as per the protocol detailed in the Low Input Quick Amp Labeling Kit (Agilent Technologies – 5190-2305). A specific activity of greater than 6.0 was confirmed by measurement of 260 nm and 550 nm wavelengths with a NanoDrop ND-1000 Spectrophotometer. Labeled RNA (600 ng) was hybridized for 16 h to Agilent SurePrint G3 Mouse 8×60 K microarray slides. After hybridization, slides were washed as per protocol and scanned with a High Resolution C Scanner (Agilent Technologies), using a scan resolution of 3 μm. Feature extraction was performed using Agilent Feature Extraction Software, with no background subtraction.

### Analysis of mice

Bone marrow samples from wild-type Sp1cko/cko::Sp3cko/wt mice and from LysM-cre::Sp1cko/cko::Sp3cko/wt::YFP/wt mice were subjected to clean up using a MACS dead cell removal kit (Miltenyi Biotec). For CFU-C assays, cells were plated at 2×10^4^ cells/ml in Methocult M3434 in duplicate 3 cm dishes and colonies were scored after 10 days. For CFU-Macrophage (CFU-M) assays, cells were plated at 2×10^4^ cells/ml in M3134 methylcellulose (Stem Cell Technologies), supplemented with 10% FCS, 1% BSA, 100 units/ml penicillin, 100 µg/ml streptomycin, 1 mM glutamine, 0.2 mg/ml human transferrin, 10^−4^ M β2-Me, 10 µg/ml insulin (Sigma), 50 ng/ml M-CSF in duplicate 3 cm dishes and macrophage colonies scored after 8 days. Cells were also cultured for expansion of hematopoietic progenitor cells in liquid culture and subsequent differentiation to macrophages. BM cells were cultured in progenitor expansion media [IMDM supplemented with 10% horse serum (Gibco), 100 units/ml penicillin and 100 µg/ml streptomycin, 1 mM glutamine, 20 ng/ml SCF, 10 ng/ml Flt3 ligand and 25 ng/ml TPO] at 1×10^6^ cells/ml. After 2 weeks in culture, progenitors were seeded in macrophage differentiation media as described above.

### Data analysis

Comparison of *Sp1^+/+^*, *Sp1^−/−^* and Sp1-rescue samples was performed using Student's *t*-test. A detailed description of data analyses and more detailed methods can be found in supplementary materials. Data can be accessed at Gene Expression Omnibus (GEO) under the accession number GSE52499.

## Supplementary Material

Supplementary Material

# Supplementary material for: A crucial role for the ubiquitously expressed transcription factor Sp1 at early stages of hematopoietic specification
**Source:** Development. 2014 Jun;141(12):2391–401. doi: 10.1242/dev.106054
**Supplement:** Supplementary Material

A crucial role for the ubiquitously expressed transcription factor Sp1 at early stages of hematopoietic specification — Supplementary Material 

# A crucial role for the ubiquitously expressed transcription factor Sp1 at early stages of hematopoietic specification

## DEV106054 Supplementary Material

**Files in this Data Supplement:**

- **Supplementary Material**

# Supplementary material for: A crucial role for the ubiquitously expressed transcription factor Sp1 at early stages of hematopoietic specification
**Source:** Development. 2014 Jun;141(12):2391–401. doi: 10.1242/dev.106054
**Supplement:** Supplementary Material

## **SUPPLEMENTARY MATERIAL**

### **Supplementary Methods**

#### **ES cell differentiation**

ES cells were trypsinised and transferred as a single cell suspension to 15 cm low adherence bacteriological plates (Sterilin) at a concentration of  $2.5 \times 10^4$  cells/ml in IVD media. IVD media - IMDM supplemented with 15% FCS, 100 units/ml Penicillin and 100 µg/ml Streptomycin, 1 mM glutamine, 0.15 mM MTG, 0.18 mg/ml Human transferrin (Roche 652202) and 50 µg/ml Ascorbic acid. After 3.25-3.75 days embryoid bodies were collected, briefly digested in 1x trypsin/EDTA and gently dissociated. To obtain a single cell suspension cells were passed through a cell strainer and resuspended in IMDM + 20% FCS. Flk1+ve (CD309) cells were isolated using a biotinylated Flk1 antibody (eBioscience 13-5821) used at 5 µl per  $10^7$  cells for 15 minutes on ice, followed by 2x wash with MACS buffer (PBS + 0.5% BSA and 2 mM EDTA). Cells bound by the antibody were isolated using MACS anti-biotin beads and MACS LS columns (Miltenyi Biotec) according to the manufacturer's instructions. Isolated Flk1+ve cells were plated in blast media at a concentration of  $9-11 \times 10^3$  cells per  $\text{cm}^2$  on gelatinized tissue culture treated dishes. Blast media – IMDM supplemented with 10% FCS, 100 units/ml Penicillin and 100 µg/ml Streptomycin, 1 mM glutamine, 0.45 mM MTG, 0.18 mg/ml Human transferrin, 25 µg/ml Ascorbic acid, 20% D4T conditioned media, 5 µg/L mVEGF (Peprotech), 10 µg/L mIL-6 (Peprotech). At Day 2, 3 and 4 surface marker expression was checked by FACS analysis using antibodies to KIT (BD Pharmingen 553356), CD41 (e-bioscience 25-0411) and Tie2 (e-bioscience 12-5987). Cells were also stained with KIT (as above or ebioscience 11-1171-85) in combination with CD34 (553733), CD45 (ebioscience 17-0451-82) or Flk1 (ebioscience 12-5821-83). Sorted populations were prepared at Day 2 of blast culture. Floating and adherent cells were harvested and combined before staining with KIT, CD41 and Tie2 antibodies in MACS buffer. After washing, cells were separated on a Moflow cell sorter into HE1 (KIT+ve, CD41-ve, Tie2+ve), HE2 (KIT+ve, CD41+ve, Tie2+ve) and progenitor (KIT+ve, CD41+ve, Tie2-ve) cell populations according to surface marker expression.

#### **Colony assays:**

ES cells were trypsinised and allowed to form embryoid bodies by plating in base

methylcellulose (Stem Cell Technologies M3134) supplemented with 10% FCS, 100 units/ml Penicillin and 100 µg/ml Streptomycin, 1 mM glutamine,  $4.5 \times 10^{-4}$  M MTG, 10 µg/ml insulin (Sigma), 5% IL-3 conditioned media, 10% M-CSF conditioned media, 100 units/ml IL-1 (Peprotech) at a cell concentration previously determined to give similar numbers of EB. EB were harvested at a range of time-points for CFU-C hematopoietic colony assays using Methocult<sup>®</sup> M3434 complete methylcellulose (Stem Cell Technologies) or for RNA isolation using TRIzol<sup>®</sup>. Assays were set up by washing out the methylcellulose with PBS, dispersing the EB with collagenase and plating cells at  $10^5$ /ml in M3434 methylcellulose in duplicate 3cm bacteriological grade dishes. Dishes were scored from Day 3 for CFU-E and from Day 8 for BFU-E, CFU-M and CFU-GM.

Ery-P assays were based on those performed by Sturgeon *et al* and Sroczynska *et al* (Sturgeon *et al.*, 2012) (Sroczynska *et al.*, 2009). Assays were set up using EB at a range of time-points during differentiation as described above and dispersed cells were plated into methylcellulose supplemented with 10% Platelet Derived Serum (Antech), 5% PFHM (Invitrogen), 100 units/ml Penicillin and 100 µg/ml Streptomycin, 2 mM glutamine, 0.18 mg/ml Transferrin, 50 µg/ml ascorbic acid,  $4.5 \times 10^{-4}$  M MTG and 2 U/ml Erythropoietin (R&D Systems) at  $10^5$  cells/ml in duplicate 3 cm bacteriological grade dishes. Ery-P colonies were counted on Day 5 after plating. Staining of nucleated erythroblasts: Ery-P colonies were washed off the dishes with PBS and dispersed. Single cells were cyto-spun onto glass slides, fixed with methanol and stained with Accustain Wright-Giemsa stain (Sigma).

Blast colony assays were performed by seeding 10,000 Flk1+ve sorted cells in base methylcellulose supplemented with 10% FCS, 100 units/ml Penicillin and 100 µg/ml Streptomycin, 25% D4T conditioned medium, 0.18 mg/ml Transferrin, 25 µg/ml ascorbic acid,  $4.5 \times 10^{-4}$  M MTG, 5ng/ml VEGF and 5ng/ml IL-6 in duplicate 3cm bacteriological grade dishes. Colonies were counted after 8 days in culture (Kennedy *et al.*, 1997).

### **Chromatin immunoprecipitation:**

Flk1+ve sorted cells and KIT+ve sorted floating progenitors from Day 3 blast culture were used for ChIP-seq analysis. Cells were crosslinked for 10 min at room temperature with 1% formaldehyde (Thermo Scientific) and quenched with 1/10th volume 2 M glycine. Nuclei were prepared essentially as described in Lefevre *et al* 2003, sonicated using a Bioruptor water bath in immunoprecipitation buffer I (25 mM Tris 1 M pH 8.0, 150 mM NaCl, 2 mM EDTA pH 8.0, 1% TritonX-100 and 0.25 % SDS). After centrifugation the sheared 0.5-2 kb

chromatin fragments (1-2 x 10<sup>6</sup> cells) were diluted with 2 volumes immunoprecipitation buffer II (25 mM Tris pH 8.0, 150mM NaCl, 2 mM EDTA pH 8.0, 1% TritonX-100, 7.5% glycerol) and precipitation was carried out for 2-3 hours at 4°C using 2 µg anti-Sp1 antibody (Santa Cruz sc-17824X) coupled to 15 µl Protein-G dynabeads (Invitrogen). Beads were washed with low salt buffer (20 mM Tris pH 8.0, 150 mM NaCl, 2 mM EDTA pH 8.0, 1% TritonX-100, 0.1% SDS), high salt buffer (20 mM Tris pH 8.0, 500 mM NaCl, 2 mM EDTA pH 8.0, 1% TritonX-100, 0.1% SDS), LiCl buffer (10 mM Tris pH 8.0, 250 mM lithium chloride, 1 mM EDTA pH 8.0, 0.5% NP40, 0.5% sodium-deoxycholate) and TE pH 8.0 containing 50 mM sodium chloride. The immune complexes were eluted in 100 µl elution buffer (100 mM NaHCO<sub>3</sub>, 1% SDS) and after adding 4 µl 5M sodium chloride and proteinase K, the crosslinks were reversed at 65°C overnight. DNA was extracted using the Ampure PCR purification kit (Beckman Coulter) according to manufacturer's instructions and analysed by qRT-PCR. Libraries of DNA fragments from chromatin immunoprecipitation were prepared from approximately 10 ng of DNA. Firstly, overhangs were repaired by treatment of sample material with T4 DNA polymerase, T4 PNK and Klenow DNA polymerase (all enzymes obtained from New England Biolabs, UK) in a reaction also containing 50 mM Tris-HCl, 10 mM MgCl<sub>2</sub>, 10 mM Dithiothreitol, 0.4 mM dNTPs and 1 mM ATP. Samples were purified after each step using Ampure PCR purification kit (Beckman Coulter). 'A' bases were added to 3' ends of fragments using Klenow Fragment (3'- 5' exo-), allowing for subsequent ligation of adapter oligonucleotides (Illumina part #1000521) using Quick T4 DNA ligase. After a further Ampure clean up to remove excess adaptors, fragments were amplified in a PCR reaction using adapter-specific primers (5'-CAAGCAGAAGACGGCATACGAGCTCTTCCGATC\*T and 5'-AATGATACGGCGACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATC\*T). The libraries were purified and adapter dimers removed by running the PCR products on 2% agarose gels and excising gel slices corresponding to fragments approximately 200-300 bp in size, which were then extracted using the Qiagen gel extraction kit. Libraries were validated using quantitative PCR for known targets, and quality assessed by running 1 µl of each sample on an Agilent Technologies 2100 Bioanalyser. Once prepared, DNA libraries were subjected to massively parallel DNA sequencing on an Illumina Genome Analyzer.

### **SDS-PAGE and Western Blotting**

Protein extracts were separated on 10 % SDS-PAGE gels and western blots prepared by wet

transfer onto nitrocellulose membrane. Blots were blocked with 5 % milk powder in 0.05 % TBS-Tween and incubated with anti-Sp1 (Millipore 07-645), anti-Sp3 (Santa Cruz sc-644) and anti-GAPDH (abcam ab-8245) antibodies. Proteins were visualised using Pierce SuperSignal West Pico Chemiluminescent substrate (Thermo Scientific).

### **CFSE Assay**

Single cell suspensions of ES cells at a concentration of  $2 \times 10^6$  cells/ml were labelled with 1 $\mu$ M CFSE in PBS for 10 min at room temperature. The CFSE staining was quenched with media and cells washed thoroughly to remove excess CFSE. Cells were seeded on gelatinised 12 well TC plates at a concentration of  $4 \times 10^4$  cells per well in ES cell maintenance media. FACS was performed every 12hrs and unstained cells were used as a negative control.

### **Data Analysis**

#### **Analysis of ChIP-sequencing data**

The raw sequence data in fastq format returned by the Illumina Pipeline was aligned to the mm10 mouse genome build using BWA (Li and Durbin, 2010). The reads in the resulting alignment files in sam format were used to generate density maps using bed-tools (Quinlan and Hall, 2010) and data was displayed using the UCSC Genome Browser (Kent et al., 2002).

Regions of enrichment (peaks) of ChIP data were identified using MACS (Zhang et al., 2008) and cisGenome (Ji et al., 2008) software. The resulting peaks common for the two peak calling methods were considered for further analysis. Peak overlaps, gene annotations and CpG island measurements were performed using in-house scripts. Peaks were allocated to genes if located in either their promoters or within the region of 500 bp downstream and 2000 bp upstream of the transcription start sites (TSS), as intragenic if not in the promoter but within the gene body region, or if intergenic, to the nearest gene located within 100 kb. CpG island coordinates were downloaded from the UCSC genome browser and the number of peaks in CpG islands was calculated if the peak summit lies within the CpG island start and end coordinates.

A number of tools are designed for testing for differential binding sites; here we used MANorm a Bioconductor R package (Shao et al., 2012). We found that the 10577 peaks unique for FLK1+ cells were statistically significant differential binding sites at a cut-off of a p-value of  $\geq 0.5$  and that 8136 (77%) unique peaks were statistically significant at a cut-off of a p-value of  $\geq 0.1$ . We also found that the 3099 peaks unique for progenitor were statistically significant differential binding sites at a cut-off of a p-value of  $\geq 0.5$  and that 2368 (76%) progenitor unique peaks are statistically significant at a cut-off of a p-value of  $\geq 0.1$ . Moreover 87% of the FLK1+ peaks were differential binding sites by comparing the 10577 unique FLK1+ peaks to the FLK1+ total peaks generated by MACS when using progenitors as a control sample. 77% of unique FLK1+ peaks were statistically significantly differential binding sites at a MACS FDR cut-off of 7.

De novo motif analysis was performed on promoters and non-promoter (distal) peaks separately using HOMER (Heinz et al., 2010). Motif lengths of 6, 8, 10, 12 and 14 bp were identified in within  $\pm 100$  bp from the peak summit and a random background sequence option was used. The motif matrices generated by HOMER were scanned against JASPAR with the use of STAMP to identify similarity to known transcription factor binding sites (Mahony and Benos, 2007). The top enriched motifs with a significant log p value score were recorded. The annotatePeaks function in HOMER was used to find occurrences of motifs in peaks and distribution of motif density around the peak summit. In this case we used the discovered motif position weight matrices (PWM) with the most significant log p value.

### **Analysis of microarray data**

The microarray gene expression scanned images were analysed with Feature Extraction Software 10.7.1.1 (Agilent) (protocol GE1\_107\_Sep09, Grid: 028005\_D\_F\_20100614 and platform Agilent SurePrint G3 Mouse GE 8x60K). The raw data output by Feature Extraction Software was analysed using the LIMMA R package (Smyth et al., 2005) with quantile normalisation and background subtraction with the normexp method (Ritchie et al., 2007) using an offset value of 16. Contrast matrix and eBayes function were used and p value  $\leq 0.01$  was applied. Only genes with a minimum log2 intensity value equal to or greater than 6 in at least one array were selected as expressed genes. Genes that changed expression at least two fold up or down with respect to Sp1<sup>-/-</sup> were considered as differentially expressed.

The Principal Component Analysis (PCA) was carried out on the average value of the probe set intensity within each experiment and was calculated based on a pair-wise Pearson

correlation coefficient matrix using R (R Core Team, 2013).

Clustering of gene expression was carried out on signal intensity for all expressed genes and on fold-changes for genes associated with at least a two-fold change. Hierarchical clustering was used with Euclidean distance and average linkage clustering. Heatmaps were generated using Mev from TM4 microarray software suite (Saeed et al., 2006). We then clustered/grouped gene expression fold changes according to patterns of expression throughout differentiation (Fig. 4A). This analysis yielded 23 clusters and identified a large number of genes whose expression was unchanged. Signal intensity and fold changes of each cluster/group individually were hierarchically clustered and box plotted respectively. (Figs S4A, B)

Gene ontology (GO) analysis was performed using bingo (Maere et al., 2005) and David online tool at david.abcc.ncifcrf.gov (Huang et al., 2009). Non redundant GO terms were filtered using REVIGO online tools at (<http://revigo.irb.hr>) with simRel as a similarity measure and a medium allowed similarity. KEGG Pathway network analysis was performed using ClueGO tools (Bindea et al. 2009) with kappa score = 0.3.

#### **Supplementary tables:**

**Table 1: List of differentially regulated genes (wt versus Sp1-/-)**

**Table 2: List of genes in 23 clusters and their GO terms**

**Table 3: List of Sp1 target genes in Flk1+ cells and progenitors and their GO terms**

**Table 4: List of Sp1 bound genes that change expression and their GO terms.**

**Table 5: Hierarchical ranking of GO terms for the selected clusters according to pValue.**

**Table 6: Primer List for RT-PCR**

| Gene       | Forward Primer            | Reverse Primer             |
|------------|---------------------------|----------------------------|
| Sp1        | TCATATTGTGGGAAGCGCTTT     | CAGGGCAGGCAAATTTCTTCT      |
| Sp3        | CGACAGTCCTGCAGATATTAGGATC | AGGTCATTGGTGTTCAGTGTAGAGTC |
| Sp1(human) | GCGAGAGGCCATTTATGTGT      | GGCCTCCCTTCTTATTCTGG       |
| Runx1      | GCAGGCAACGATGAAACTACTC    | CAAACCTGAGGTCGTTGAATCTC    |

|                   |                          |                          |
|-------------------|--------------------------|--------------------------|
| Tal1 (Scl)        | CAACAACAACCGGGTGAAGA     | ATTCTGCTGCCGCCATCGTT     |
| Sfpi1(Pu.1)       | CCATAGCGATCACTACTGGGATTT | TGTGAAGTGGTTCTCAGGGAAGT  |
| Cebpa             | GCAGGAGGAAGATACAGGAAGCT  | ACACCTAAGTCCCTCCCCTCTAAA |
| Cebpb             | GTTTCGGGACTTGATGCAATC    | CGCAGGAACATCTTTAAGTGAT   |
| Fli1              | TCGTGAGGACTGGTCTGTATGG   | GCTGTTGTCGCACCTCAGTTAC   |
| Csf1R             | CTTTGGTCTGGGCAAAGAAGAT   | CAGGGCCTCCTTCTCATCAG     |
| Cdx1              | CACAGAGCGGCAGGTAAAGA     | GGCCAGCATTAGTAGGGCAT     |
| Cdx2              | AGGAGGAAAAGTGAGCTGGC     | TTGGCTCTGCGGTTCTGAAA     |
| BMP4              | GAGCCAACACTGTGAGGAGT     | ATACGGTGGAAGCCCTGTTC     |
| Wnt4              | GCCATCGAGGAGTGCCAATA     | GCCACACCTGCTGAAGAGAT     |
| HoxA7             | AGCCAGTTTCCGCATCTACC     | CCTTCTCCAGTTCCAGCGTC     |
| HoxB4             | ACGGCCTACACTCGCCAG       | GCGGTTGTAGTGAAACTCCTTCTC |
| HoxD1             | CCACAGCACTTTCGAGTGGA     | TGGTGCTGAAATTTGTGCGG     |
| Lef1              | ACGACAAGGCCAGAGAACAC     | CATGTACGGGTCGCTGTTCA     |
| $\beta$ h1-globin | GGGTAAAGAACATGGACAACCTC  | GGGTGAATTCCTTGGCAAAATGA  |
| Hba-X             | ATCATCATGTCCATGTGGGAGA   | GGAAGTAGGTCTTCGTCTGGG    |
| Hbb-Y             | TGAACTGCACTGTGACAAGC     | TGCCGAAGTGACTAGCCAAA     |

### Supplementary References:

Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y. C., Laslo, P., Cheng, J. X., Murre, C., Singh, H. and Glass, C. K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Molecular cell* **38**, 576-89.

Huang da, W., Sherman, B. T. and Lempicki, R. A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat Protoc* **4**, 44-57.

Ji, H., Jiang, H., Ma, W., Johnson, D. S., Myers, R. M. and Wong, W. H. (2008). An integrated software system for analyzing ChIP-chip and ChIP-seq data. *Nat Biotechnol* **26**, 1293-300.

Kennedy, M., Firpo, M., Choi, K., Wall, C., Robertson, S., Kabrun, N. and Keller, G. (1997). A common precursor for primitive erythropoiesis and definitive haematopoiesis. *Nature* **386**, 488-93.

Kent, W. J., Sugnet, C. W., Furey, T. S., Roskin, K. M., Pringle, T. H., Zahler, A. M. and Haussler, D. (2002). The human genome browser at UCSC. *Genome research* **12**, 996-1006.

Li, H. and Durbin, R. (2010). Fast and accurate long-read alignment with Burrows-Wheeler transform. *Bioinformatics* **26**, 589-95.

**Maere, S., Heymans, K. and Kuiper, M.** (2005). BiNGO: a Cytoscape plugin to assess overrepresentation of gene ontology categories in biological networks. *Bioinformatics* **21**, 3448-9.

**Mahony, S. and Benos, P. V.** (2007). STAMP: a web tool for exploring DNA-binding motif similarities. *Nucleic acids research* **35**, W253-8.

**Quinlan, A. R. and Hall, I. M.** (2010). BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**, 841-2.

**Ritchie, M. E., Silver, J., Oshlack, A., Holmes, M., Diyagama, D., Holloway, A. and Smyth, G. K.** (2007). A comparison of background correction methods for two-colour microarrays. *Bioinformatics* **23**, 2700-7.

**Saeed, A. I., Bhagabati, N. K., Braisted, J. C., Liang, W., Sharov, V., Howe, E. A., Li, J., Thiagarajan, M., White, J. A. and Quackenbush, J.** (2006). TM4 microarray software suite. *Methods Enzymol* **411**, 134-93.

**Shao, Z., Zhang, Y., Yuan, G. C., Orkin, S. H. and Waxman, D. J.** (2012). MAnorm: a robust model for quantitative comparison of ChIP-Seq data sets. *Genome Biol* **13**, R16.

**Smyth, G. K., Michaud, J. and Scott, H. S.** (2005). Use of within-array replicate spots for assessing differential expression in microarray experiments. *Bioinformatics* **21**, 2067-75.

**Sroczynska, P., Lancrin, C., Pearson, S., Kouskoff, V. and Lacaud, G.** (2009). In vitro differentiation of mouse embryonic stem cells as a model of early hematopoietic development. *Methods Mol Biol* **538**, 317-34.

**Sturgeon, C. M., Chicha, L., Ditadi, A., Zhou, Q., McGrath, K. E., Palis, J., Hammond, S. M., Wang, S., Olson, E. N. and Keller, G.** (2012). Primitive erythropoiesis is regulated by miR-126 via nonhematopoietic Vcam-1+ cells. *Dev Cell* **23**, 45-57.

**Zhang, Y., Liu, T., Meyer, C. A., Eeckhoute, J., Johnson, D. S., Bernstein, B. E., Nusbaum, C., Myers, R. M., Brown, M., Li, W. et al.** (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biol* **9**, R137.

## Supplementary Figures:

Supplementary Figure 1.

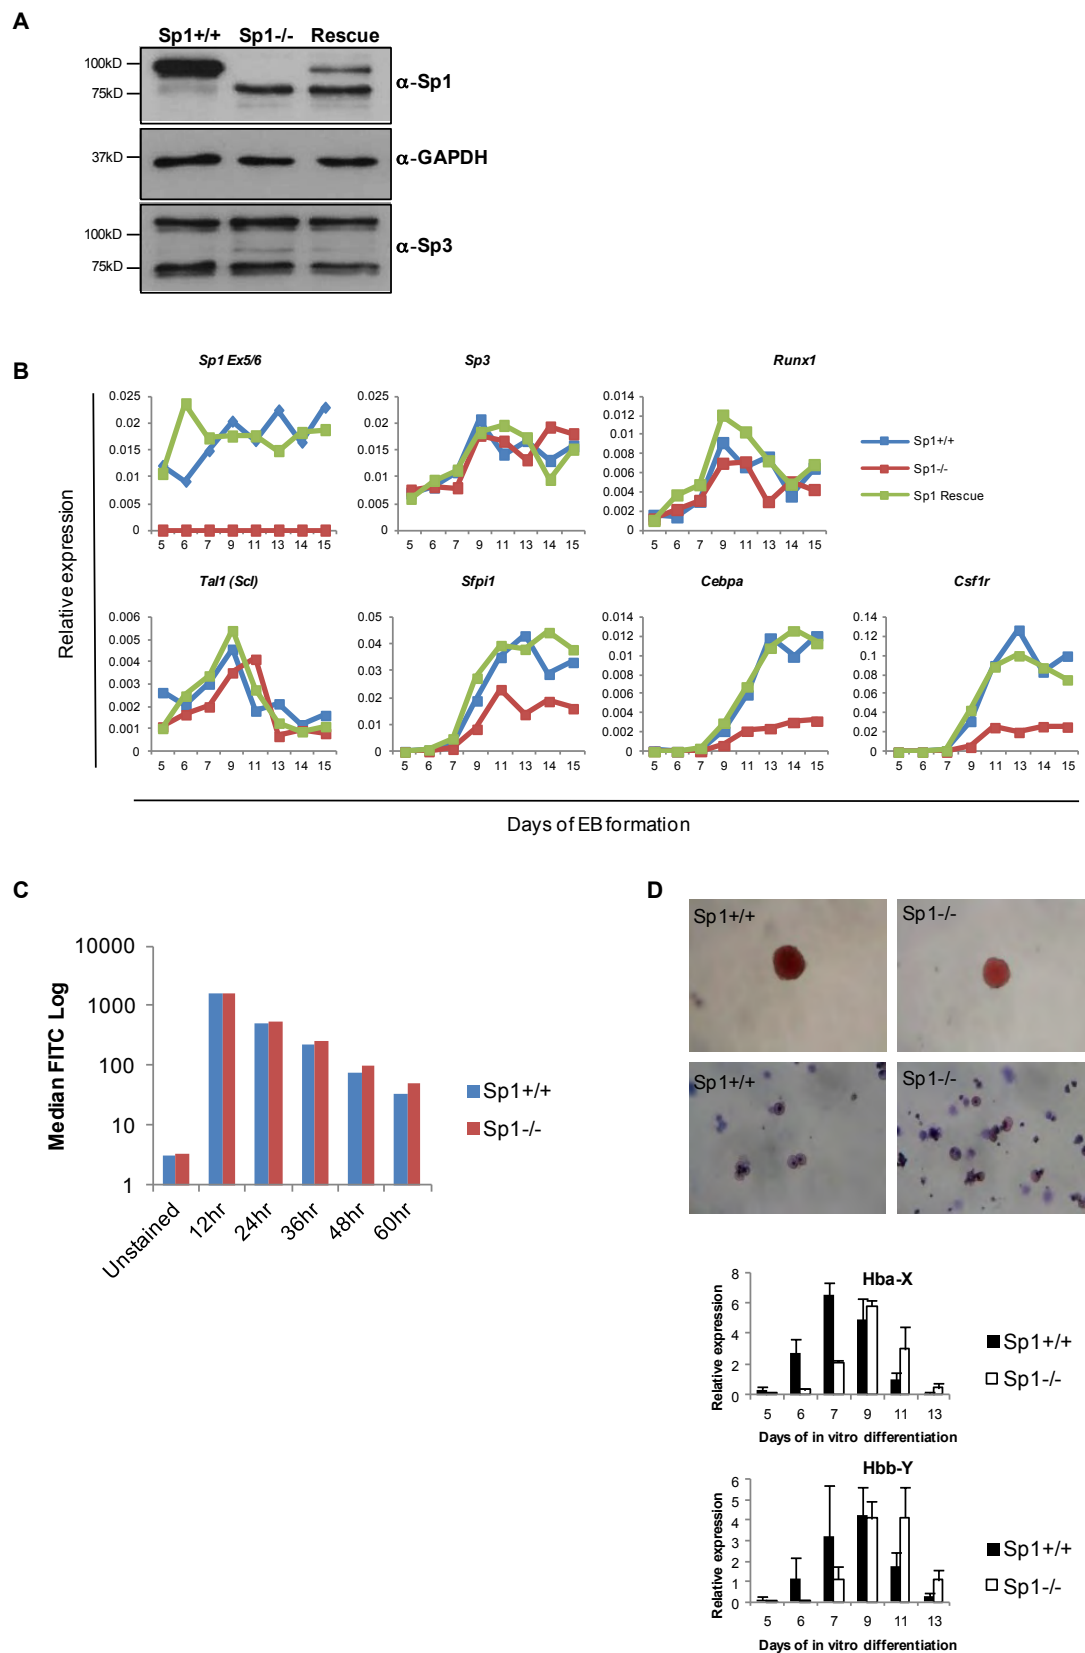

## Supplementary Figure 1

**A.** Western blot showing the expression levels of WT Sp1 and the deletion mutant in Sp1<sup>+/+</sup> wild type, Sp1<sup>-/-</sup> and Sp1 rescue ES cells. This shows that the Sp1<sup>-/-</sup> cells do not express the full length Sp1 as they lack the DNA binding domain. Sp1 rescue cells express both the truncated version and the full length Sp1. **B.** Gene expression analysis showing the expression of hematopoietic regulator genes from RNA prepared from embryoid bodies grown in methylcellulose. RNA was taken from EBs used to plate out for the hematopoietic colony assays at various time-points. **C.** CFSE proliferation analysis. Wild-type and Sp1<sup>-/-</sup> ES cells were labelled with CFSE, plated onto gelatine coated plates and CFSE measured by FACS every 12hrs. **D.** Upper panels: Representative images of individual Ery-P colonies for Sp1<sup>+/+</sup> and Sp1<sup>-/-</sup>, similar morphology was observed. Middle panels: Wright-Giemsa staining of dispersed Ery-P colonies showing nucleated erythroblasts in both Sp1<sup>+/+</sup> and Sp1<sup>-/-</sup>. Lower panels: Gene expression analysis of embryonic globins Hba-X and Hbb-Y. Sp1<sup>-/-</sup> samples show a delay in expression of embryonic globins but these reach similar levels to Sp1<sup>+/+</sup>.

Supplementary Figure 2.

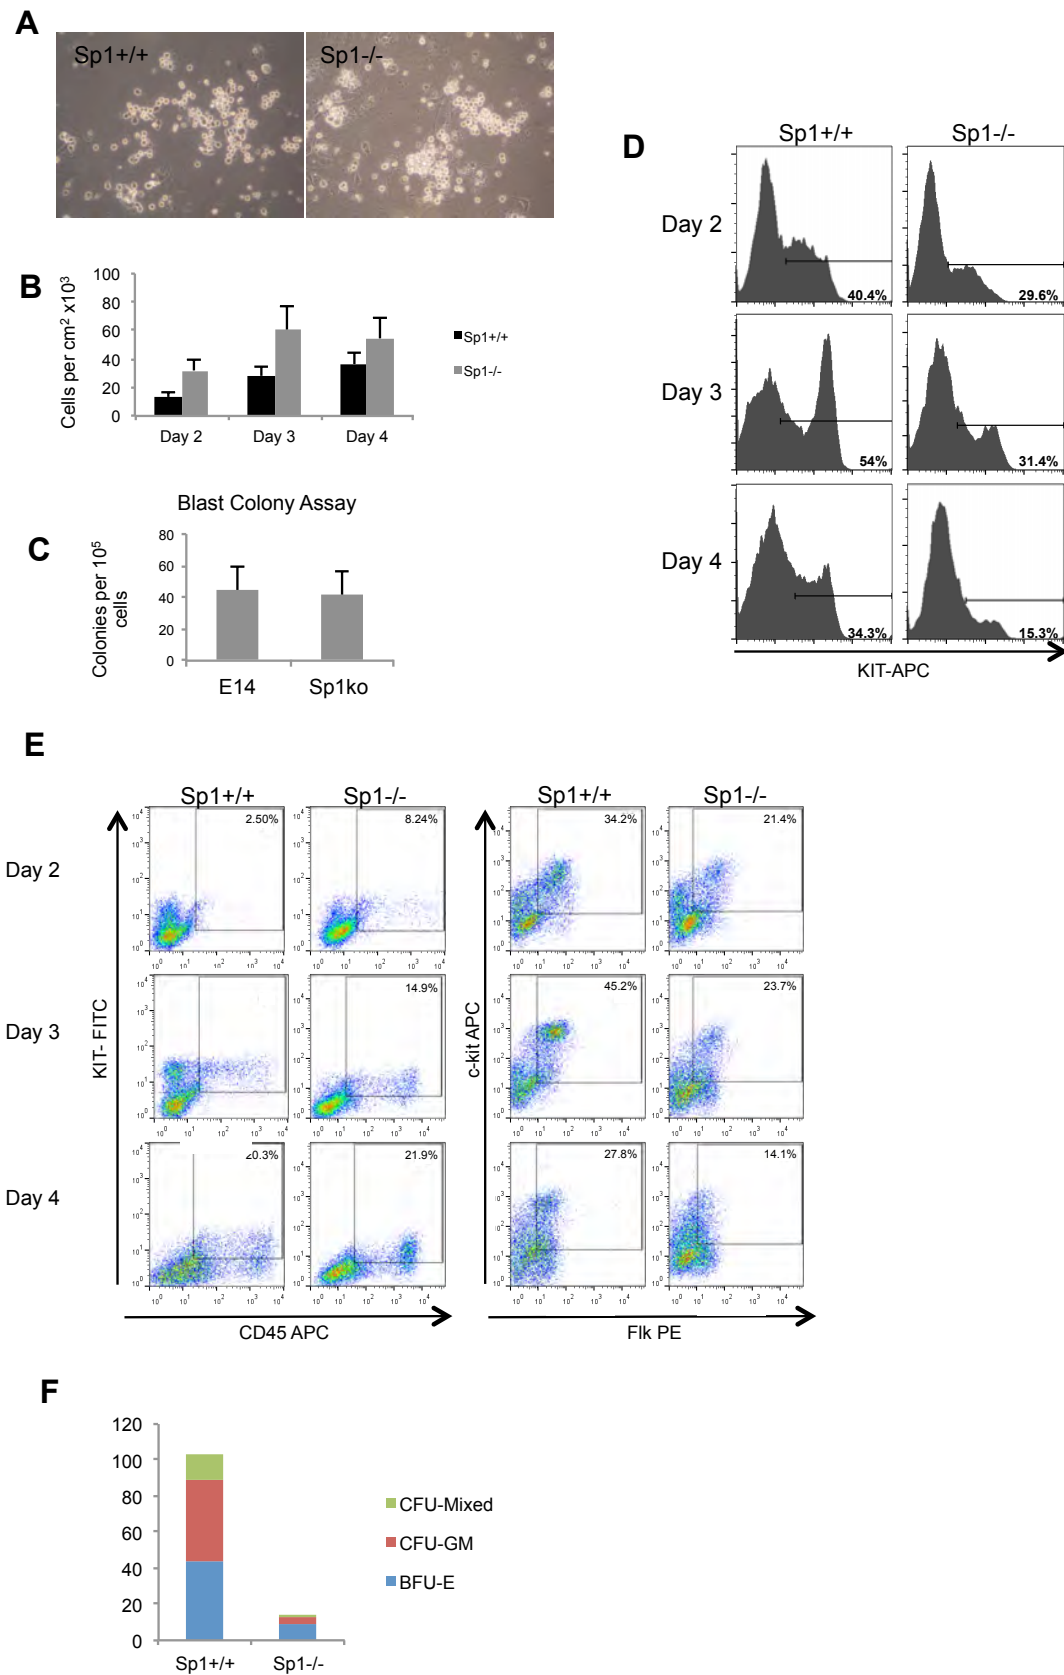

## Supplementary Figure 2. cont'd

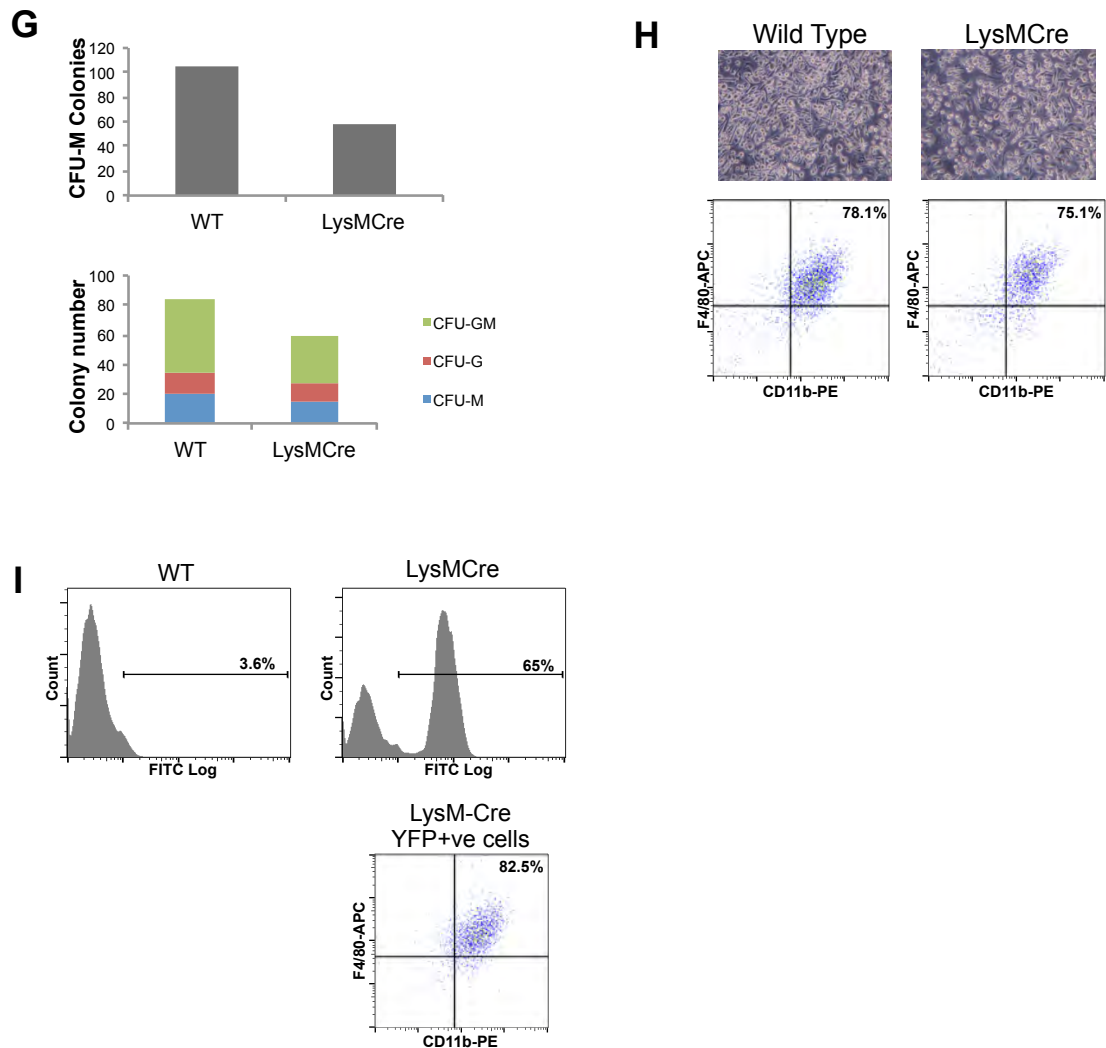

## Supplementary Figure 2.

**A.** Representative images of Day 4 blast cultures of WT and  $Sp1^{-/-}$  cells demonstrating that cultures appear morphologically normal. **B.** Cell counts of  $Sp1^{+/+}$  and  $Sp1^{-/-}$  cells at days 2, 3 and 4 of blast culture.  $N=4$ , no significant difference between  $Sp1^{+/+}$  and  $Sp1^{-/-}$  cell counts was observed. **C.** Blast colony assays of  $Sp1^{+/+}$  and  $Sp1^{-/-}$  Flk1+ve cells.  $N=4$ , no significant difference between  $Sp1^{+/+}$  and  $Sp1^{-/-}$  colony formation was observed. **D.** Representative FACS analysis of KIT expression from blast culture differentiation indicates lower levels of KIT expression and a lower proportion of KIT positive cells in  $Sp1^{-/-}$  cells (refers to graph in Fig 2B). **E.** Representative FACS analysis of  $Sp1^{+/+}$  and  $Sp1^{-/-}$  blast culture populations demonstrating staining of KIT

in combination with CD45 (left) and Flk1 (right) at days 2, 3 and 4 of differentiation. **F.** Colony assays from Day 3 progenitors. Colonies were scored from Day 8, and numbers of all colonies were shown to be reduced in the Sp1<sup>-/-</sup> samples. **G.** Sp1 deletion at the progenitor stage only slightly reduces myeloid colony formation. Colony assays from cells from Sp1<sup>fl/fl</sup>/Sp3<sup>+/fl</sup> x LysMCre and WT bone marrow samples. Dead cell removal was performed on frozen bone marrow cells from WT and conditional deleted mice. Cells were plated out for CFU-M (top) and CFU-C (bottom) colony assays. **H.** Sp1 deletion at the progenitor stage does not affect macrophage differentiation. Progenitors were expanded from Sp1<sup>fl/fl</sup>/Sp3<sup>+/fl</sup> x LysMCre and WT bone marrow samples and then differentiated to macrophages in liquid culture. Photographs and FACS analysis show that macrophages differentiate normally from LysMCre Sp1<sup>-/-</sup> cells. **I.** Conditional deletion is effective in macrophages. To ensure that LysMCre has been activated in macrophages, cells were gated on the YFP<sup>+</sup> cells in the LysMCre Sp1<sup>-/-</sup> which account for approximately 65% of the cells. These were also positive for F4/80 and CD11b markers of macrophage differentiation. This suggests that Cre-mediated deletion of Sp1 binding in developing adult macrophages does not have a major impact on macrophage differentiation.

A

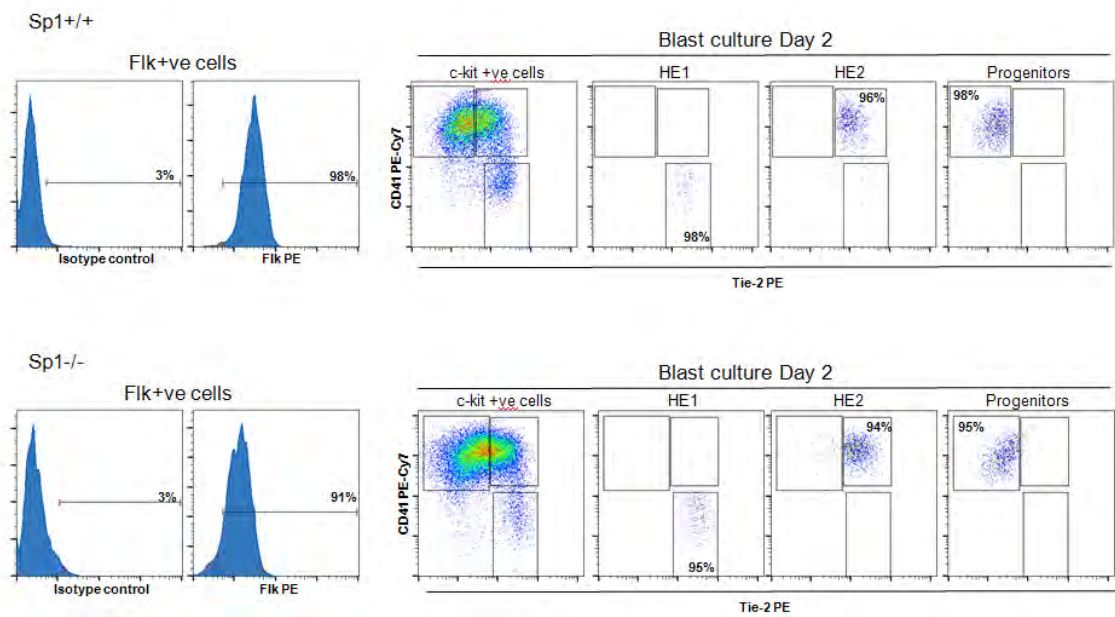

B

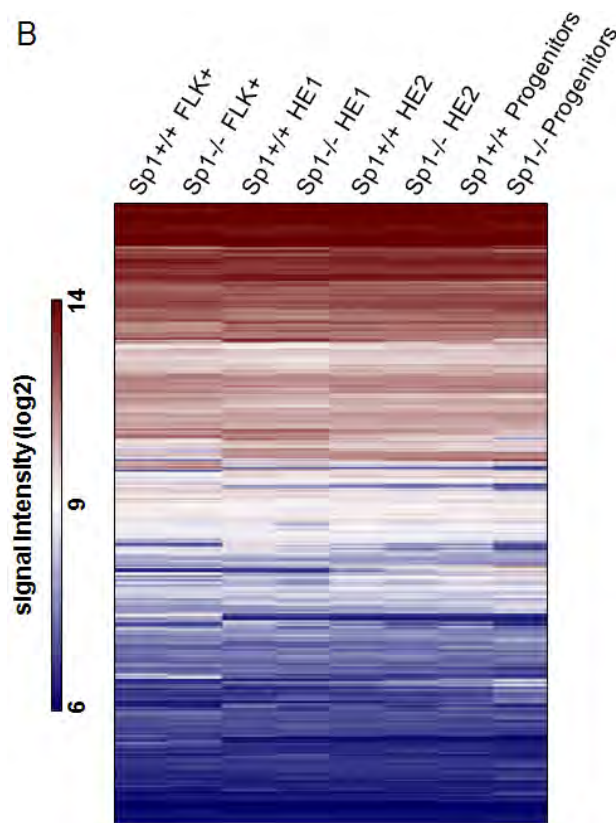

C

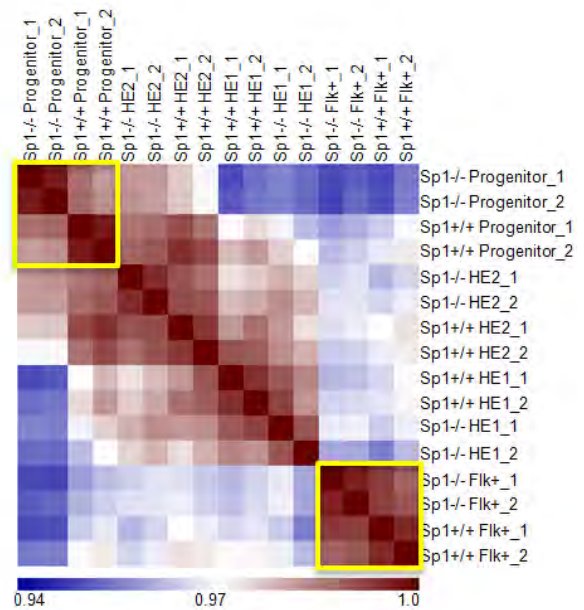

**Supplementary Figure 3.**

**A.** Sorted populations used for expression microarray analysis. Flk1+ve cells were sorted from embryoid bodies cultured in IVD medium for 3.25-3.75 days using MACS columns. FACS histograms show Flk1 staining in Flk1+ve and -ve cell populations. More than 90% of the +ve population stained positive for Flk1. Cells were harvested at Day 2 of blast culture

differentiation, stained with anti KIT, Tie2 and CD41 antibodies and sorted into HE1 (KIT+ve, Tie2+ve, CD41-ve), HE2 (KIT+ve, Tie2+ve, CD41+ve) and progenitor (KIT+ve, Tie2-ve, CD41+ve) cell populations on a Moflow FACS sorter. The sorted populations were more than 95% pure. **B.** Microarray expression analysis of RNA prepared from purified Flk1+ cells, the first and second stage of the hemogenic endothelium and from progenitors (for a detailed description see Figure 2A). Hierarchical clustering of gene expression signals for all genes that are expressed in Sp1+/+ and Sp1-/- cells in the four cell populations. Technical replicates were averaged. **C.** Pearson correlation analysis of the microarray signals obtained with the sorted populations. Duplicates have a strong similarity and cell populations cluster together but show less similarity as differentiation progresses.

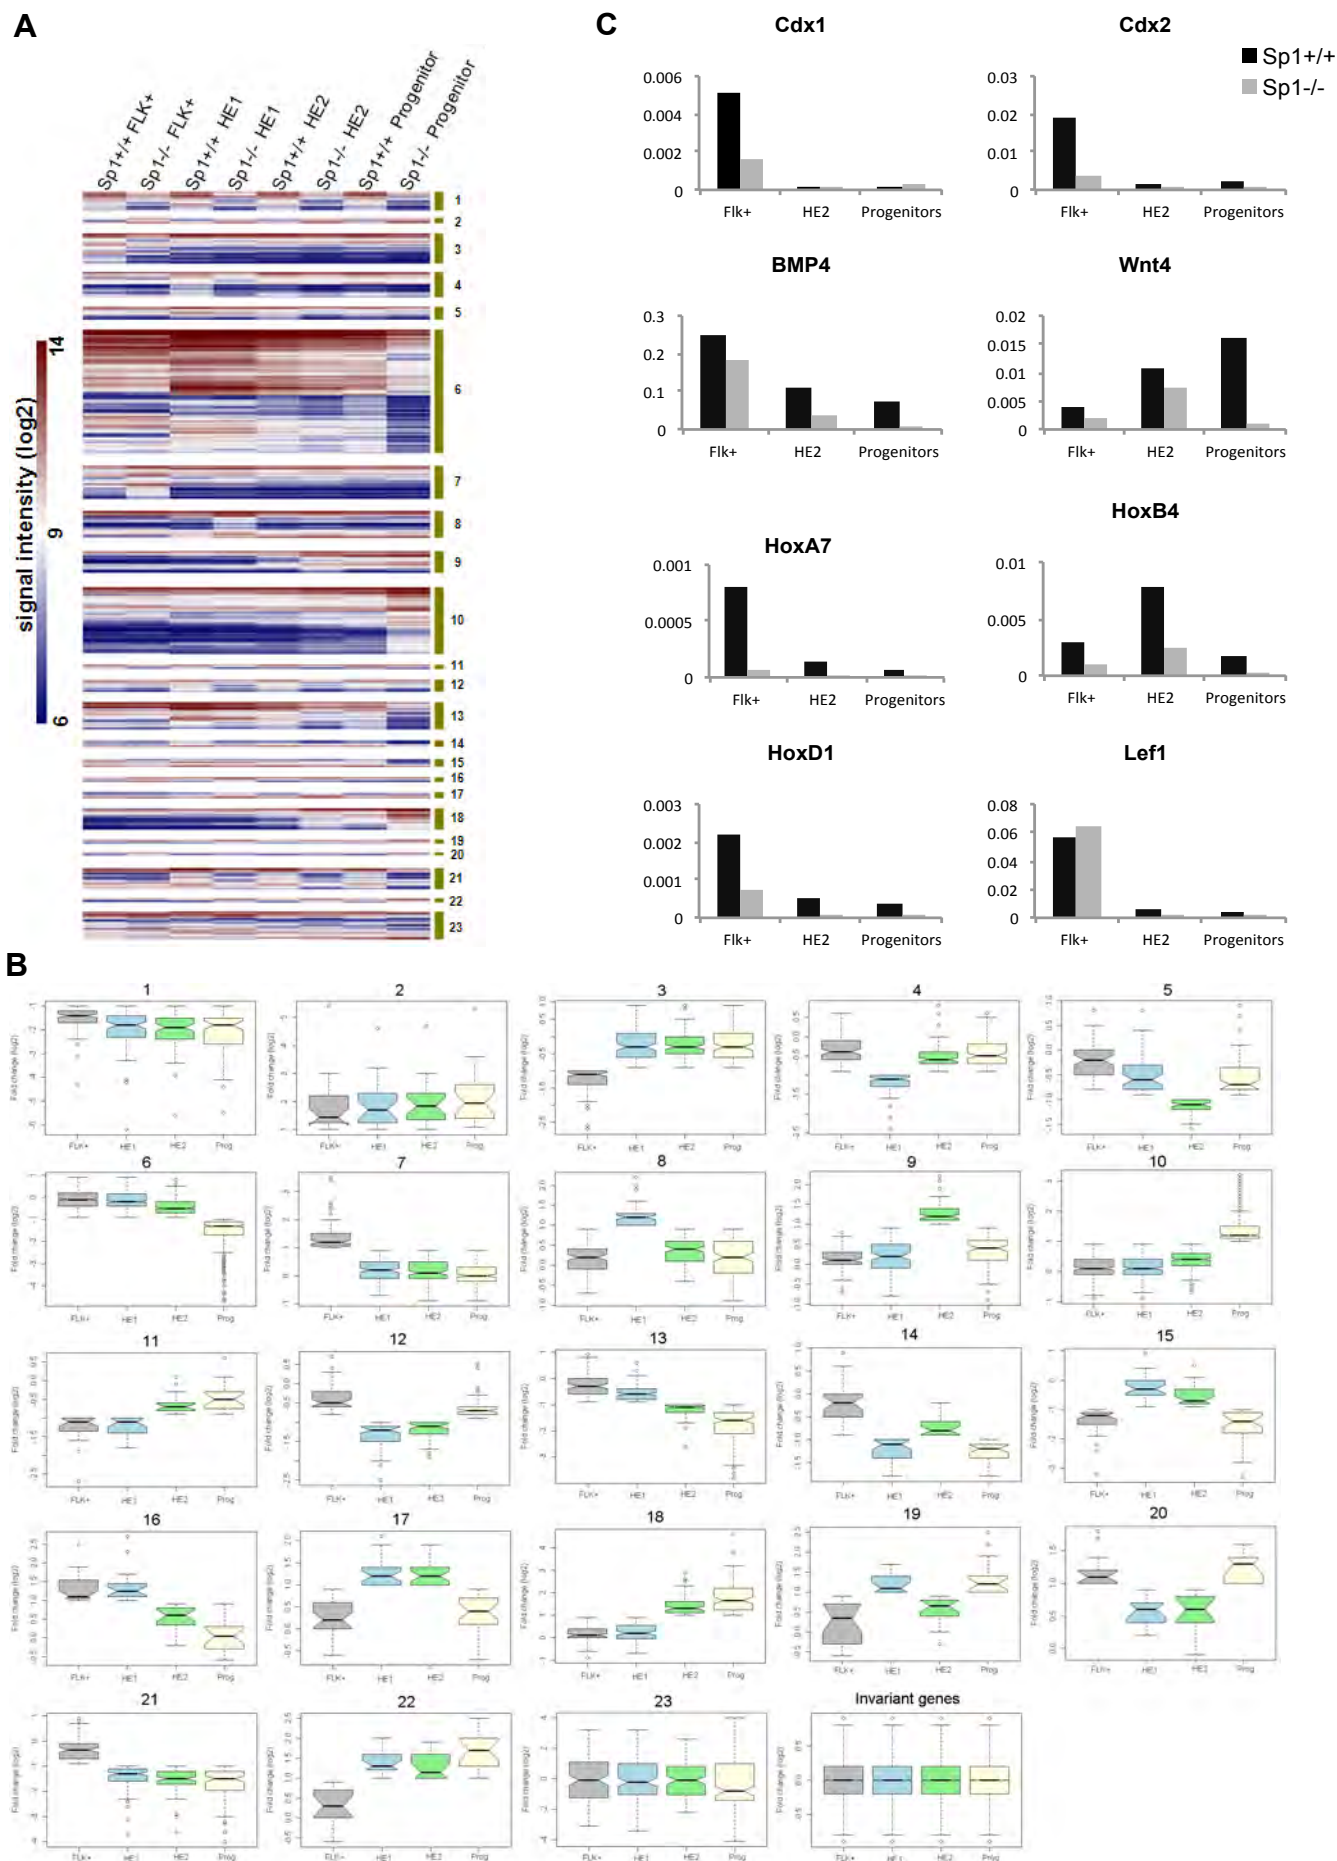

#### **Supplementary Figure 4.**

**A.** Hierarchical clustering of gene expression signal intensity defining the 23 clusters for each of the populations as depicted in the heat-map. **B.** Box-plots depicting gene expression fold-change of genes within the 23 clusters demonstrating that clustering is valid. **C.** Validation of microarray gene expression was performed for selected genes using RT-PCR.

Supplementary Figure 5

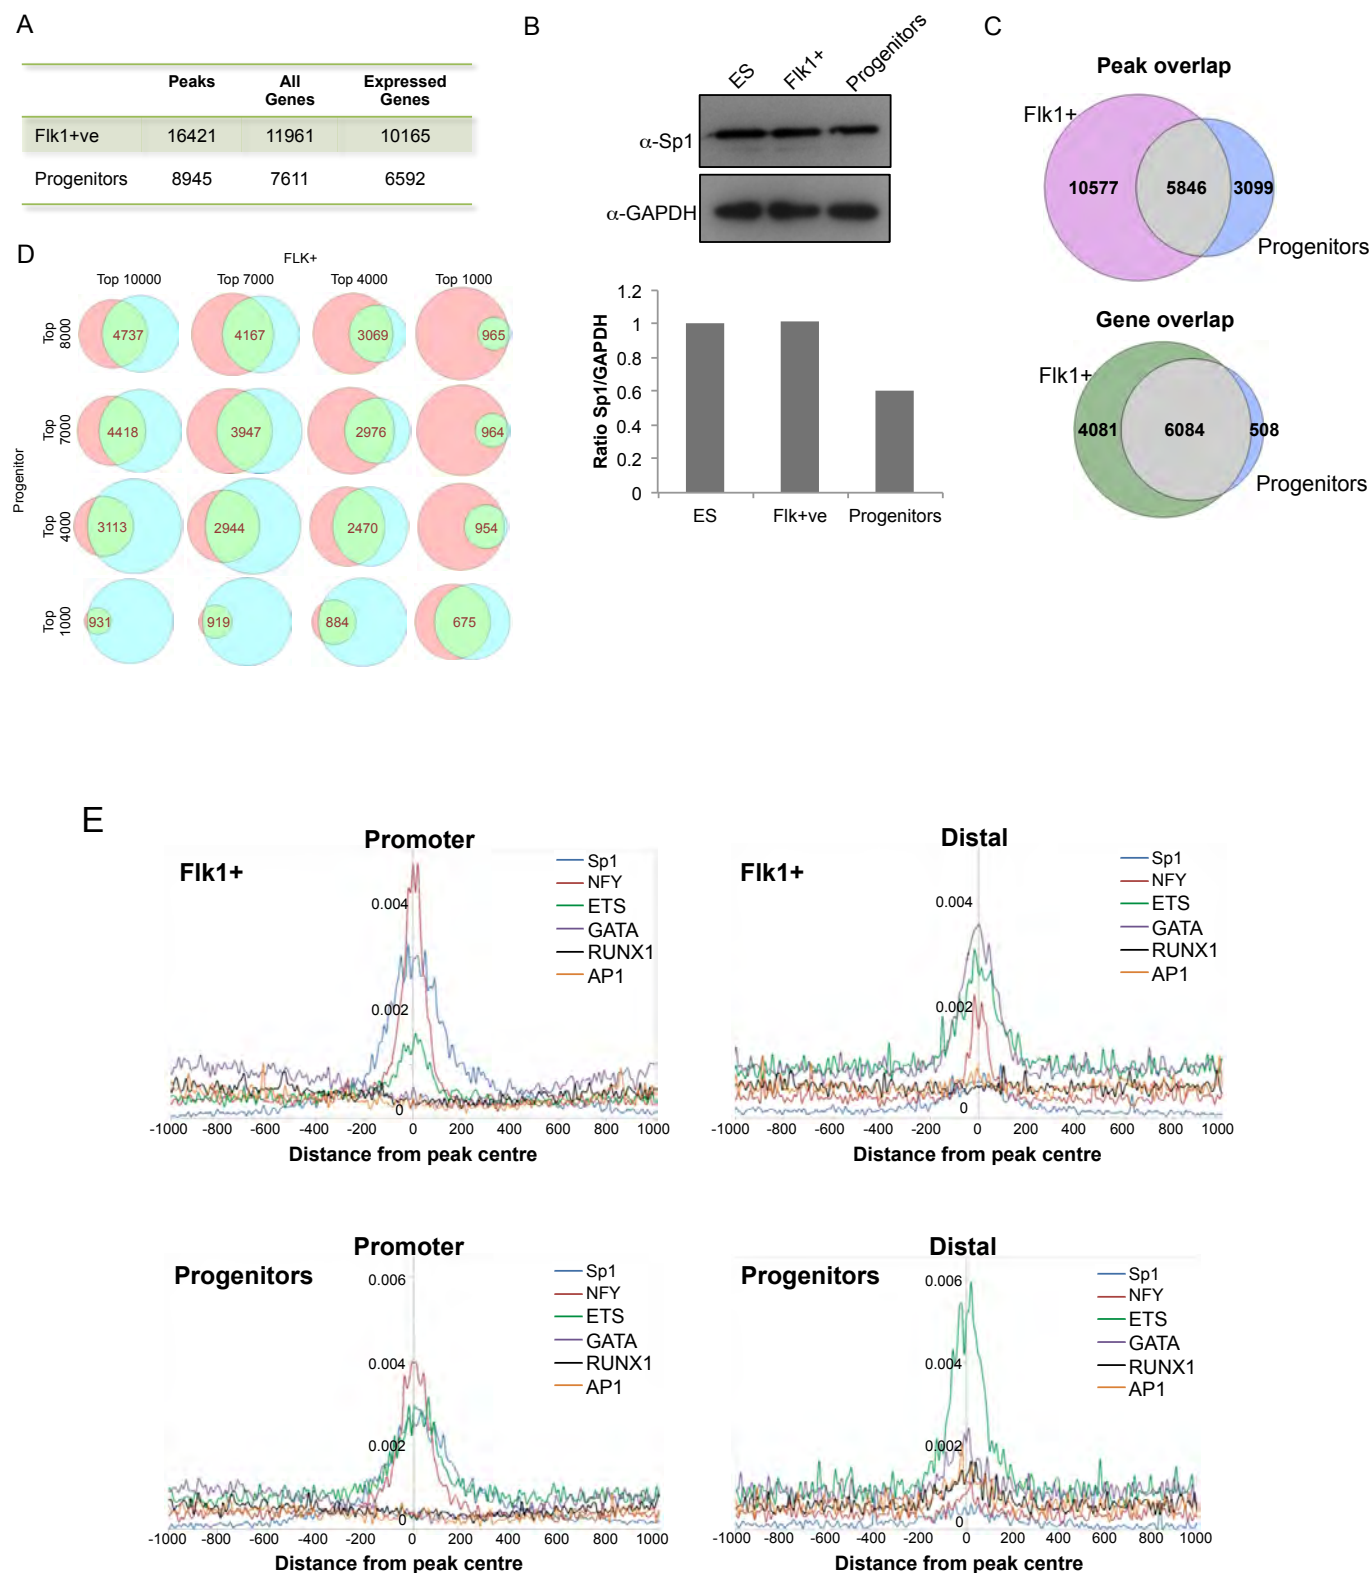

## Supplementary Figure 5 ct'd

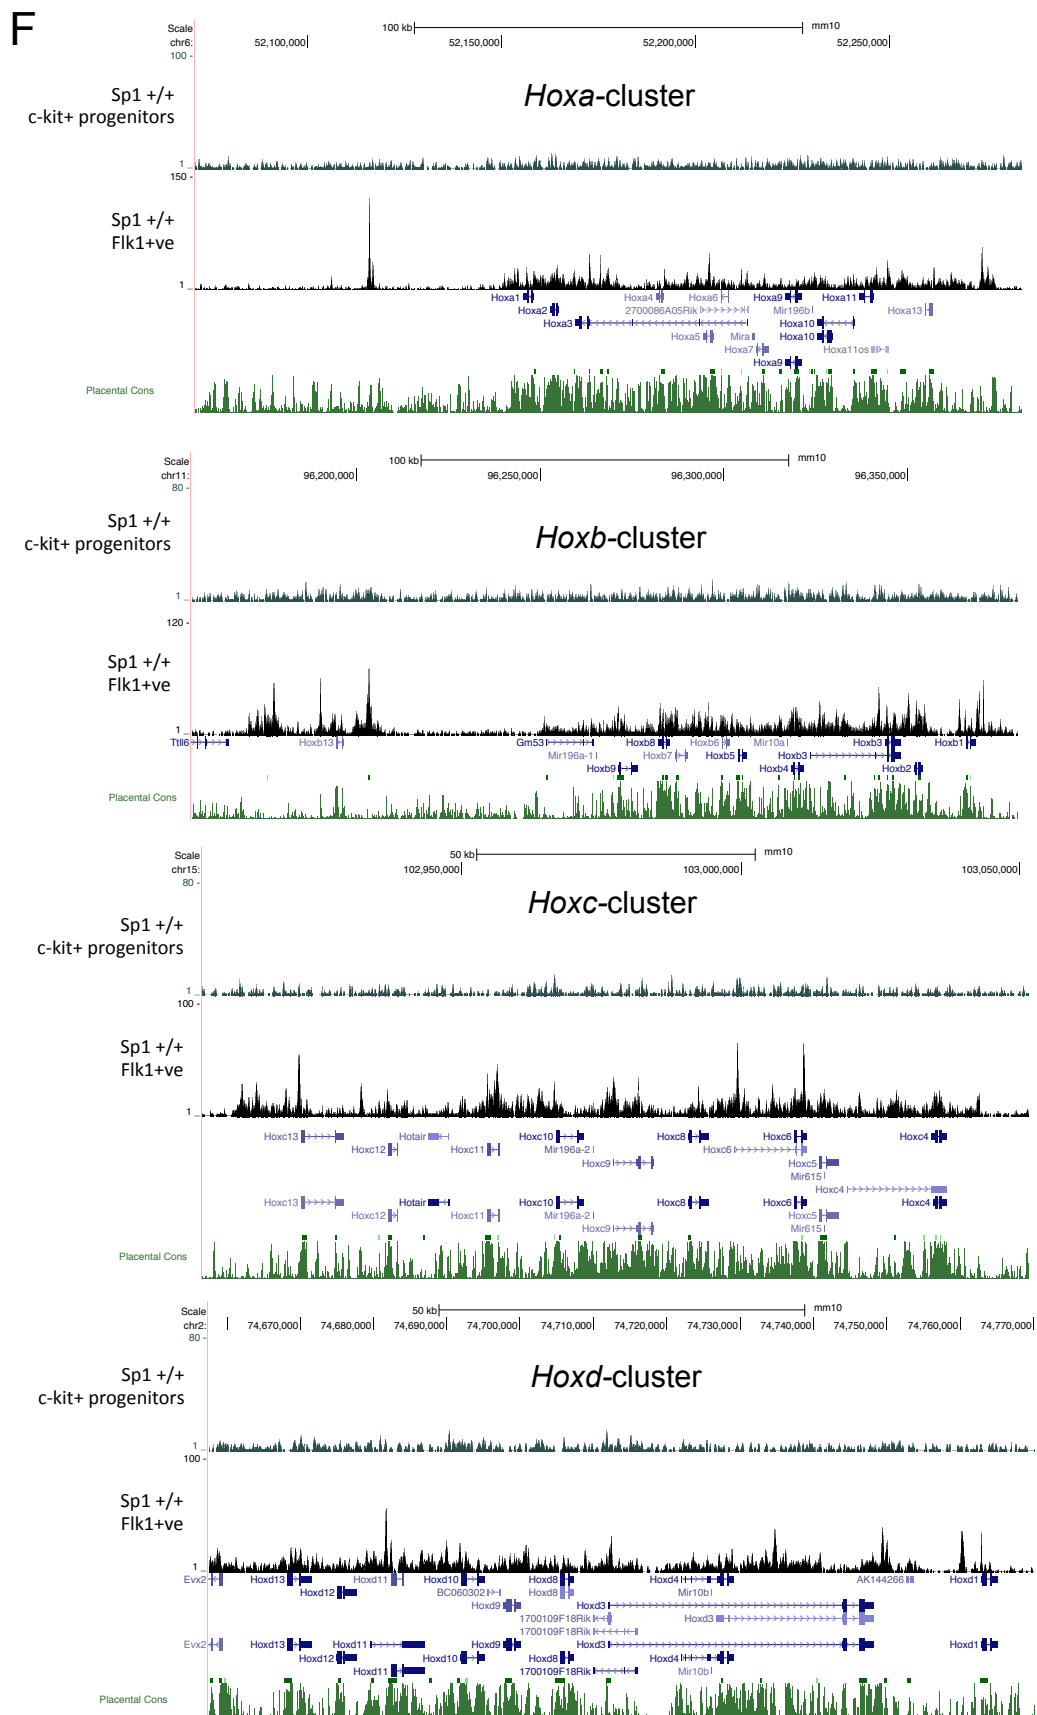

### Supplementary Figure 5.

**A.** Table showing the numbers of peaks and genes for each cell population. **B.** Western blot showing Sp1 expression in ES, Flk1+ and Progenitor cells. Levels of Sp1 were quantified using Bio-Rad Quantity One Software and normalised to GAPDH. Graph shows an average of two experiments. **C.** Venn diagram showing the overlap in Sp1 peaks (left panel) and genes (right panel) between the Flk1+ve and progenitor populations. **D.** Sp1 binds to an overlapping, but not identical set of targets in Flk1+ve and progenitor cells; Venn diagrams showing the overlap in the binding sites for the top hits in Flk1+ve and progenitors ranked in order of increasing tag-counts. **E.** Motif distribution around the Sp1 binding sites show the positions of the other TF binding motifs that co-localise with Sp1, indicating that most motifs are located within 400 base-pairs of the Sp1 binding site. **F.** Screenshots showing Sp1 binding at the *HoxA*, *B*, *C*, *D* gene clusters.

**A**

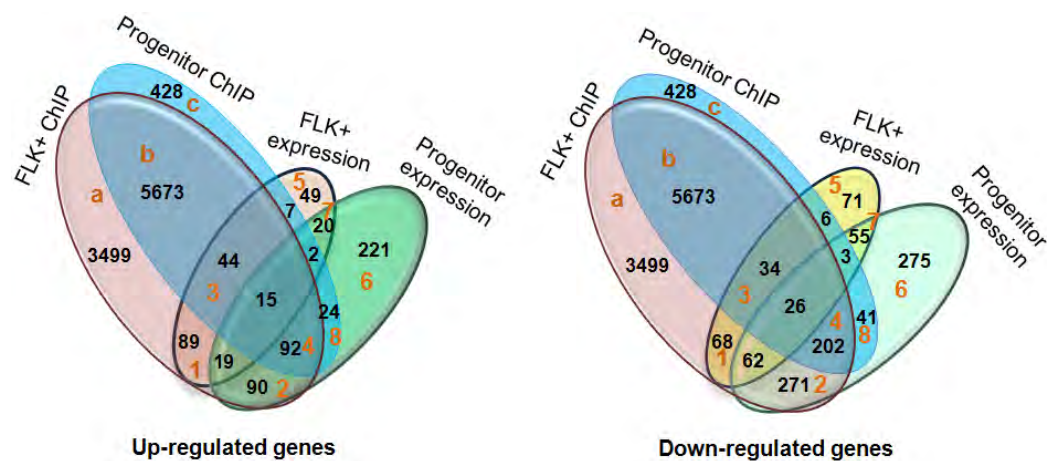

**B**

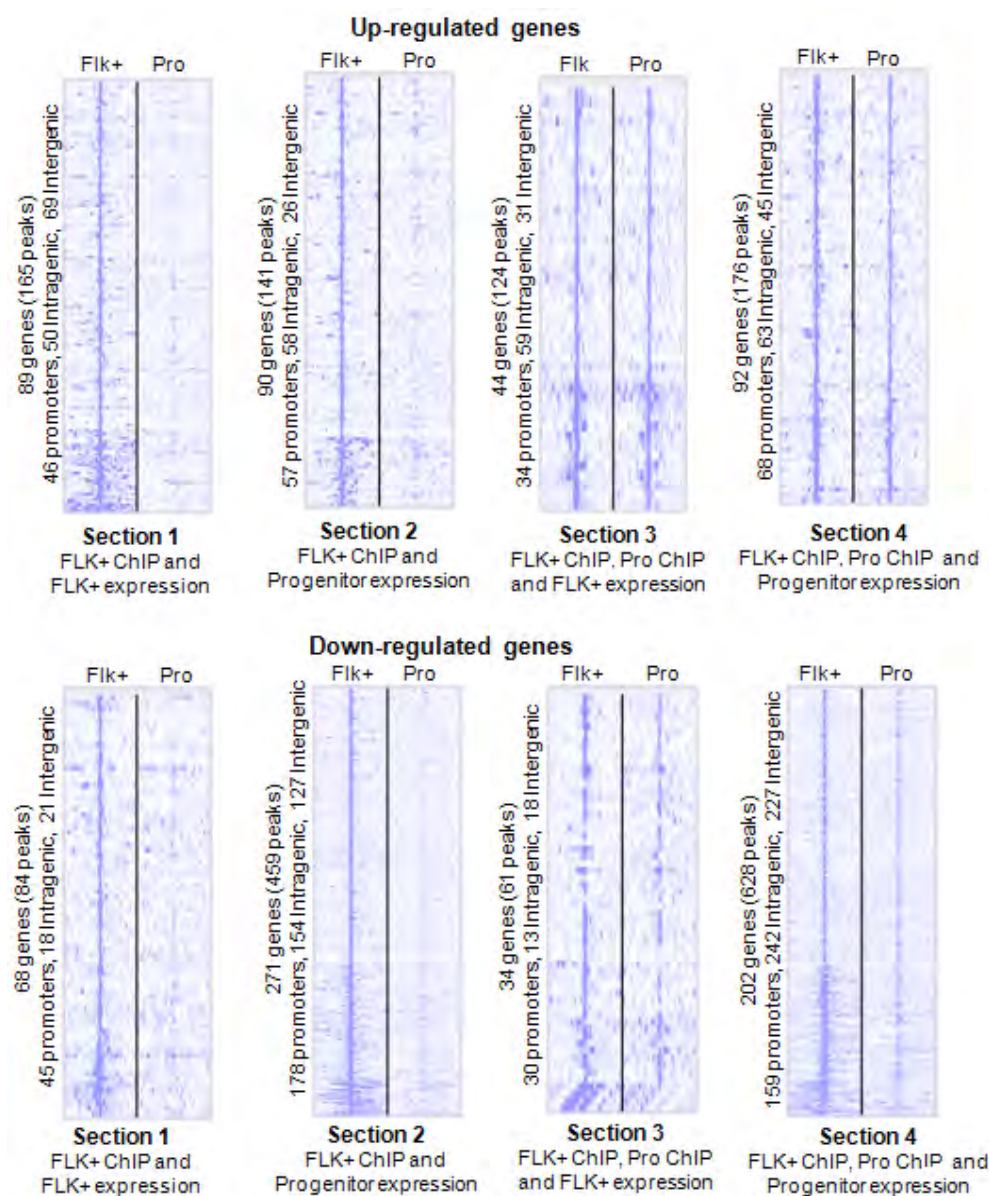

### **Supplementary Figure 6.**

**A.** Venn diagram showing the integration of ChIP-seq and gene expression data in Flk1+ and progenitor cells. The number of genes in sections a, b and c shows the number of genes that are neither up nor down regulated which are the same numbers in the right and left panel. **B.** Heatmaps depicting the distribution of ChIP-seq signals found in genes responsive to Sp1 knock-out around the Sp1 binding sites in Flk1+ cells and progenitors. The labelling on the left indicates the number of genes and the position of the peaks (promoter, intragenic, intergenic)

A

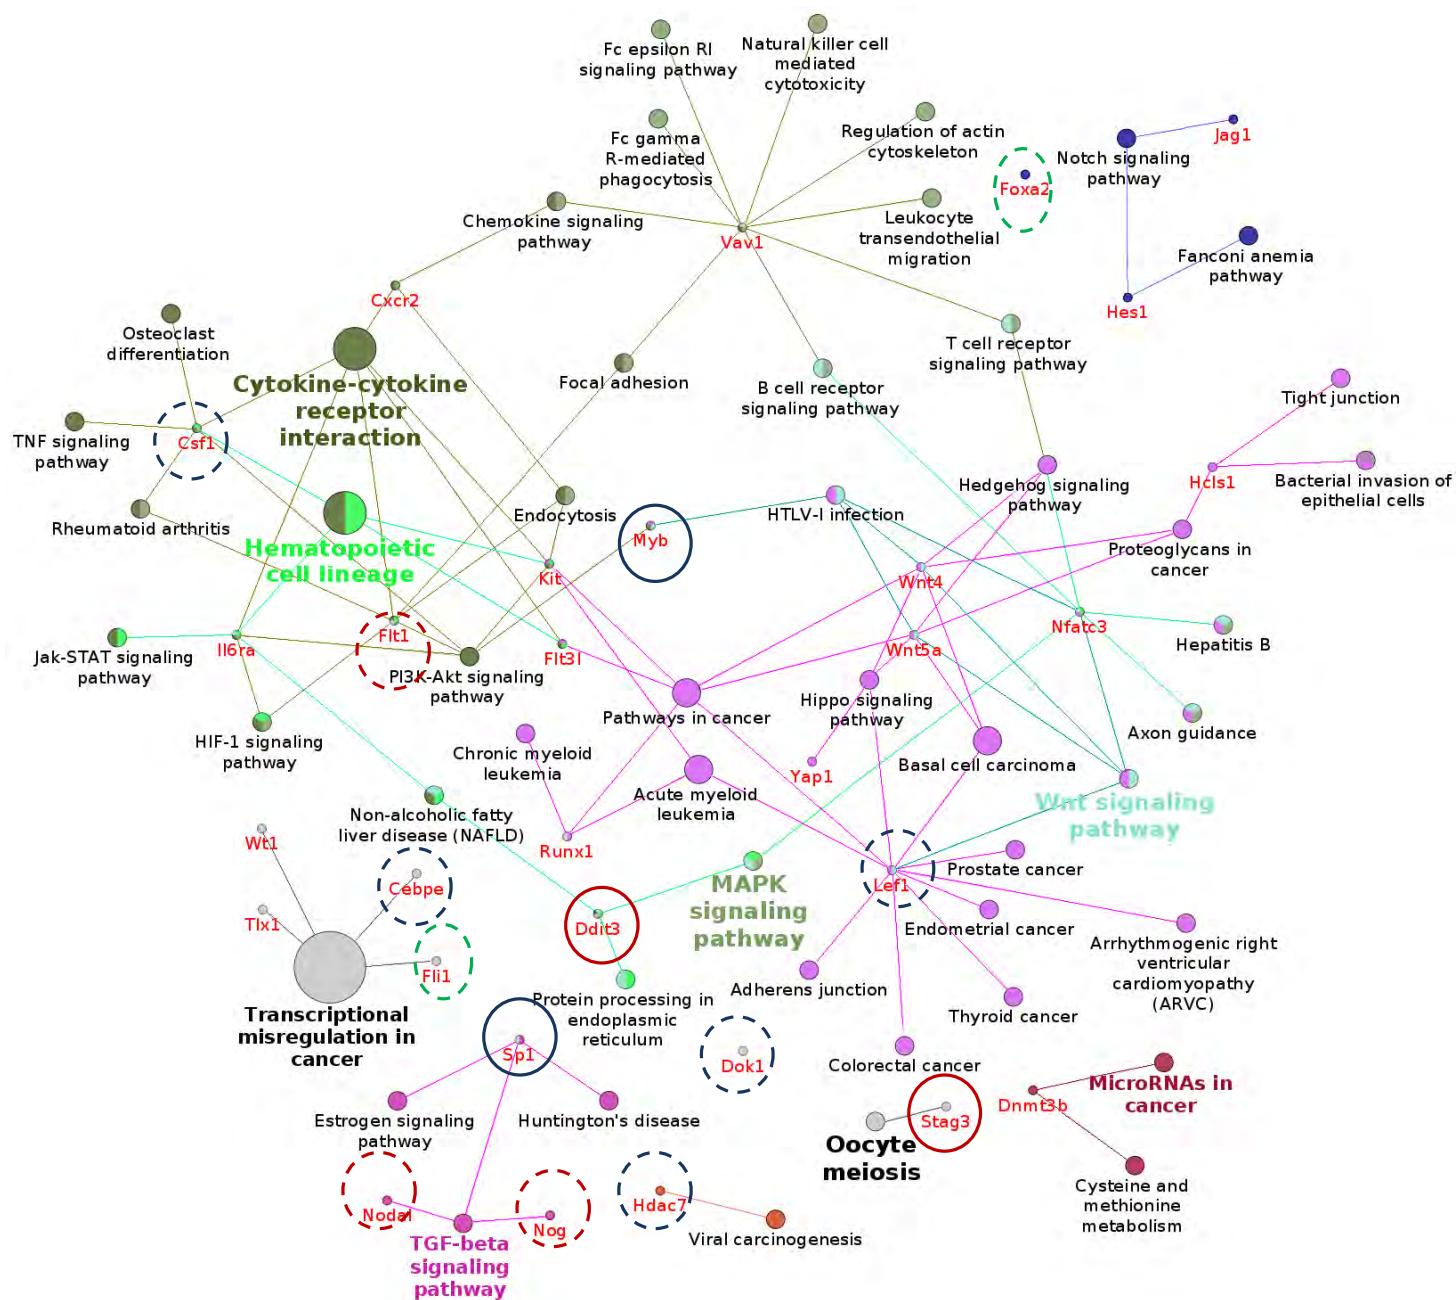

### KEGG pathway analysis of all Sp1 target genes down-regulated in Flk1+ cells

C

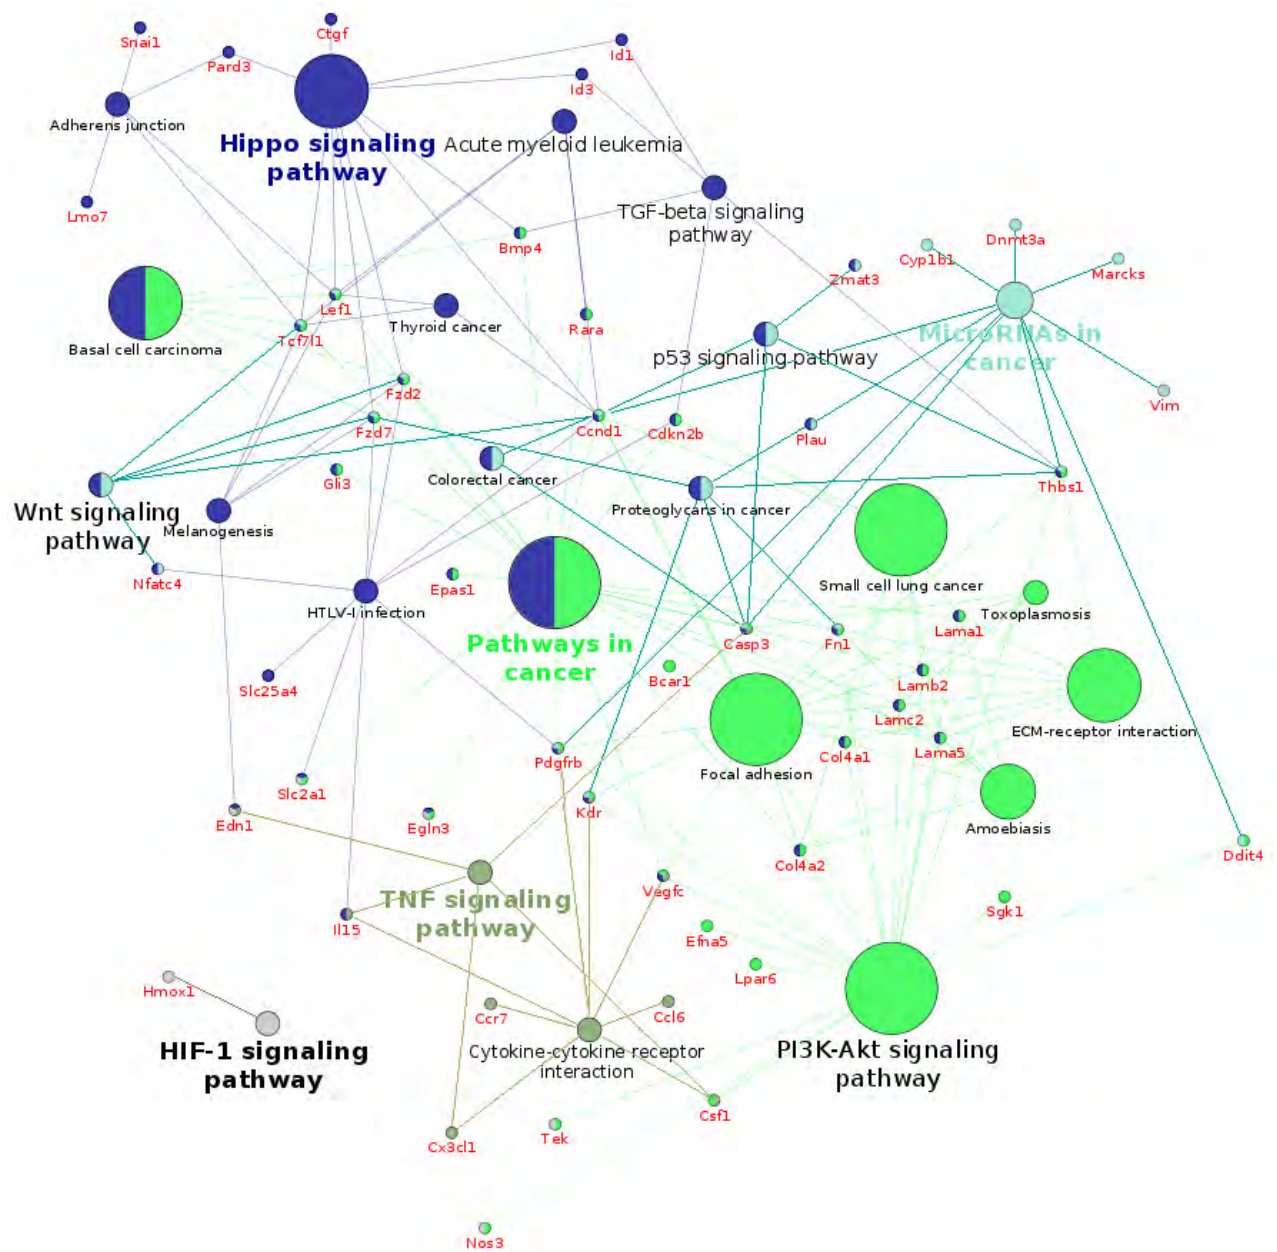

KEGG pathway analysis of all Sp1 target genes down-regulated in progenitor cells

D

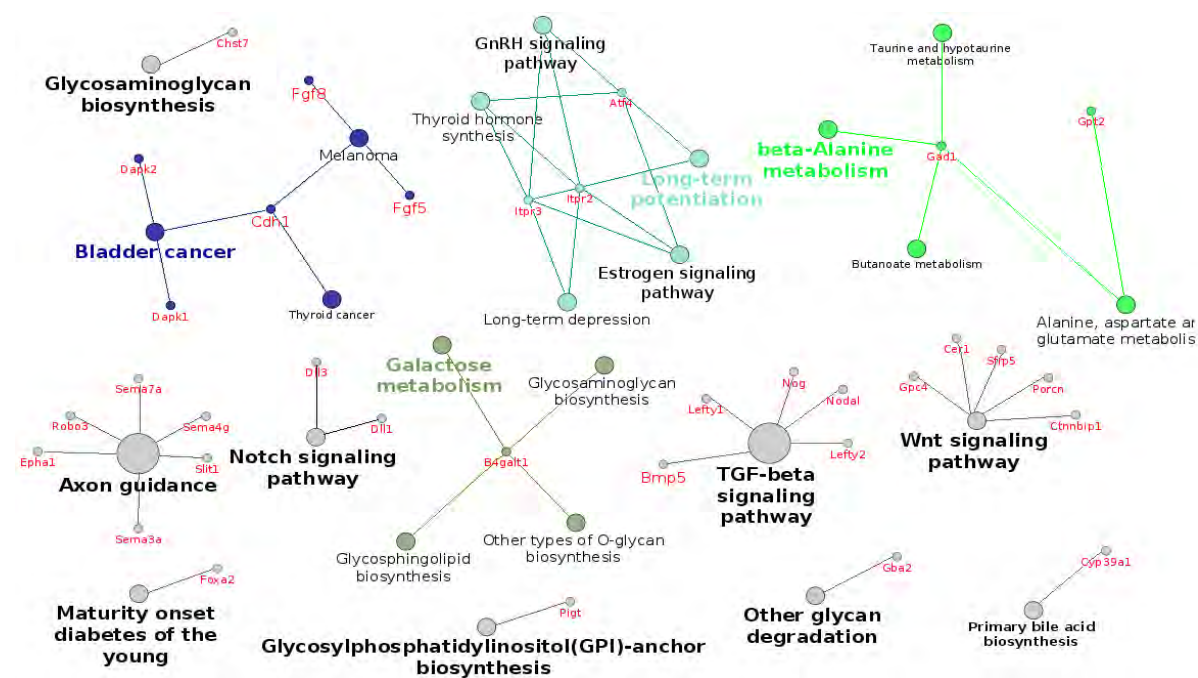

KEGG pathway analysis of all target genes up-regulated in Flk1+ cells

E

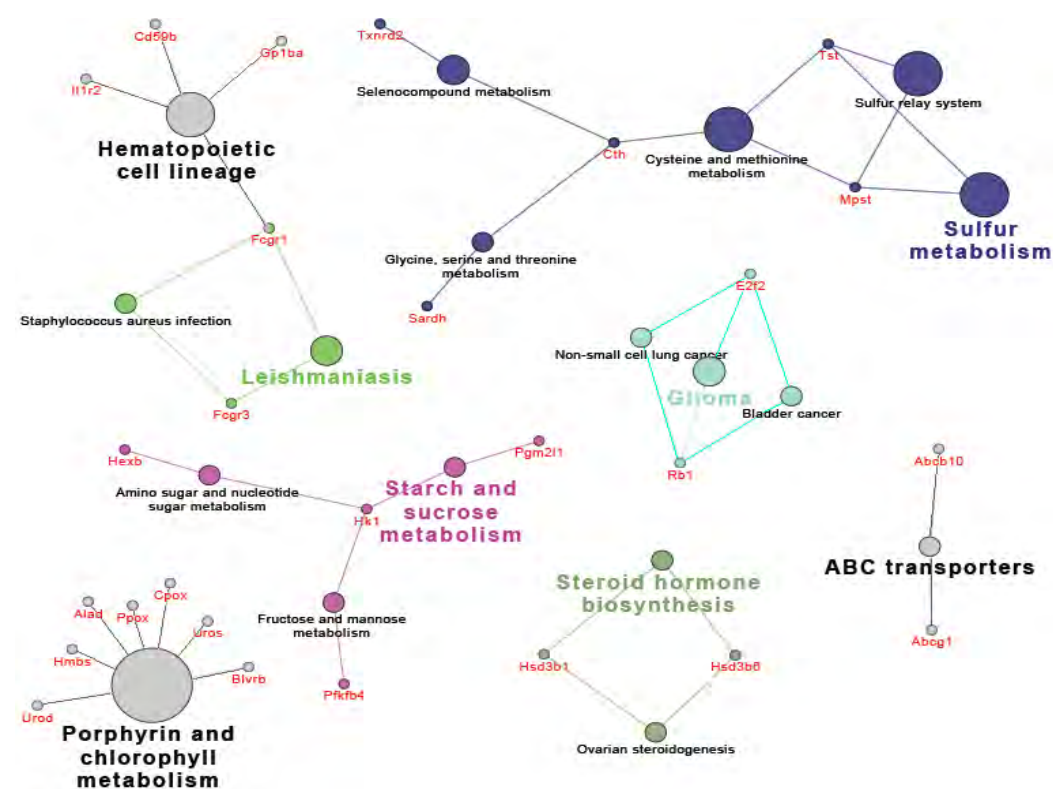

KEGG pathway analysis of all target genes up-regulated in progenitor cells

**Supplementary Figure 7.** KEGG pathway analysis: functionally grouped KEGG pathway term networks using kappa statistics implemented by ClueGO to link the terms in the network. The right-sided enrichment (depletion) test based on the hyper-geometric distribution is used for terms and groups. The groups are created by iterative merging of initially defined groups based on the kappa score threshold. The relationship between the selected terms is defined based on their shared genes and the final groups are randomly coloured where functional groups represented by their most significant term. One, two or more colours represents that a gene/term is a member of one, two or more groups respectively. The size of the nodes reflects the enrichment significance of the terms. The network is automatically laid out using the layout algorithm supported by Cytoscape. **A:** KEGG pathway analysis of selected deregulated genes in Sp1<sup>-/-</sup> Flk1<sup>+</sup> cells and progenitors that are shown in Figure 4C. **B:** KEGG pathway analysis of all Sp1 target genes down-regulated in Flk1<sup>+</sup> cells. **C:** KEGG pathway analysis of all Sp1 target genes down-regulated in progenitor cells. **D:** KEGG pathway analysis of all target genes up-regulated in Flk1<sup>+</sup> cells. **E:** KEGG pathway analysis of all target genes up-regulated in progenitor cells.

**[Download Table S1](#)**

**[Download Table S2](#)**

**[Download Table S3](#)**

**[Download Table S4](#)**

**[Download Table S5](#)**

How the deposited data were processed for this re-analysis (not part of the article)

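The data are 16 one-color Agilent arrays, 2 for each of the 8 combinations of genotype (Sp1+/+ and Sp1-/-) and population (Flk1+ cells, HE1, HE2 and progenitors). For each array, the authors deposited the output of the scanner's software, whose headers name the median intensity of each spot, the median intensity of its local background and a processed signal. The Methods say that feature extraction was done with no background subtraction. The processed signal follows the software's background-subtracted signal, since over spots above background the SD of their log2 ratio was at most 0.152 on any of the 16 arrays, against at least 0.508 for its ratio to the median intensity. The main analysis uses the median intensity. A further table deposited by the authors holds normalized log2 values of the same arrays. The Supplementary Methods say that the authors corrected the background with limma's normexp at an offset of 16 and applied quantile normalization. The deposited log2 values were matched by computation with an offset of 50 to within 0.0258 on the log2 scale, whereas with an offset of 16 the difference reached 1.63.

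Each array has 62976 spots, 59305 of which are not controls. The planned input was the mean intensity of each spot. The deposited tables hold the median intensity (gMedianSignal) and no mean, so the median was used with the median local background. Background correction by normexp with an offset of 16 and quantile normalization over all spots of the 16 arrays followed the Supplementary Methods. Control spots were then left out, spots marked as outliers (95 to 182 per array) were set to missing, and the spots of the 432 probes spotted more than once were averaged. Normalized values ran from 4.04 to 18.99 on the log2 scale. Of 55681 probes, 40058 reached a log2 intensity of 6 on at least 1 array. Where several probes of a gene did so (7195 genes), the one with the highest mean over all 16 arrays stood for the gene.

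The deposited tables name a target accession for each probe, and gene symbols were taken from a RefSeq gene table of the mouse assembly GRCm38.p6. Of 37932 target names, 20869 matched by accession and 12 by a symbol or synonym. The remaining 17051 kept their target name, and 1363 of 22232 RefSeq accessions found no match. The probe coordinates belong to an older assembly and were not used, and the order of genes along a chromosome came from the gene table. Of the 28689 genes tested, 16558 have a gene symbol and 12131 do not.

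A single limma model (R 4.3.3, limma 3.58.1) with 1 coefficient for each of the 8 groups, 8 residual degrees of freedom and moderated variances gave all contrasts. They are Sp1-/- minus Sp1+/+ in each population, the change in progenitors minus the change in Flk1+ cells (the interaction), and each population minus the one before it within a genotype. A gene was called at an unadjusted p of 0.01 or less and a change of at least 2-fold, and Benjamini-Hochberg values over all genes tested stand beside it. Gene lists (the 4 Hox clusters, the 8 heme biosynthesis enzymes and the globins) were tested with limma's camera at a preset correlation of 0.01 and with fry. Correlations between arrays were computed over probes past the minimum with no missing value, and principal components over genes. The difference between the genotypes on a component was tested by exact permutation within populations. Where no array of a group was well above background, a fold change is given as a bound against the gene's own signal or the lowest normalized signal of probes well above background, whichever is higher.

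The genes named are every gene the paper names for the array data in its text, in Fig. 4C or in Fig. 6C-F, all genes of the Hox clusters, the Cdx and Sp genes, the heme enzymes and the globins. Some genes under this rule are not reported here. To the named genes were added, in each population, the 3 called genes with the largest rise and the 3 with the largest fall. They were drawn from genes in which both Sp1-/- arrays lie on the same side of both Sp1+/+ arrays and which have a gene symbol. Genes named outside this rule, such as neighbors of Mgmt or members of the marker lists, were chosen with their values known. The groups, the tests, the thresholds, this rule and the alternatives were set before the data were examined. The imprinted, germline, endothelial, mesenchymal and erythroid lists of the closing part were written later, each before its own test.

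The alternatives changed 1 choice at a time. They are no background correction, an offset of 50, the scanner's processed signal scaled to the 75th percentile of each array, the deposited log2 values, no filter on intensity, probes well above background on every array of a group, and the mean over probes. Others are a replicate block, thresholds on the adjusted p of 0.01 and 0.05, a 2-fold change with no p, only the arrays of the comparison in the fit, the methods' t-test with and without adjustment, genes centered but not scaled, fry, and leaving out each of the 16 arrays in turn with renewed normalization. The methods' t-test is the Student's t-test that the Methods name for comparing Sp1+/+, Sp1-/- and Sp1-rescue samples. For the arrays the paper names limma instead.

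In simulated data built from the values of these arrays (28662 genes, 200 of them changed in each population), the same steps recovered 98.5% of changed genes in HE1 and 97% in HE2, with 56 and 55 false calls. Of 400 genes with an interaction, 93.5% were recovered, with 127 false calls, and 0 genes were called in the wrong direction by limma. At an adjusted p of 0.01 the recovered share was between 81.5% and 85% in the 4 populations and 68% for the interaction, with at most 4 false calls in any of them. A shifted gene list was found, and 10 of 200 lists without a shift had a camera p of 0.05 or less.

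Tables and figures were drawn with Python 3.11.15 and numpy 2.4.6. Western blots, ChIP and flow cytometry of the paper were not analysed here.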

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

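The test of a constant offset between the slides, that of the spike-in probes in the interaction, the 3 tests of chromosome 8 and the 2 tests that divide the genes called in all 4 populations by chromosome were chosen only after the result was seen. The same holds for the value of the whole imprinted list and for the reading of the imprinted test given with it.

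The change between the genotypes differed between Flk1+ cells and progenitors, by the interaction term of the model, for 1728 genes. Among the named genes with an adjusted p of 0.01 or less for this term, the differences on the log2 scale were -3.57 for Bmp4, -3.36 for Lef1 and -1.88 for Meis1. The term also called Cer1 (-4.52), which was below background on all progenitor arrays, so that its value rests on Flk1+ cells alone. On the erythroid side they were 4.88 for Alas2, 3.08 for Hbq1b, 2.12 for Epor, 2.10 for Alad, 1.99 for Uros and 1.57 for Ppox. For genes the paper does not name they were 4.53 for Slc4a1, 3.68 for Add2, -1.57 for Smim20, -3.53 for Hspb1 and -5.11 for Krt19. Without Sp1+/+ progenitor replicate 1, the values were 4.07 for Alas2, 3.79 for Slc4a1 and 2.86 for Add2, and without replicate 2 they were 5.66, 5.25 and 4.47. Alas2 was at 4.28 without Sp1+/+ Flk1+ replicate 2. At the p threshold alone, chance gives 287 genes. A constant offset between the slides cancels in this term by construction, so the count of 1728 does not test for one. Noisier progenitor arrays are argued against by the spread of replicates, whose median over genes in progenitors was 0.670 of that in the other populations. A difference in hybridization or scanning that changes between the populations was tested with the spike-in probes. All 8 above background on all arrays were lower in Sp1-/- arrays in Flk1+ cells and higher in progenitors, and the largest difference between these shifts was 0.788 (standard error 0.456). It lies under the 1 of a called gene, but not by more than its spread, so this cannot be told apart for genes near the threshold. Open are this difference, one in culture or RNA preparation, a different make-up of the sorted cells, and an effect of Sp1 that grows during differentiation.

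The make-up of the sorted progenitors was tested with lists of cell type genes. In progenitors, 14 of 15 endothelial genes were lower in Sp1-/- cells, with a median log2 fold change of -2.14 (7 called, camera p of 2.42e-06, fry p of 0.00899). Of 18 mesenchymal genes, 16 were lower, with a median of -2.61 (10 called, camera p of 2e-10, fry p of 0.000157). In Flk1+ cells, HE1 and HE2 the endothelial medians were 0.08, -0.38 and -0.34, and the mesenchymal medians were -0.03, 0.28 and -0.34. The most abundant genes of the lists fell from high levels, Sparc from a log2 intensity of 16.90 to 14.21, Acta2 from 16.51 to 12.79, Tagln from 15.78 to 12.10 and Egfl7 from 14.97 to 13.72. Kdr went the other way, from 13.64 to 14.21, and Pecam1 (-0.19) and Plvap (-0.51) fell little, without a call. Blast cultures hold adherent cells, and the paper combined them with the floating cells before sorting. A larger share of adherent cells among the sorted Sp1+/+ progenitors may therefore explain part of the fall of Bmp4, Lef1 and other regulators. The legend of Fig. S3A, however, reports a high purity of the sorted populations, which limits the share that can be assumed. Krt19 (-4.82), Col1a1 (-5.07) and Hspb1 (-5.62) were among the genes with the largest fall in progenitors, and the paper names none of them. Col1a1 is on the mesenchymal list itself. In Flk1+ cells, Col1a1 (-0.41) and Krt19 (0.29) were not called. The interaction of Col1a1 was -4.66, and it was not called without Sp1+/+ Flk1+ replicate 1 (-4.11, unadjusted p of 0.0131) or without Sp1+/+ progenitor replicate 1 (-4.35, 0.0111). Hspb1 was called lower in the earlier populations as well, at -2.10, -1.88 and -2.22. The hemogenic endothelium expresses endothelial genes itself, so a slower loss of the endothelial program in Sp1+/+ cells or a faster one in Sp1-/- cells stays open, untested, beside an effect of Sp1 on these genes.

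Erythroid genes rose in Sp1-/- progenitors. Of 14 listed genes, 13 were tested and all were higher, with a median log2 fold change of 1.59 (8 called, camera p of 9.6e-09, fry p of 1.03e-05). The main text of the paper names none of the 13, but Tal1 stands in the primer list of its supplement. Slc4a1 (4.69) and Add2 (3.96) had the largest rises in progenitors among genes the paper does not name, and Slc4a1 is on the list. Without Sp1+/+ progenitor replicate 1 they were at 3.96 and 3.14, and without replicate 2 at 5.41 and 4.75. Nfe2 (0.10) and Tal1 (0.12) hardly moved. In HE2 the list's median was 0.40 (3 called, camera p of 0.000478), and in Flk1+ cells and HE1 it was 0.07 and -0.12. A larger share of erythroid cells among the sorted Sp1-/- progenitors may explain the rise. An effect of Sp1 on erythroid genes within each cell gives the same values, so both stay open.

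Genes called in the same direction in all 4 populations, 109 lower and 38 higher, differ between the cell lines at every stage. Several of them are named by neither the text nor the figures of the paper. Mgmt had log2 fold changes of -4.55 in Flk1+ cells, -7.25 in HE1 (at least 146-fold, with no Sp1-/- array above background), -6.15 in HE2 and -4.58 in progenitors. Those of Smim20 were -2.04, -4.61, -4.06 and -3.61 in the same order, and those of Cers4 -2.41, -4.27, -4.02 and -2.82. Trap1a was higher by 3.65, 2.88, 3.16 and 3.69, Igsf23 by 2.77, 3.73, 3.27 and 3.02 and Tex19.1 by 1.97, 2.82, 3.21 and 3.76. In Flk1+ cells, 1 of 2 Sp1+/+ arrays was above background for Igsf23. Rhox5, which is listed in Fig. 4C, was higher by 5.45, 4.58, 4.69 and 5.37. A slide effect on single spots is argued against by the other probes of these genes. All 31 other probes, from 25 of 147 genes, went the same way, which is 100% with an exact lower 95% limit of 88.8%, and 22 of them by 1 or more on the log2 scale. A difference in hybridization or scanning is argued against by the spike-in probes. Of 10, 8 were above background on all arrays, and their largest shift between the slides was 0.489, against a change of 1 or more for called genes. All 8 were lower in Flk1+ cells and higher in progenitors, where these genes keep 1 direction. A difference in RNA preparation or cell culture between the genotypes was not tested and stays open. The deposited files name no such batches, and the layout, in which 0 slides hold both genotypes, gives no test of them. A deletion that reaches the neighboring genes of Mgmt is argued against by Mki67 and Ebf3, whose highest log2 fold changes over the populations were 0.353 and 0.703, and neither was called. A deletion within Mgmt was not tested.

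Differences between ES cell lines that need no Sp1 were tested with further lists for the same genes. Of 25 germline genes, a list that leaves out those already seen, 17 were tested. Their median log2 change over the 4 populations was 0.60 (0.51 with genes below background at their bound), and 14 were higher in Sp1-/- cells. This lay at percentile 100 of 10000 random lists of the same brightness, whose median was 0.0218. In at least 1 population, 7 were called, and Tex11 (3.18, 1.94, 2.33 and 3.03) and Stag3 (2.70, 1.88, 1.87 and 2.00) were called higher in all 4. Sycp3 went the other way, with a mean of -1.19. Loss of DNA methylation at germline genes in the Sp1-/- cells is a candidate explanation for the rise of Trap1a, Tex19.1 and Rhox5. DNA methylation was not measured, and an effect of Sp1 itself stays open.

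Imprinted genes were tested in the same way. Of 30 listed genes without H19 and Dlk1, 28 were tested, and their median absolute log2 change of 0.43 lay at percentile 99.95 of random lists, whose median was 0.217. In at least 1 population, 14 were called, but 0 were called by limma in all 4 populations. The test as written before its result asked only for the percentile, and a further condition in its first computation, a listed gene called in all 4 populations, was dropped once the result was known. For the whole list of 32 genes (30 tested) the median was 0.50 and the percentile 100. H19 was called lower in all 4 populations, at -1.71, -1.85, -2.66 and -3.89. In Flk1+ cells it was not called without Sp1+/+ Flk1+ replicate 2 (-1.41) or without Sp1-/- Flk1+ replicate 1 (-1.37). The signed medians of the list were 0.18, -0.07, -0.20 and -0.91 from Flk1+ cells to progenitors, so much of its shift lies in progenitors, and Dcn is also on the mesenchymal list. Drift of imprinted genes between the ES cell lines may account for H19 and some others, and does not by itself account for genes of other classes in the set of 147.

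Chromosome 8 genes were lower in Sp1-/- cells in all 4 populations, with median log2 changes of -0.31 in Flk1+ cells, -0.32 in HE1, -0.29 in HE2 and -0.29 in progenitors over 857 genes. Between 73.5% and 75.7% of these genes were below 0, depending on the population. For the 429 brighter genes of the chromosome the medians lay between -0.39 and -0.36. Chance among genes of the same brightness is argued against by 0% of 10000 random lists with a median as low, since these ran from -0.0376 to 0.0421 against -0.312. The background correction and the normalization are argued against by the same medians under 4 other settings, of which the one closest to 0 was -0.197. Divided into 10 segments of equal gene number, the chromosome had medians between -0.503 and -0.229 over all segments and populations. A difference in copies of the whole chromosome between the ES cell lines may therefore explain the shift. For 3 copies against 2 in all cells, a value of -0.585 would be needed, so a part of the cells, or a signal that grows less than in proportion to RNA, would have to be assumed as well. DNA was not measured. A change in a whole chromosome was also tested as a cause of the genes called in all 4 populations. The smallest of the 4 medians was 0.293 in absolute value, just short of the limit of 0.3 set before, and with the scanner's processed signal it was 0.311, so the limit alone does not decide. Of the genes with a symbol called in all 4 populations, 11 of 89 lower (12.4%, against 5.18% of the genes tested) and 0 of 33 higher lie on chromosome 8. Those 11 genes had a median of -1.87 over the mean of the 4 populations. All 11, from -1.35 to -3.38 (Cers4), lie past a change of 1 by more than 2 standard errors, which the shift of the chromosome does not reach. A call in all 4 populations itself requires a change of 1 in each, so these means follow from the selection. They cannot decide on such a change as the whole cause. A change of the whole chromosome may add to their fall. For the 111 genes of other chromosomes, it is argued against by the medians of the 19 chromosomes that hold them, of which the largest in 1 direction was 0.0847. Of the genes called lower with a symbol, 14.5%, 11.8%, 10.8% and 8.64% from Flk1+ cells to progenitors lie on chromosome 8. Chromosome 11 had a weaker shift, of -0.12, -0.08, -0.13 and -0.18. Chromosome Y, with only 11 genes tested, had medians of 0.14, 0.25, 0.30 and 0.37. The smallest of these lies within its standard error of 0.248.

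Further genes that the paper does not name had large changes. Syt10 in Flk1+ cells (-3.38, adjusted p = 0.0656) was called with the full data and not without Sp1+/+ Flk1+ replicate 1 (-3.67, unadjusted p of 0.0167), Sp1+/+ replicate 2 (-3.09, 0.0365) or Sp1-/- replicate 2 (-2.50, 0.0637). Without Sp1-/- Flk1+ replicate 1 it was at -4.28. Aspg in Flk1+ cells had a value of -3.27. In progenitors it was called at -1.24, but not without any one of its 4 arrays (-1.24, -1.22, -1.16 and -1.31) nor at an offset of 50 (-0.97). Actc1 was higher by 3.26 in HE1, 3.24 in Flk1+ cells and 2.03 in HE2 and stood at -2.31 in progenitors, and of these only the values in HE1 and Flk1+ cells were called in the main fit. Its interaction was -5.55 (adjusted p = 0.0138), and -6.14 without Sp1+/+ Flk1+ replicate 1. In HE1 its replicates differed in both genotypes, and it was not called without Sp1+/+ HE1 replicate 2 (2.32) or Sp1-/- HE1 replicate 1 (2.51), and was at 4.21 and 4.03 without the other 2 arrays. In Flk1+ cells it was at 3.83 without Sp1+/+ Flk1+ replicate 1 and lost the call without replicate 2 (2.66). In HE2 it was called without Sp1+/+ HE2 replicate 1 (2.93) and with the replicate block (unadjusted p of 0.00135). In progenitors it was called with only the progenitor arrays in the fit (unadjusted p of 6.08e-06), with the replicate block (0.00054) and with no filter on intensity (0.0094). No explanation was tested for Syt10, Aspg and Actc1.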

How the results depend on the processing

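Each of the 23 results of a comparison (counts of genes, set tests, correlations and the third component) was computed under those of 16 alternatives that apply to it. Leaving out an array was done for each of the 16 arrays and for between 6 and 10 of these results each, 120 values in all. A count is taken as unchanged within 1.5 times, a test when direction and side of its threshold hold, and a correlation within 1 SD over the pairs of arrays. Of 262 values under alternatives other than leaving out an array, 213 were unchanged in this sense, 44 moved, 1 lost and 4 gained a p under the threshold, and 0 changed direction. The cause was not tested except where the construction of the alternative shows it.

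Probes well above background and the mean over probes changed none of the 23 results, and an adjusted p of 0.05 changed none of 12. With only the arrays of the comparison in the fit, all 18 results held. Over the alternatives that gave them, the count in Flk1+ cells ran from 214 to 1050, that in progenitors from 680 to 2500 and that of genes called in at least 1 population from 1039 to 4398, apart from the adjusted t-test. The order of Flk1+ cells below progenitors held in each of these.

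With no background correction, the correlation between the genotypes was 0.989 in HE2 and 0.984 in progenitors. At an offset of 50 it was 0.991 in Flk1+ cells, 0.99 in HE2 and 0.985 in progenitors, and the deposited log2 values gave the same numbers. Without a filter on intensity it was 0.988 in HE2 and 0.984 in progenitors. The scanner's processed signal gave 0.980, 0.970, 0.974 and 0.967 from Flk1+ cells to progenitors, and 1579 called genes in HE1 and 1408 in HE2. In HE1 it also moved the median of all genes to 0.128, so the 975 genes called higher and 604 called lower there stand against a shifted center. In HE2 it called 739 higher and 669 lower, with the median of all genes at 0.065.

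The HoxA median in Flk1+ cells passed a camera p of 0.05 with no background correction (-0.22), at an offset of 50 (-0.18), with the deposited log2 values (-0.18) and without a filter on intensity (-0.30). The HoxB median (-1.31) did not pass it with fry. Under the alternatives other than leaving out an array, the other set tests held their side of 0.05. These are the tests of HoxC and HoxD in Flk1+ cells, HoxD in progenitors and the heme enzymes.

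Stricter thresholds lower counts by construction. At an adjusted p of 0.01 there were 471 called genes in Flk1+ cells, 527 in HE1 (158 higher and 369 lower), 568 in HE2, 328 from HE2 to progenitors in Sp1+/+ cells and 504 for the interaction. A 2-fold change with no p gave 2728 genes for the interaction. The methods' t-test, which has 2 arrays against 2 and no shared variance, called 214 genes in Flk1+ cells (70 higher and 144 lower), 177 in HE1 (49 and 128), 267 in HE2, 680 in progenitors (177 and 503) and 1039 in at least 1 population. From Flk1+ cells to HE1 it called 1536 genes in Sp1+/+ and 1714 in Sp1-/- cells, from HE1 to HE2 211 and 857, and from HE2 to progenitors 106 and 1277. After adjustment it called 0 genes in each of these comparisons, apart from 1 from HE2 to progenitors in Sp1-/- cells. At an unadjusted p of 0.05 and 2-fold it called 574, 572, 684 and 1649 genes from Flk1+ cells to progenitors, where limma called 795, 1024, 932 and 1911 at 0.01.

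With 1 array left out, 114 of 120 values were unchanged, 3 counts moved and 3 set tests crossed 0.05. The array left alone in its group is assumed to vary like the other groups. The ranges were 654 to 1276 called genes in Flk1+ cells, 772 to 2266 in HE1, 823 to 1273 in HE2, 1515 to 2199 in progenitors, 2850 to 4357 in at least 1 population and 1292 to 2078 for the interaction. The count of 2266 came without Sp1-/- HE1 replicate 1. From Flk1+ cells to HE1 the counts ran from 3515 to 3894 in Sp1+/+ and 3996 to 5673 in Sp1-/- cells, from HE1 to HE2 from 1073 to 1876 and 2203 to 3448, and from HE2 to progenitors from 495 to 1200 and 2136 to 2375. The medians in Flk1+ cells ran from -0.50 to 0.0188 for HoxA, -2.23 to -0.40 for HoxB, -0.53 to -0.08 for HoxC and -1.86 to -0.86 for HoxD. In progenitors they ran from -2.28 to -1.18 for HoxD and 1.31 to 2.02 for the heme enzymes. Correlations ran from 0.984 to 0.989 in Flk1+ cells, 0.976 to 0.986 in HE1, 0.983 to 0.986 in HE2 and 0.975 to 0.982 in progenitors. The third component ran from 1.66 to 1.88 SD, with exact p up to 0.00463.

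For 86 genes of the text and the gene lists, 231 values in a population or for the interaction were followed in the same way. Of 2767 values under alternatives, 2618 stayed on their side of the thresholds, 96 lost and 53 gained a call, and 0 changed direction with a call. An adjusted p of 0.01 took 45 calls and a 2-fold change with no p added 27. With 1 array left out, 912 of 1010 stayed, 75 lost and 22 gained a call. A reversal occurred in Gata1 in HE1, at -1.51 without Sp1+/+ HE1 replicate 2 and 1.58 without replicate 1, with 0.03 in the full data.

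Over 28 pairs of groups, the correlation of replicate differences had a median of 0.0390 and a range from -0.21 to 0.51. It was over 0.1 in 10 pairs, among them the genotypes in Flk1+ cells (0.246) and HE1 (0.308), and not in the others, so the samples were not treated as paired. A culture shared by some groups, or the array row, which equals the replicate number on all 16 arrays, stays possible for these pairs. With a replicate block in the model, all 18 results it applies to were unchanged, with 816 genes called in Flk1+ cells and 1935 in progenitors. Among single genes it changed 2 calls, those of Actc1 in HE2 and in progenitors. A slide block could not be fitted and was not run, because each slide holds 1 genotype.

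Depth here is signal over background. Genes near background are the least certain, and Hoxa3, Hoxa11, Hoxd13 and the HoxC genes, whose calls changed with the background correction, are among them. For groups with no array above background only a bound on the fold change can be given.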

Differences from the paper's values

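The paper gives an 11-fold rise of Cer1, and in Flk1+ cells the value here is 19.7-fold. Of the 13 alternatives set before the data were examined that give this value, 5 lie within 1.5 times of the paper's or within the replicate SD. They are no background correction (13.4), an offset of 50 (11.3), the deposited log2 values (11.4), leaving out Sp1+/+ Flk1+ replicate 2 (15.9) and leaving out Sp1-/- Flk1+ replicate 1 (14.2). The other 8 do not, among them the scanner's processed signal (115).

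The paper has Meis1 1.8-fold lower in Flk1+ cells after loss of Sp1. The ratio of Sp1+/+ to Sp1-/- cells is 0.519 here, a rise, and none of the 13 alternatives comes within the paper's value. In progenitors the ratio is 1.91, and there the paper's value of 1.8 is met.

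For counts read by eye from the figures, the paper's value is given after the word about, and an alternative reaches it when the counts lie within 1.5 times. In HE1, 446 genes were called higher, against about 260 in the paper (Fig. 3D, read by eye). Of 18 alternatives set before the data were examined, 7 reach it, which are no background correction, an offset of 50, the deposited log2 values, the mean over probes, only the arrays of the comparison, and leaving out Sp1+/+ HE1 replicate 2 or Sp1-/- HE1 replicate 2. The other 11 do not. In progenitors, 711 genes were called higher, against about 440 in the paper (Fig. 3D, read by eye). Of 18 alternatives, 6 reach it, which are no background correction, an offset of 50, the deposited log2 values, the mean over probes, an adjusted p of 0.01 and leaving out Sp1+/+ progenitor replicate 1, and the other 12 do not.

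The number of genes tested was 28689, of which 16558 have a gene symbol, against about 18000 expressed genes in the paper (read by eye from the clusters of Fig. 4A). No population called 25503 genes, against about 15000 in the paper (Fig. 4A, read by eye). For both counts, the scanner's processed signal reaches the paper's value (25887 and 21489), and the other 29 of 30 alternatives do not. In all 4 populations 38 genes were called higher, against about 24 in the paper (Fig. 4A, read by eye), and 18 of 30 alternatives reach it. They are no background correction, an offset of 50, the deposited log2 values, the mean over probes, an adjusted p of 0.01 or 0.05 and only the arrays of the comparison, and leaving out any array of HE1, HE2 or Flk1+ cells except Sp1-/- HE1 replicate 2. The other 12 do not. Restricted to genes with a gene symbol, a count compared with the paper only after the values were seen, 14088 genes were not called in any population, 33 were higher in all 4, 278 were higher in HE1 and 521 in progenitors, each within 1.5 times of the paper's value.

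For the transitions, the paper's counts were read by eye from Fig. 3A. From Flk1+ cells to HE1, 615 genes rose in Sp1-/- cells only, against about 380 in the paper (Fig. 3A, read by eye). Of 30 alternatives set before the data were examined, 8 reach it, which are no background correction, an offset of 50, the deposited log2 values, the mean over probes, an adjusted p of 0.01, only the arrays of the comparison, the methods' t-test and leaving out Sp1-/- HE1 replicate 2, and the other 22 do not. In the same transition 504 genes fell in Sp1+/+ cells only, against about 330 in the paper (Fig. 3A, read by eye). Here 7 reach it, which are no background correction, an offset of 50, the deposited log2 values, the mean over probes, an adjusted p of 0.01, the methods' t-test and leaving out Sp1-/- HE1 replicate 1, and the other 23 do not. From HE1 to HE2, 106 genes rose in Sp1+/+ cells only, against about 57 in the paper (Fig. 3A, read by eye). From HE2 to progenitors, 825 genes rose in Sp1-/- cells only, against about 450 in the paper (Fig. 3A, read by eye). For each of these counts 5 alternatives reach the paper's, which are no background correction, an offset of 50, the deposited log2 values, an adjusted p of 0.01 and the methods' t-test, and the other 25 do not. From HE2 to progenitors, 1049 genes fell in Sp1-/- cells only, against about 630 in the paper (Fig. 3A, read by eye). The 10 alternatives that reach it are these 5, the mean over probes, and leaving out Sp1+/+ HE2 replicate 1, Sp1+/+ progenitor replicate 1, Sp1-/- progenitor replicate 1 or Sp1-/- progenitor replicate 2, and the other 20 do not.

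The paper's text has Dkk1 and Dkk3 higher in Sp1-/- progenitors, while its Fig. 4C lists them among genes that fell. Here Dkk1 had a log2 fold change of -0.86 and Dkk3 was at least 9.78-fold lower. The paper has Gfi1 and Spi1 higher in HE1. Here Gfi1 had a log2 fold change of -0.26, and Spi1 was below background on all arrays of HE1. The paper has Spi1 and Cebpe lower in HE2. Here they had log2 fold changes of 1.05 and -0.13. No setting called these genes in the paper's direction.

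The paper describes correlations between the genotypes that fall step by step. Here the value in HE1 (0.981) was lower than that in HE2 (0.984). Without Sp1-/- HE1 replicate 2, HE1 reached 0.986, and the order of the means followed the paper.

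The paper names 1 HoxA gene, Hoxa7, as more than 2-fold lower in Flk1+ cells. Hoxa11 passed 2-fold here as well (log2 fold change -1.01), but not at an offset of 50, with the deposited log2 values, with no background correction or without Sp1-/- Flk1+ replicate 1. The paper has Hoxb4 to Hoxb8 lower in Flk1+ cells. All of these had negative values here, and of Hoxb4, Hoxb5 and Hoxb8 (-1.31, -1.71 and -1.60) none was called. Each was called without Sp1+/+ Flk1+ replicate 1 and at 2-fold with no p, and Hoxb8 with the scanner's processed signal.

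The paper has all HoxD genes apart from Hoxd13 lower at every stage. Of the 7 tested, 2, 5, 5 and 4 were called lower from Flk1+ cells to progenitors. Hoxd13 was called lower in Flk1+ cells (-1.12). Hoxd3 and Hoxd10 were not called in Flk1+ cells (-0.93 and -0.74), except without Sp1+/+ Flk1+ replicate 1, and not called in progenitors.

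The paper has Myb and Fli1 lower at every stage. Myb had log2 fold changes of -1.55, -1.27, -0.27 and -1.04 from Flk1+ cells to progenitors and was not called. It was called in Flk1+ cells without Sp1+/+ Flk1+ replicate 1, in HE1 without Sp1+/+ HE1 replicate 2, in progenitors with only the arrays of the comparison, and outside HE2 at 2-fold with no p. Fli1 had values of -1.39, -0.60, -0.34 and -0.78 and was called in Flk1+ cells only.

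The paper has Klf1 and Gata1 higher in HE2 and progenitors. Both were higher here (1.75 and 1.91 for Klf1, 1.86 and 1.39 for Gata1) without a call. All 4 values pass at 2-fold with no p. Klf1 in progenitors was called at an offset of 50, with no background correction, with the deposited log2 values, with only the arrays of the comparison and without Sp1+/+ progenitor replicate 2. Gata1 was called in both with only the arrays of the comparison. In the main fit its spread takes in the widely differing Sp1+/+ HE1 replicates, so the missing calls are weak evidence against the paper.

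The paper has Cdx1 further reduced in progenitors. Here its log2 fold change was -0.22 there against -1.27 in Flk1+ cells. The paper has Nog higher in Flk1+ cells. Here it was higher by 1.13 without a call, and was called with only the arrays of the comparison and at 2-fold with no p.

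Of the genes listed in Fig. 4C, 69 could be compared. In at least 1 population of their clusters, 66 went in the direction of the figure and 56 were called in it. The remaining 3 went the other way, which are Tlx1 in Flk1+ cells (0.47, not called), Hoxb4 in HE1 (-0.59) and HE2 (-1.34), not called, and H19 in HE1 (-1.85) and HE2 (-2.66), called.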

Other observations

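Of the tests named here, that of the HoxD region was set before its result was seen.

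The HoxD genes fell in all 4 populations, except that Hoxd13 was below background in HE2 and progenitors, and a change of the whole chromosome region around the cluster was tested as a hypothesis. Of the nearest genes tested outside the cluster, 5 on each side, none was called by limma in any population. Their means over the 4 populations lay between -0.65 (Ttc30b) and 0.18 (Lnpk), with a median of 0.00313, which argues against such a change. A change that affects the cluster alone, and an effect of Sp1 on its genes, stay open.

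The replicates of Sp1+/+ Flk1+ cells differed in Hox genes. All 7 HoxD genes tested and Hoxb2, Hoxb4, Hoxb5, Hoxb6, Hoxb7, Hoxb8 and Hoxb9 were higher in replicate 2 than in replicate 1, and Hoxb1 and Hoxb3 were lower. The largest gap among these was in Hoxb6, at a log2 intensity of 9.22 in replicate 1 and 11.25 in replicate 2.

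Gata1 in HE1 had a log2 fold change of 0.03, with an SD of 2.19 between the Sp1+/+ replicates, and Klf1 had one of -0.82 there, called without Sp1+/+ HE1 replicate 2 (-2.01).

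Spike-in probes had a coefficient of variation between 3.98% and 7.27% on the Sp1+/+ arrays and between 7.04% and 10.8% on the Sp1-/- arrays. The median spot signal lay between 94 and 130 and the median background between 29 and 35 units of intensity over the 16 arrays.

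Position on a slide followed the design, since the replicates of a population lay in different array rows and the populations in different array columns, in the same layout on both slides.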
